# Small-molecule inhibition of Lats kinases may promote Yap-dependent proliferation in postmitotic mammalian tissues

**DOI:** 10.1038/s41467-021-23395-3

**Published:** 2021-05-25

**Authors:** Nathaniel Kastan, Ksenia Gnedeva, Theresa Alisch, Aleksandra A. Petelski, David J. Huggins, Jeanne Chiaravalli, Alla Aharanov, Avraham Shakked, Eldad Tzahor, Aaron Nagiel, Neil Segil, A. J. Hudspeth

**Keywords:** Cell proliferation, Target identification, Inner ear, Regeneration

## Abstract

Hippo signaling is an evolutionarily conserved pathway that restricts growth and regeneration predominantly by suppressing the activity of the transcriptional coactivator Yap. Using a high-throughput phenotypic screen, we identified a potent and non-toxic activator of Yap. In vitro kinase assays show that the compound acts as an ATP-competitive inhibitor of Lats kinases—the core enzymes in Hippo signaling. The substance prevents Yap phosphorylation and induces proliferation of supporting cells in the murine inner ear, murine cardiomyocytes, and human Müller glia in retinal organoids. RNA sequencing indicates that the inhibitor reversibly activates the expression of transcriptional Yap targets: upon withdrawal, a subset of supporting-cell progeny exits the cell cycle and upregulates genes characteristic of sensory hair cells. Our results suggest that the pharmacological inhibition of Lats kinases may promote initial stages of the proliferative regeneration of hair cells, a process thought to be permanently suppressed in the adult mammalian inner ear.

## Abstract (web summary)

Although Hippo signaling restricts regeneration in many mammalian organs, the pharmaceutical tools available to modulate the pathway have been limited. Here, the authors report a small molecule that may inhibit a key element in the Hippo cascade and may activate regenerative responses in several mammalian tissues.

## Introduction

Initiated in response to injury, regeneration is a complex process that can restore the structure and function of damaged tissue. Some adult mammalian tissues retain a gradually declining regenerative capability. Regeneration occurs either by activation and amplification of resident stem cells, as in the epithelia of the skin and intestine, or through cellular de-differentiation and proliferation, as in the liver. In other instances, such as central nervous and cardiac-muscle tissues, cells exhibit little or no potential for regeneration after injury^1–3^.

One prominent example of a mammalian organ with poor regenerative capacity is the inner ear^4,5^. The auditory and vestibular sensory epithelia of all vertebrates possess only two major cell types: supporting cells, which play homeostatic and architectural roles, and mechanosensitive hair cells. In non-mammalian vertebrates such as birds, lost hair cells are replaced by residual supporting cells that transdifferentiate into new sensory receptors either directly or after undergoing division^6^. Although modest numbers of hair cells regenerate through supporting-cell transdifferentiation in the neonatal mammalian cochlea^7^ and in neonatal and adult vestibular organs^8^, after the first postnatal week no proliferative response occurs following damage^9,10^.

In view of its fundamental roles in development, proliferation, stem-cell maintenance, and de-differentiation, Hippo signaling is an inviting target for driving regeneration^1,11^. The canonical Hippo pathway is a highly conserved signal-transduction cascade that comprises two pairs of core kinases. When activated by upstream signals, Mst1 and Mst2 phosphorylate Lats1 and Lats2; these proteins, in turn, phosphorylate the transcriptional co-activator Yap and its homolog Taz, adjusting the flux of these proteins so as to favor cytoplasmic localization. When the phosphorylation cascade is inactive, Yap flux into the nucleus is enhanced, leading to interaction with transcription factors of the Tead family and the initiation of cell division^12,13^. Yap signaling integrates a variety of information from the cellular environment, including biomechanical cues, cell density, cell polarity, metabolic challenges, and signals such as Notch and Wnt. The Hippo cascade is the conduit through which much, but not all, of this information is integrated into a decision regarding Yap activation^14^.

The regenerative potential of the Hippo pathway has become abundantly clear in numerous organs, including the heart^3,15–17^, retina^18^, liver, and intestine^19^. We earlier demonstrated that Hippo signaling limits the size of the developing murine utricle, a vestibular sensory organ^19^. We further showed that the Yap–Tead complex is active during—and necessary for—growth and proliferative regeneration in the neonatal utricle^20^ and organ of Corti^21^. In addition, genetic inactivation of Lats kinases is sufficient to drive cell-cycle reentry in the adult murine utricle and the chicken’s basilar papilla^22^. These observations suggested that chemical activation of Yap signaling might engender supporting-cell proliferation in adult tissue, a key missing step in the regeneration of the mammalian inner ear.

In the present work, we characterize a small molecule identified in a high-throughput screen for Yap activators. The compound acts as an inhibitor of Lats kinases in vitro, suppresses Yap phosphorylation, induces cell proliferation in several cell lines and tissues, and promotes the initial stages of proliferative regeneration of the sensory receptors in the inner ear.

## Results

### Identification of activators of Yap signaling

In some monolayer epithelial cultures, increased cell density leads to Hippo activation and thus retention and degradation of Yap protein, a process reminiscent of growth restriction during normal development^23–25^. To seek inhibitors of this process, we designed a high-throughput phenotypic screen for compounds that promote nuclear Yap translocation in confluent human cell cultures (Fig. 1a). After testing three lines, we chose MCF 10A mammary epithelial cells, which demonstrated a robust negative correlation between cellular confluence and the fraction of cells with nuclear Yap (Fig. 1b, c, and Supplementary Fig. 1A).

**Fig. 1:**
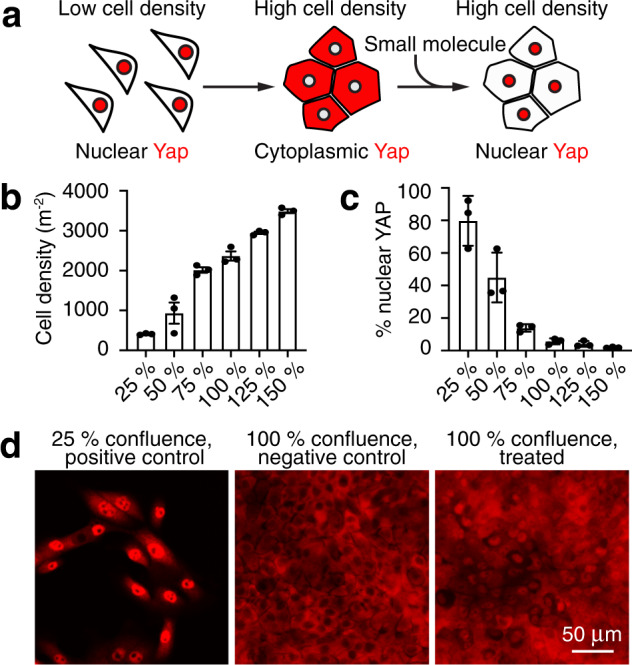
High-throughput screen for activators of Yap signaling. **a** A schematic diagram demonstrates the strategy for the identification of compounds that promote the nuclear transit of Yap, thus reversing the exclusion characteristic of contact inhibition. **b** The number of MCF 10A cells rises almost linearly with their confluency (*n* = 3 for each condition, mean ± SEM). **c** Nuclear localization of Yap falls systematically with increasing confluency in MCF 10A cultures (*n* = 3 for each condition, mean ± SEM). **d** Immunolabeling of Yap (red) demonstrates nuclear localization of the protein in a positive-control (subconfluent) culture but not in a negative-control (confluent) culture. Treatment of a confluent culture with a representative hit compound promotes extensive movement of Yap into nuclei. The experiment was conducted four times with the same results. See also Supplementary Fig. 1.

For the small-molecule screen, we seeded MCF 10A cells to achieve dense cultures in 384-well plates. A single compound was deposited in each well at a concentration of 10 μM. Every plate also included a positive control, sub-confluent cells, and negative control, densely cultured cells, both exposed to the dimethyl sulfoxide (DMSO) vehicle. After 24 h incubation, we determined the fraction of the cells with nuclear Yap and compared that value to the median negative-control value (Fig. 1d). We also scored the total number of surviving cells in each well and eliminated the compounds that decreased the number by more than one standard deviation in comparison to the dense control cultures. Nontoxic compounds that increased nuclear Yap by more than one standard deviation in comparison to the negative control were scored as hits (Supplementary Fig. 1B, C). Owing to the robustness of contact inhibition in the dense cell cultures, only six of the compounds screened met these criteria.

### Yap-dependent proliferation of supporting cells after TRULI treatment

Using utricles isolated from mice eight to twelve weeks of age, we next tested the effects of the six compounds identified in the screen. Four elicited appreciable Yap nuclear translocation, but only two evoked supporting-cell proliferation. Of those two compounds, one required a concentration in excess of 100 μM and appeared toxic to hair cells. The final compound, *N*-(3-benzylthiazol-2(3H)-ylidene)-1H-pyrrolo[2,3-b]pyridine-3-carboxamide, drove robust Yap nuclear translocation after 24 h of treatment at a concentration of 10 μM and caused a striking reduction in the level of Yap phosphorylation (Figs. 2a, b, d, and Supplementary 2A). After 5 days of treatment, this substance evoked robust re-entry of adult utricular supporting cells into the cell cycle (Fig. 2c, e). For the sake of brevity—and as justified below—we term this substance “TRULI” for “The Rockefeller University Lats Inhibitor.”

**Fig. 2:**
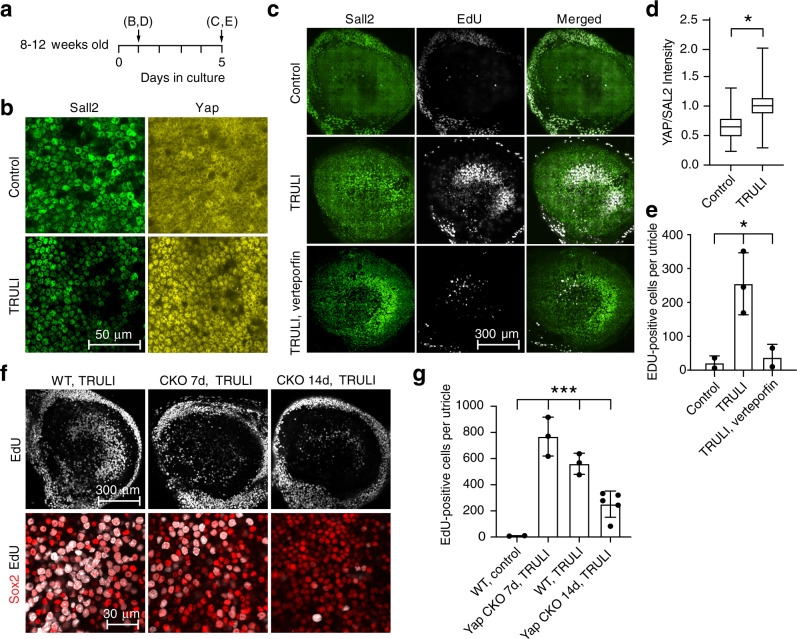
TRULI mediates activation of Yap and proliferation of supporting cells. **a** A timeline depicts the pattern of the experiments shown in the indicated subsequent panels. Treatment of murine utricles with TRULI is initiated at the outset. **b** TRULI exposure drives Yap into the nuclei of utricular supporting cells. **c** In vitro exposure to TRULI for 5 days elicits proliferation of supporting cells, as measured by the incorporation of EdU. Verteporfin, an inhibitor of the Yap–Tead interaction, drastically reduces this effect. **d** In a whisker box plot, the nuclear localization of Yap is quantified as a ratio to the constitutively expressed protein Sall2 (*p* = 2.683 × 10^−170^, by an unpaired, two-tailed *t*-test, *n* = 570 control nuclei and 680 treated nuclei). **e** The number of EdU-positive cells per utricle increases with TRULI (*p* = 0.0309 by one-way ANOVA, control *n* = 2, TRULI *n* = 3, verteporfin plus TRULI *n* = 2, mean ± SEM). **f** Conditional deletion of Yap by tamoxifen administration to *SOX2-Cre*^*ER*^ *Yap*^*fl/fl*^ (Yap CKO) animals at P1, 7 or 14 days prior to explanation, decreases the number of Sox2 (red) and EdU (white) doubly positive supporting cells compared to Cre-negative *Yap*^*fl/fl*^ (WT) littermates. **g** Quantification of the number of EdU-positive cells in panel **f** demonstrates that decrease in supporting-cell proliferation is statistically significant (*p* = 1.2798 × 10^−7^ by one-way ANOVA; *n* = 3 for wild-type control and Yap CKO at 7 days; *n* = 4 for TRULI treatment; *n* = 6 for Yap CKO at 10 days and TRULI, mean ± SEM). See also Supplementary Fig. 2.

We also tested an inhibitor of Mst1 and Mst2 kinases^19^, XMU-MP-1. Although XMU-MP-1 reduced the amount of phosphorylated Yap, it decreased the total Yap by a greater amount so that the ratio actually increased (Supplementary Fig. 2A, B). No significant proliferation was observed after 5 days of treatment (Supplementary Fig. 2C).

We additionally assessed the effect of TRULI in the murine cochlea. Although a proliferative response was observed in Kölliker’s organ, where progenitor-like cells capable of differentiating into both hair and supporting cells reside^26,27^, all but the most lateral rows of supporting cells in the organ of Corti remained postmitotic after treatment with TRULI (Supplementary Fig. 3).

To test whether the proliferative effect of TRULI is exerted through Yap, we co-treated explants with TRULI and 5 μM verteporfin, an inhibitor of the interaction between Yap or Taz and Tead transcription factors^28^. Consistent with the hypothesis, co-treatment with verteporfin precluded a proliferative response (Fig. 2c, e). To confirm these results, we used *SOX2-Cre*^*ER*^ and *Yap*^*fl/fl*^ mice to generate inducible conditional-knockout animals deficient for the protein in the sensory organs of the inner ear^29,30^. Owing to the stability of Yap protein^31^, Cre-mediated recombination was induced either 7 or 14 days prior to utricular explantation and culture. In the utricles isolated from *Yap*^*fl/fl*^ littermate mice lacking Cre recombinase, treatment with TRULI elicited robust proliferation of supporting cells (Fig. 2f, g). In contrast, in utricles explanted from Yap knockout animals, proliferation was significantly reduced.

### Blockage of Yap phosphorylation by TRULI in cell-based assays

We investigated the mechanism of TRULI’s inhibition in the MCF 10A cell line. After treatment of confluent cells with 10 μM of TRULI for 24 h, protein blotting revealed that the Hippo signaling cascade was intact through the phosphorylation of the activation loops of Lats1 (S909) and Lats2 (S872) (Fig. 3a). However, the phosphorylation of Yap was decreased at residue S127, a key site of Lats phosphorylation^1^. This observation suggests that TRULI is—directly or indirectly—an inhibitor of Lats kinases.

**Fig. 3:**
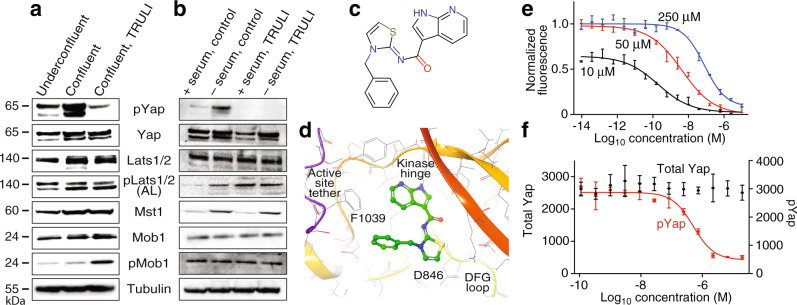
TRULI inhibits Lats activity in an in vitro kinase assay and prevents Yap phosphorylation in the cell-based assays. **a** Protein immunoblotting discloses that treatment of MCF 10A cells with TRULI leaves Hippo signaling intact through the activation of Lats kinases, but that Yap phosphorylation is greatly diminished. The experiments were conducted separately three times with the same results. **b** Serum starvation of HEK293A cells in the presence of TRULI also demonstrates Lats activation but suppression of Yap phosphorylation. The experiments were run separately three times with the same results. **c** TRULI comprises a thiazolimine backbone with two substituents: a benzyl group and a 7-azaindole hinge-binding motif. **d** In a simulated structure of TRULI in the predicted ATP-binding site of Lats1, the protein is displayed as a ribbon with heavy atoms in atom-colored wire representation with gray carbons. TRULI is displayed in an atom-colored, ball-and-stick representation. Aspartate 846 is positioned to bind the thiazolimine group and phenylalanine 1039 to interact with the benzyl moiety. **e** An in vitro assay of Lats1 kinase activity shows that the IC_50_ for TRULI increases with the ATP concentration, from 0.2 nM at 10 μM, to 4.3 nM at 50 μM, and to 80 nM at 250 μM, demonstrating that the compound is an ATP-competitive inhibitor. **f** A kinase assay conducted with serum-starved HEK293A cells indicates an EC_50_ of 510 nM for TRULI. Starvation does not significantly deplete the total amount of Yap. In panels **e** and **f**, error bars represent SEMs, and each point represents the mean of three independent samples run in parallel. See also Supplementary Figs. 3 and 4.

To confirm this inference we turned to HEK293A cells, which activate Lats kinases in response to serum starvation and thus inactivate Yap to prevent growth during nutrient deprivation^32,33^. We pre-treated 80% confluent HEK293A cells with 10 μM TRULI for 1 h, followed by 30 min of serum starvation. In control cultures, starvation elicited robust phosphorylation of Lats1 at S909 and the consequent phosphorylation of Yap at S127 (Fig. 3b). In cultures pre-treated with TRULI, however, serum starvation failed to evoke phosphorylation of Yap despite the activation of Lats1. Even in the treated, serum-fed conditions, phosphorylated Yap levels were below those of serum-fed control cells. Negative-feedback regulation in response to elevated Yap activity might explain why the amount of Lats1 S909 was enhanced in the treated, serum-fed condition^34^. Together, these results suggest that TRULI interferes with the ability of Lats kinases to phosphorylate Yap.

### A potential mechanism for Lats1 and Lats2 inhibition by TRULI

The structure of TRULI includes a 7-azaindole moiety characteristic of the hinge-binding motifs of ATP-competitive kinase inhibitors (Fig. 3c) Because there are no known crystal structures of the Lats kinases, we created a homology model from the crystal structure of the ATP pocket of similar kinase ROCK1 bound to a small-molecule inhibitor containing a 7-azaindole moiety (RCSB PDB 5KKS). A putative structure of the complex between Lats1 and TRULI was then generated by molecular docking (Fig. 3d). Because the predicted protein–ligand contact residues of Lats1 and Lats2 are almost completely conserved, the model suggests that TRULI can bind to either with similar inhibitory potencies.

To test our speculations about the mechanism of TRULI inhibition, we optimized an in vitro kinase assay using truncated forms of Lats1 (residues 589–1130) and Lats2 (residues 553–1088) that include primarily the kinase domains (Supplementary Fig. 4A–C). As a substrate, we employed the peptide STK1, which is known to be phosphorylated by these enzymes (https://www.cisbio.com/media/asset/l/s/ls-tn-lats1.pdf). Because we hypothesized TRULI was ATP-competitive, we first determined the Michaelis–Menten constants of both Lats1 and Lats2 for ATP to be near 10 μM, a concentration at which we ran the initial in vitro kinase assays (Supplementary Fig. 4A). Under these conditions, we found that TRULI inhibits both Lats1 and Lats2 with a half-maximal inhibitory concentration (IC_50_) of 0.2 nM (Fig. 3e and S4D), whence the name TRULI. In support of our hypothesis, increases in ATP concentrations yielded positive shifts in the IC_50_ (Fig. 3e).

To determine the potency of TRULI in living cells, we evaluated the content of total Yap and phosphorylated Yap in HEK293A cells serum-starved in the presence of various concentrations of TRULI. The half-maximal effective concentration of the compound was EC_50_ = 510 nM (Fig. 3f).

To assess the selectivity of TRULI, we first compared the sequences of the putative ATP-binding residues of Lats1 and Lats2 with those of other members of the AGC kinase family (Supplementary Tables 1 and 2)^35^. To determine which of these potential off-target kinases bind the compound, we tested TRULI in a broad kinome-binding panel^36^. Of the 314 kinases tested, 34 bound TRULI more strongly than Lats1 (Supplementary Table 3). These values represent an upper bound: although only kinases bound by a small molecule might be relevant, not all such enzymes are functionally inhibited. The selectivity score, or percentage of kinases for which the inhibitor has a half-maximal concentration of binding displacement below 1 μM, was 18.1. This value compares with control values of 86.0 for the broad-spectrum kinase inhibitor staurosporine and of 18.8 for dasatinib, a clinically approved selective inhibitor of tyrosine kinases. To assess whether some of the kinases identified in both approaches were in fact functionally inhibited, we measured IC_50_ values against four kinases that were high on both lists and represented by multiple family members (http://www.reactionbiology.com/webapps/site/kinaseassay.aspx?gclid=EAIaIQobChMI9K2248-V5wIVyp6zCh2HSwAKEAAYASABEgJCsPD_BwE). Some were affected significantly more strongly than others (Supplementary Table 4).

These data demonstrate that, although TRULI inhibits Lats kinases, it might also interfere with the activity of other enzymes. In the future, it will be necessary to further explore the potential off-targets of the compound, particularly in a tissue-specific context.

### Gene-expression consequences of TRULI treatment

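Supporting cells were sorted from cultured utricles of Lfng-EGFP mice, in which the Lfng promoter drives a green fluorescent reporter in these cells, and their RNA was sequenced in 10 libraries. The mice were 21 days old, and the utricles were kept for 5 days in 10 μM TRULI or in 0.1% DMSO, some of them for 5 more days without either. By the sample labels, 3 libraries were from DMSO at 5 days, 3 from TRULI at 5 days, 2 from DMSO after withdrawal and 2 from TRULI after withdrawal.
For 4 of the 10 libraries, the name of the deposited file gives another condition than the label. The files of the libraries labelled TRULI 5 d replicates 1 and 2 are named as DMSO withdrawal, and those of the libraries labelled DMSO withdrawal replicates 1 and 2 are named as TRULI 5 d. Each comparison was therefore made by labels, which are the record of each sample, by file names, and over the 6 agreeing libraries, on which both give one condition (3 DMSO 5 d, 1 TRULI 5 d, labelled replicate 3, and 2 TRULI withdrawal). No grouping was chosen by its results.
Ctgf, a matricellular protein gene and a direct target of Yap and Tead, stood at 482 to 714 CPM (counts scaled to a common depth) in the library labelled TRULI 5 d replicate 3 and both libraries labelled DMSO withdrawal, and at 2.04 to 15.6 CPM in the other 7. Over 6 targets of Yap (Ctgf, Cyr61, Ajuba, Birc5, Myc and Amotl2), the mean of log2(CPM + 1) was 3.76, 3.51 and 3.95 in the DMSO 5 d libraries. It was 3.01 and 2.80 in the libraries labelled TRULI 5 d replicates 1 and 2, and 6.36 in replicate 3. The libraries labelled DMSO withdrawal replicates 1 and 2 gave 6.33 and 6.39, and the TRULI withdrawal libraries 4.18 and 2.89.
mt-Rnr2, the large ribosomal RNA of mitochondria, took 13.0 to 26.4% of the counts in 6 libraries (DMSO 5 d replicates 1 to 3, labelled TRULI 5 d replicate 3 and labelled DMSO withdrawal replicates 1 and 2) and 1.45 to 2.53% in the other 4. By labels, this split divides the TRULI 5 d group and separates TRULI from DMSO after withdrawal. By file names it coincides with the culture time, and both file-name comparisons lie within one set.
The authors mapped the reads to GRCm38 with STAR. The deposited files hold expected counts per gene, as RSEM writes them, without normalization. Counts totalled 2463872 to 3852501 (median 3411616) in the DMSO 5 d libraries and 3115752 to 6255149 (median 3565654) in those labelled TRULI 5 d. The labels name poly(A) selection with a TruSeq kit, whereas the paper's methods name a QIAseq FX kit for single-cell RNA. Expected counts were rounded, normalized by TMM and tested with the quasi-likelihood test of edgeR over 12841 genes, all groups sharing one estimate of the spread. A gene was called changed at an adjusted p under 0.05 and a log2 fold change beyond 1 in size.

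**Figure D1:**
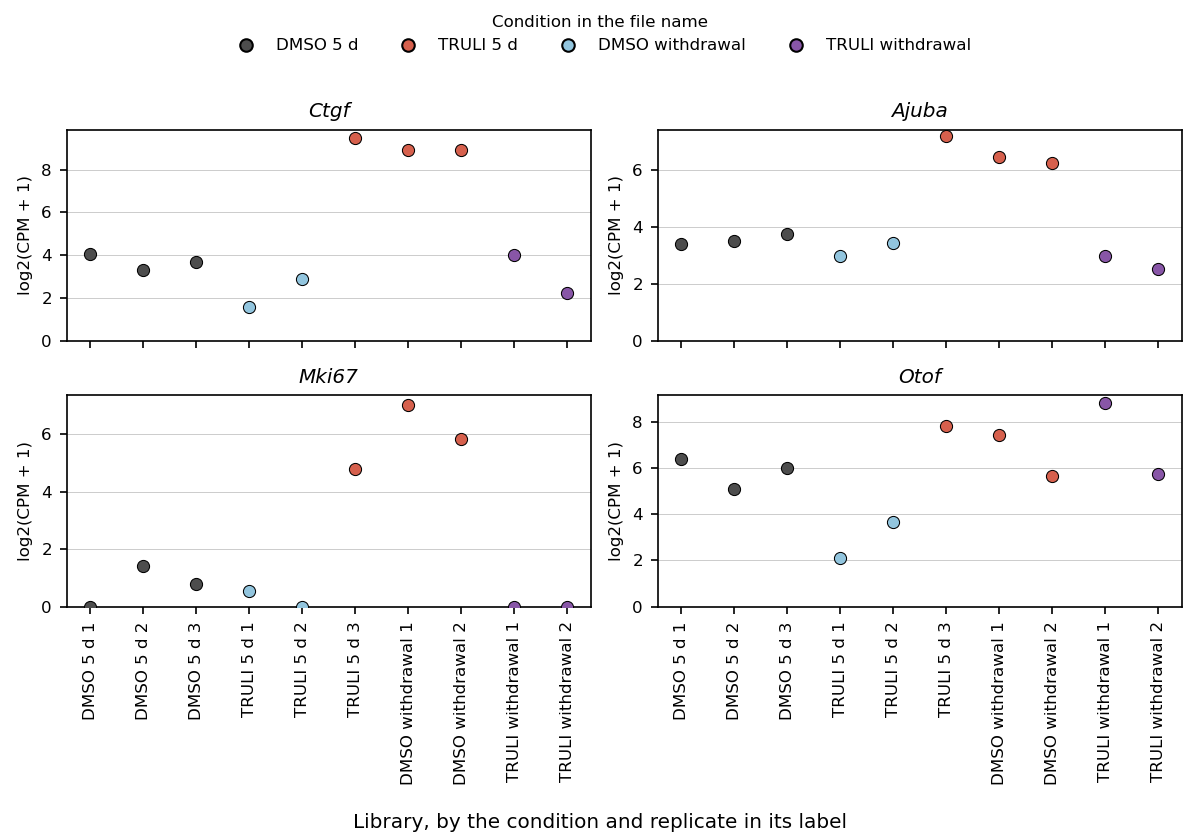
Expression of Ctgf, Ajuba, Mki67 and Otof in each of the 10 libraries, as log2(CPM + 1), ordered by the condition in the label and coloured by the condition in the file name. For Ctgf, the library labelled TRULI 5 d replicate 3 and both libraries labelled DMSO withdrawal lie above the other 7.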

To further characterize the molecular effects of TRULI, we analyzed the changes in gene expression triggered by the compound after 5 days of treatment. To facilitate the sorting of supporting cells from treated utricles, we utilized *Lfng-EGFP* mice, whose supporting cells are labeled by a fluorescent reporter^37^. 

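Over the 1000 genes with the smallest p between TRULI 5 d and DMSO 5 d, the DMSO 5 d libraries lay together on the first principal component in both groupings. By labels, that component held 77.7% of the variance and the second 10.7%. The DMSO 5 d libraries scored -28.7, -30.1 and -23.0 on it, and the libraries labelled TRULI 5 d replicates 1 and 2 scored 31.4 and 53.1. The library labelled TRULI 5 d replicate 3 scored -2.67 and stood apart on the second component, at 25.2. The pair with the high scores was the pair of 5 d libraries with low mt-Rnr2.
By file names, the first component held 77.8% and the second 9.89%. The DMSO 5 d libraries scored -34.1 to -28.6 and the TRULI 5 d libraries 25.3 to 34.6, a gap wider than the spread within either group. Because the genes were chosen for their difference between the groups, some separation follows from the choice. Over the 1000 most variable genes, chosen without the conditions, the first component held 64.5% by labels and 51.4% by file names. Over all genes tested, the shares were 56.8% and 39.8%.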

Principal-component analysis of RNA-sequencing data revealed that almost 60% of the variance between TRULI-treated and control samples could be explained by the first principal component and that the three samples collected under each condition clustered closely along that axis (Fig. 4a; Supplementary Data 1). 

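By labels, 2 genes changed at 5 days. Lcn2, which encodes the iron-binding acute-phase protein lipocalin-2, was higher with TRULI, at 164 ± 42.0 CPM (SD, n = 3) against 12.9 ± 0.997 CPM (SD, n = 3), a log2 fold change of 3.67 (standard error 0.33, adjusted p = 0.0018). S100b, a calcium-binding protein gene, was lower, at 132 ± 10.5 CPM (SD, n = 3) against 839 ± 121 CPM (SD, n = 3), a log2 fold change of -2.66 (standard error 0.30, adjusted p = 0.00998). Without DMSO replicate 2 or 3, Lcn2 did not pass (adjusted p = 0.0632 and 0.0556). S100b did not pass without DMSO replicate 2 or 3 or TRULI replicate 1 or 2, with the replicate block (adjusted p = 0.155) or with only the 2 groups compared (adjusted p = 0.151).
The TRULI group by labels holds libraries with high and with low mt-Rnr2.
By file names, 109 genes changed, 67 higher and 42 lower with TRULI, so that 61.5% were higher. At an unadjusted p under 0.05 and the same fold limit, 960 passed in edgeR by file names and 1617 by labels. DESeq2 on all libraries and edgeR with no filter on low counts also called more genes by labels. The replicate block and the fits of only the 2 groups compared called fewer by labels. Fam111a, which encodes a replication-associated protease, had 136 counts over the 3 TRULI libraries and 0 over the DMSO libraries, at least 35.3-fold higher against a floor of 3 counts over the group. Padi1, a peptidylarginine deiminase gene, had 126 against 0 counts, at least 32.8-fold higher. Neither Fam111a nor Padi1 passed when any 1 of the 6 libraries was left out (adjusted p = 0.0701 to 0.153 and adjusted p = 0.0741 to 0.108). Among the genes that fell, Tmem173 encodes the innate immune adaptor STING and stood at 12.9 ± 4.62 CPM (SD, n = 3) against 125 ± 38.9 CPM (SD, n = 3), a log2 fold change of -3.27 (standard error 0.41, adjusted p = 0.00311). Gpx2, a glutathione peroxidase gene, fell from 2678 to 355 CPM, a log2 fold change of -2.92 (adjusted p = 0.00303). The mucin gene Muc15 changed by -2.46 (adjusted p = 0.00311) and the carboxylesterase gene Ces1d by -2.39 (adjusted p = 0.00577) on the log2 scale.
In the fit of the agreeing libraries the TRULI group is 1 library, assumed to vary like the other groups. It called 5 genes, all higher in this library: Ctgf, Ajuba, Lcn2, the small heat shock gene Cryab and Reep1, which encodes a shaper of the endoplasmic reticulum. None was called when DMSO replicate 1, 2 or 3 was left out.
By file names, 5 d libraries of the same replicate number varied together. The labels state no pairing, and with a replicate block 276 genes changed. By file names, leaving out DMSO replicate 1, 2 or 3 left 40, 17 or 25 changed genes, and leaving out TRULI replicate 1, 2 or 3 left 56, 23 or 36; by labels, 1907 genes changed without the library labelled TRULI 5 d replicate 3.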

Over 70% of differentially expressed genes whose expression changed by at least a factor of two were upregulated after treatment (Fig. 4b). 

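Of 105 tested genes on lists of the cell cycle (S phase, G2-M phase, cyclins and their kinases), 15 rose with TRULI by file names, 0 fell and 90 did not pass the test (59 higher when adjusted over the list alone), and none passed by labels. Of the 12 cyclins and cyclin-dependent kinases, 5 rose and none fell (adjusted p = 0.0176 for the list against other genes, by camera with an estimated correlation). Ccnd1, whose cyclin D1 acts in G1, stood at 726 ± 281 CPM (SD, n = 3) against 91.4 ± 58.2 CPM (SD, n = 3), a log2 fold change of 2.98 (standard error 0.52, adjusted p = 0.0213). The mitotic cyclin genes Ccna2, Ccnb1 and Ccnb2 had log2 fold changes of 3.98 (adjusted p = 0.0232), 4.83 (adjusted p = 0.0252) and 5.28 (adjusted p = 0.00738), and the kinase gene Cdk1 one of 4.21 (adjusted p = 0.0347). Over the 3 TRULI and the 3 DMSO libraries, Kntc1, a kinetochore gene, had 214 against 1 counts, Cenpf, another, 187 against 2, and Dlgap5, a spindle gene, 199 against 2. The calls on Ccna2, Ccnb1, Cdk1, Kntc1, Cenpf and Dlgap5 were lost without DMSO replicate 1, 2 or 3 or TRULI replicate 2 or 3 (adjusted p = 0.0806 to 0.17), that on Ccnb2 without DMSO replicate 2 or 3 or TRULI replicate 2 (adjusted p = 0.0519 to 0.0656) and that on Ccnd1 without DMSO replicate 2 or TRULI replicate 2 or 3 (adjusted p = 0.0734 to 0.128).
By labels, 0 genes of the combined lists passed in edgeR (12 higher and 1 lower at an unadjusted p under 0.05) and DESeq2 called 2 higher. The agreeing libraries gave 0 of 93 in edgeR (17 higher and none lower at an unadjusted p under 0.05) and 2 in DESeq2. With the replicate block, 28 rose by file names, but 4, 1 or 1 passed without DMSO replicate 1, 2 or 3 and 1 or 2 without TRULI replicate 2 or 3. By labels, 9 rose without the library labelled TRULI 5 d replicate 3.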

Gene ontology analysis^38^ demonstrated that the terms associated with regulation of the cell cycle were the most enriched among these up-regulated genes (Fig. 4c).

**Fig. 4:**
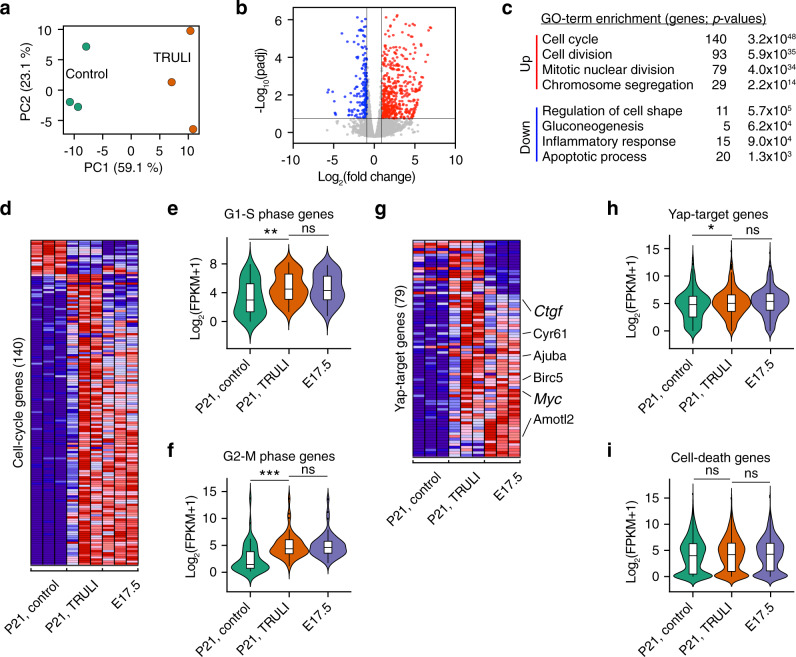
Gene-expression changes evoked by TRULI treatment in utricular supporting cells. **a** For three experiments, principal-component analysis was performed on RNA-sequencing data obtained from utricular supporting cells after 5 days of treatment with TRULI or from control samples. The RNA-seq data are available through GEO (GSE148528). **b** A volcano plot visualizes the differentially expressed genes (|log_2_(fold change) | > 1; padj < 0.05). Genes upregulated after TRULI treatment compared to control are labeled in red and those downregulated in blue. **c** Gene-ontology (GO) analysis performed with DAVID software demonstrates that the terms associated with the cell cycle are the most enriched in the genes upregulated by TRULI, whereas the terms associated with stress are more enriched in the control gene set. A full list of differentially expressed genes identified using DEseq2 is available on request. **d** For three experiments, a heatmap demonstrates the relative expression levels of 140 cell-cycle genes differentially expressed between control and TRULI-treated supporting cells (false discovery rate < 0.01) in comparison to E17.5. Highly expressed genes are shown in red and genes with relatively low levels of expression are depicted in blue. **e** Cell-cycle genes characteristic of the S phase are significantly upregulated by TRULI (*p* = 0.00349 by a two-sided Wilcoxon rank-sum test with continuity correction, *n* = 42 genes for each condition) to the levels found in E17.5 supporting cells (*p* = 0.7781 by a two-sided Wilcoxon rank sum test with continuity correction, *n* = 42 genes for each condition). Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as outliers (single points). **f** Markers of the G2-M transition are likewise upregulated (*p* = 3.892 × 10^−7^ by a two-sided Wilcoxon rank sum test with continuity correction, *n* = 52 genes for each condition) to the levels found in E17.5 supporting cells (*p* = 0.9508 by a two-sided Wilcoxon rank sum test with continuity correction, *n* = 42 genes for each condition). Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as outliers (single points). **g** For three experiments, the heatmap demonstrates the relative expression levels of 79 Yap-target genes differentially expressed between control and TRULI-treated supporting cells (false discovery rate < 0.01) in comparison to E17.5 embryonic levels. **h** The expression of Yap-target genes is upregulated in response to TRULI (*p* = 0.01807 by a two-sided Wilcoxon rank sum test with continuity correction, *n* = 342 genes for each condition) to the levels found in E17.5 supporting cells (*p* = 0.3431 by a two-sided Wilcoxon rank sum test with continuity correction, *n* = 42 genes for each condition). Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as outliers (single points). **i** In contrast, the relative level of expression for genes associated with cell death remains unchanged between controls, TRULI-treated (*p* = 0.06373 by a two-sided Wilcoxon rank sum test with continuity correction, *n* = 2031 genes for each condition) and E17.5 supporting cells (*p* = 0.6954 by a two-sided Wilcoxon rank sum test with continuity correction, *n* = 2031 genes for each condition). Box plots indicate median (middle line), 25th, 75th percentile (box) and 5th and 95th percentile (whiskers) as well as outliers (single points). See also Supplementary Fig. 5.

To assess the biological relevance of the changes in gene expression triggered by TRULI, we compared the FPKM values for the differentially expressed genes to those from late embryonic (E17.5) utricular supporting cells. At that stage, such cells remain highly plastic and are capable of both proliferation and differentiation into the new sensory receptors^39,40^. The expression levels for most cell cycle-related genes (gene-ontology term 0007049) that were differentially expressed in postnatal supporting cells after TRULI treatment were highly similar to those in E17.5 supporting cells (Fig. 4d). In particular, the genes specific to the S and G2/M stages of the cell cycle were significantly up-regulated by TRULI to the embryonic levels of expression (Fig. 4e, f). 

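By file names, some genes of the G2-M and S phases rose with TRULI; the 2 lists were not tested against each other. Of 54 G2-M genes, 10 rose, 0 fell and 44 did not pass (40 higher when adjusted over the list alone; adjusted p = 0.032 for the list with an estimated correlation). Mki67 (ENSMUSG00000031004.8; chromosome 7 of GRCm38, 135689784 to 135716361), which encodes the proliferation antigen Ki67, stood at 70.1 ± 51.4 CPM (SD, n = 3) against 0.798 ± 0.825 CPM (SD, n = 3), a log2 fold change of 6.35 (standard error 0.85, adjusted p = 0.00577). Top2a, which untangles DNA before mitosis, had a log2 fold change of 4.11 (adjusted p = 0.0252), and Tpx2, a spindle assembly factor, one of 3.56 (adjusted p = 0.00885). Of 42 S-phase genes, 2 rose, 0 fell and 40 did not pass (16 higher when adjusted over the list alone). The list as a whole passed camera with its preset correlation (adjusted p = 2.21e-14), but not with an estimated correlation (adjusted p = 0.138). The S-phase genes that rose were Dtl, whose protein directs the licensing factor Cdt1 to degradation, with 566 against 4 counts, and Hells, a chromatin remodeler, with a log2 fold change of 4.35 (adjusted p = 0.0193). Rrm2, a subunit of ribonucleotide reductase, and Mcm6, of the replicative helicase, had log2 fold changes of 4.52 (adjusted p = 0.0563) and 2.60 (adjusted p = 0.0511), and Rrm2 passed with the replicate block (adjusted p = 0.00585).
By labels, no gene of either list passed. Mki67 had a log2 fold change of 3.42 (adjusted p = 0.327) by labels and of 4.98 (adjusted p = 0.267) over the agreeing libraries. At 5 days its CPM were 0, 1.65 and 0.746 in DMSO, 0.471, 0 and 26.9 in the libraries labelled TRULI, and 127 and 56.4 in those labelled DMSO withdrawal.
FPKM, computed here from expected counts and effective lengths, were compared by a two-sided Wilcoxon rank-sum test over genes, which are not independent replicates. The test takes the 2 sets of values as unpaired, so its p does not test the count of genes with the higher mean. By file names, 52 of 54 G2-M genes and 39 of 43 S-phase genes had the higher mean with TRULI (p = 1.72e-08, n = 54 genes, and p = 9.13e-05, n = 43 genes). By labels, 44 and 23 did (p = 0.0564, n = 54 genes, and p = 0.904, n = 43 genes).
Without DMSO 5 d replicate 3, Mki67 no longer passed by file names (adjusted p = 0.0607), and Top2a, Dtl and Hells were lost without DMSO 5 d replicate 1, 2 or 3 or TRULI 5 d replicate 2 or 3 (adjusted p = 0.0846 to 0.145, adjusted p = 0.0826 to 0.149 and adjusted p = 0.0581 to 0.118), and Tpx2 without replicate 2 or 3 of either (adjusted p = 0.055 to 0.0993). By labels the change of Mki67 was -1.34 without the library labelled TRULI 5 d replicate 3.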

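Among 24 tested genes of the inflammatory response, 1 rose and 1 fell with TRULI at 5 days by file names, and 22 did not pass the test (5 higher and 2 lower when adjusted over the list alone). Serpina3n, which encodes an acute-phase protease inhibitor, fell from 15.4 ± 8.63 CPM (SD, n = 3) to 1.21 ± 0.738 CPM (SD, n = 3), a log2 fold change of -3.64 (standard error 0.68, adjusted p = 0.0252). Lcn2 rose, at 105 ± 38.7 CPM (SD, n = 3), a log2 fold change of 3.02 (standard error 0.33, adjusted p = 0.00123). Ptges, which encodes a prostaglandin E synthase, had a log2 fold change of -3.22 (adjusted p = 0.0834) without the replicate block and of -2.64 (adjusted p = 0.0341) with it, where 3 inflammatory genes passed. The list did not pass as a whole (adjusted p = 0.375 by camera with its preset correlation).
Of 24 pro-apoptotic genes tested, none fell and none rose by file names. Bcl2l11, which encodes the BH3-only protein Bim, had a log2 fold change of -0.75 (adjusted p = 0.326) by file names and 0.72 (adjusted p = 0.511) by labels.
By labels, Lcn2 was the 1 inflammatory gene that rose and none fell (5 higher when adjusted over the list alone). Serpina3n and Ptges had log2 fold changes of -1.54 (adjusted p = 0.382) and -1.35 (adjusted p = 0.466) by labels. In the agreeing libraries, 1 of 27 was called, again Lcn2, higher in the 1 TRULI library, and this call was lost without any 1 of the DMSO libraries (adjusted p = 0.0649 to 0.248). Serpina3n stood at 5.61 to 21.9 CPM in DMSO 5 d, at 9.72, 5.40 and 0.527 in the libraries labelled TRULI 5 d, and at 1.99 and 1.12 in those labelled DMSO withdrawal.
The call on Serpina3n was lost when any of the DMSO 5 d replicates 2 and 3 or the TRULI 5 d replicates 1 to 3 was left out. DESeq2 called 5 inflammatory genes by labels.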

Consistent with the pro-survival role of Yap–Tead signaling, TRULI repressed expression of a subset of inflammatory and pro-apoptotic genes.

The direct targets of the Yap–Tead complex have been identified in other contexts, such as in mammary cancer cells^41^ and, more recently, in the organ of Corti^20^. In accord with the compound’s acting as an activator of nuclear Yap signaling, over 90% of the direct downstream targets of the Yap–Tead complex among the differentially expressed genes were up-regulated in response to TRULI treatment (Fig. 4g, h). 

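Ctgf (ENSMUSG00000019997.11; chromosome 10 of GRCm38, 24595442 to 24598683) and Ajuba, a LIM-domain regulator of the Hippo pathway, rose with TRULI at 5 days by file names and did not pass the test by labels. By file names, Ctgf stood at 562 ± 131 CPM (SD, n = 3) against 12.1 ± 3.38 CPM (SD, n = 3), a log2 fold change of 5.55 (standard error 0.53, adjusted p = 0.00123), and Ajuba at 101 ± 37.0 CPM (SD, n = 3) against 10.8 ± 1.48 CPM (SD, n = 3), a log2 fold change of 3.22 (standard error 0.37, adjusted p = 0.0017). The proto-oncogene Myc had a log2 fold change of 3.13 (adjusted p = 0.0173), the actin cross-linker Flna 2.19 (adjusted p = 0.014), the growth factor gene Gas6 2.35 (adjusted p = 0.0466) and the membrane-cytoskeleton linker Marcks 1.79 (adjusted p = 0.0286). Crim1, which encodes a binder of bone morphogenetic proteins, fell, with a log2 fold change of -1.26 (standard error 0.24, adjusted p = 0.0252). Crim1, Gas6 and Marcks did not pass when any 1 of the 6 libraries was left out (adjusted p = 0.0856 to 0.131, adjusted p = 0.0549 to 0.204 and adjusted p = 0.0847 to 0.153), Myc without DMSO replicate 2 or 3 or TRULI replicate 2 or 3 (adjusted p = 0.0569 to 0.0997) and Flna without DMSO replicate 1 or 2 or TRULI replicate 2 (adjusted p = 0.0699 to 0.0997). Cyr61, Birc5 and Amotl2, also Yap targets, had log2 fold changes of 0.56 (adjusted p = 0.701), 2.93 (adjusted p = 0.303) and 1.81 (adjusted p = 0.266), and Amotl2 passed with the replicate block (adjusted p = 0.0263).
Over all Yap lists, 8 of 65 tested genes rose and 1 fell by file names, so that 88.9% of those called were higher (21 higher and 4 lower when adjusted over the list alone). The conserved Yap signature passed as a whole (6 of 52 higher, 1 lower; adjusted p = 0.0341 with an estimated correlation), as did the 6 targets that the paper names (3 higher; adjusted p = 0.0132 with an estimated correlation), a list that is not independent evidence because it was taken from the study. A panel of targets from cancers had 1 higher and 1 lower of 19 (adjusted p = 0.00158 with the preset and adjusted p = 0.194 with an estimated correlation). The FPKM of the conserved signature were higher in 45 of 59 genes (Wilcoxon p = 0.0382, n = 59 genes, which are not independent replicates), and those of the cancer panel in 15 of 22 (p = 0.291, n = 22 genes). By labels, the same Wilcoxon tests gave p = 0.458 (n = 59 genes) and p = 0.814 (n = 22 genes).
By labels, 0 of 65 Yap-list genes passed in edgeR (13 higher and 2 lower at an unadjusted p under 0.05) and DESeq2 called 3 higher. Ctgf and Ajuba had log2 fold changes of 4.32 (adjusted p = 0.252) and 2.30 (adjusted p = 0.286) by labels, and without the library labelled TRULI 5 d replicate 3 these were -1.62 and -0.40. Over the agreeing libraries, where the TRULI group is 1 library assumed to vary like the other groups, 2 of 63 were called: Ctgf, with a log2 fold change of 5.89 (standard error 0.59, adjusted p = 0.0207), and Ajuba, with one of 3.72 (standard error 0.41, adjusted p = 0.0243). Neither passed there when any of the 3 DMSO libraries was left out (adjusted p = 0.0774 to 0.248 and adjusted p = 0.0971 to 0.255).
By file names, 15 Yap-list genes rose with the replicate block, but 3, 2 or 3 without DMSO replicate 1, 2 or 3 and 2 or 3 without TRULI replicate 2 or 3, and Ctgf and Ajuba passed in each of these settings. The paper sets the share of higher genes among the differentially expressed Yap targets beside the compound's action as an activator of nuclear Yap signaling, which it reports from other assays.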

Consistent with our demonstration of a role for Yap in the development of the utricular sensory epithelium^20^, most of these Yap-target genes were also highly expressed in E17.5 supporting cells.

Activation of Yap signaling by TRULI had no apparent toxic effect on utricular supporting cells: genes associated with cell death (gene-ontology term 0008219) remained unchanged after treatment (Fig. 4i).

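Genes that promote or restrain cell death did not pass the test at 5 days in any grouping. By file names, 0 of 24 pro-apoptotic genes rose and 0 fell (1 higher when adjusted over the list alone), and of 9 anti-apoptotic genes 0 rose and 0 fell (1 higher when adjusted over the list alone). Apaf1, whose protein forms the apoptosome, had 19.4 ± 2.59 CPM (SD, n = 3) with TRULI and 5.21 ± 0.263 CPM (SD, n = 3) with DMSO, a log2 fold change of 1.89 (standard error 0.48, adjusted p = 0.0895). Bid, a BH3-only gene, had a log2 fold change of 2.18 (standard error 0.65, adjusted p = 0.167).
By labels, the log2 fold changes of Apaf1 and Bid were 0.50 (adjusted p = 0.761) and 1.68 (adjusted p = 0.309). No gene of the pro-apoptotic list passed by labels (0 of 24) or over the agreeing libraries (0 of 24). FPKM were higher with TRULI in 19 and lower in 10 of 31 pro-apoptotic genes by file names (two-sided Wilcoxon p = 0.422, n = 31 genes, not independent replicates), and in 17 and 12 by labels (p = 0.683, n = 31 genes).
At an unadjusted p under 0.05, 6 higher and 2 lower of the pro-apoptotic genes by file names, 4 higher and 1 lower by labels and 4 higher and 2 lower over the agreeing libraries passed in edgeR. DESeq2 called 1 by file names, which was Apaf1, and 1 by labels. Apaf1 also passed by file names with the replicate block (adjusted p = 0.0443). Without the library labelled TRULI 5 d replicate 3, 3 passed by labels.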

### Supporting-cell differentiation after TRULI treatment

Forcing postmitotic cells to re-enter the cell cycle can result in arrest at the G1-S or G2-M checkpoint transition, and consequently in programmed cell death^42^. To evaluate the long-term outcome of Yap activation on supporting cells, we treated three-week-old *Lfng-GFP* utricles with TRULI for 5 days followed by 5 days of withdrawal. 

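In the withdrawal experiment, utricles of mice 21 days old spent 5 days in 10 μM TRULI or 0.1% DMSO and then 5 days without either, and their Lfng-EGFP supporting cells were sorted and sequenced as at 5 days. There are 2 libraries for TRULI withdrawal, on which labels and file names give one condition, with 5236704 and 5404033 expected counts. The 2 libraries labelled DMSO withdrawal, with 3918989 and 4235355, have files named as TRULI 5 d. The 2 libraries whose files are named as DMSO withdrawal, with 3115752 and 6255149, are labelled TRULI 5 d.
TRULI withdrawal was compared with DMSO withdrawal by labels and by file names, and, over the agreeing libraries, with the TRULI 5 d library and with DMSO 5 d, where treatment and culture time differ together. By labels 0 genes changed in edgeR (2450 at an unadjusted p under 0.05 and the same fold limit) and DESeq2 called 669. By file names 0 changed (1314 unadjusted) and DESeq2 called 272. The TRULI withdrawal libraries have low mt-Rnr2, as have those filed as DMSO withdrawal, whereas those labelled DMSO withdrawal have high mt-Rnr2.
Data were simulated with the depth of these libraries and the spread found by file names. The changed genes were drawn from those above 5 CPM on average. With 2 libraries against 2 by file names, edgeR recovered 86.0% of the genes changed 8-fold. It recovered 54.0% of those changed 4-fold and 7.46% of those changed 2-fold, the limit for a call. In the real libraries, Otof, Calb2 and Pou4f3 had log2 fold changes of 5.17, 5.44 and 4.10 and did not pass. Hair-cell genes differed between the TRULI withdrawal replicates by a median of 5.03 times, so the simulated recovery need not hold for them. By file names, 130 and 1 genes changed without DMSO withdrawal replicate 1 and 2, and 29 and 180 without TRULI withdrawal replicate 1 and 2, where the lone library is assumed to vary like the other groups.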

RNA-sequencing analysis demonstrated that the levels of expression for the cell cycle-related genes and the direct Yap targets that were highly up-regulated upon TRULI treatment were indistinguishable between TRULI-treated and control supporting cells (Supplementary Fig. 6; Supplementary Data 2). In addition, we did not observe enrichment for pro-apoptotic genes after TRULI treatment. Instead, the up-regulated genes were associated with the gene-ontology terms related to hair-cell development and function (Fig. 5a, b). These included the genes for hair cell-specific transcription factors such as Atoh1, Pou4f3, Gfi1, and Lhx3 as well as genes encoding other important hair-cell proteins: nonmuscle myosins (Myo15, Myo7A, Myo5A), Ca^2+^ sensors and buffers (Otof, Calb, S100), and transduction machinery (Tmc1, Tomt).

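After withdrawal, no gene of the cell-cycle or Yap lists passed the test between TRULI and DMSO in either grouping. None of the 12841 genes tested passed in either, so this does not show that the lists returned to the level of DMSO. By file names, Ctgf had a log2 fold change of 1.31 (standard error 0.64, adjusted p = 0.471), at 9.51 ± 8.26 CPM (SD, n = 2) against 4.26 ± 3.14 CPM (SD, n = 2), and Ajuba one of -0.51 (standard error 0.45, adjusted p = 0.746). By labels these were -5.66 (standard error 2.02, adjusted p = 0.194) and -3.78 (standard error 1.18, adjusted p = 0.177), with Ctgf at 486 ± 5.30 CPM (SD, n = 2) in DMSO withdrawal. Myc had log2 fold changes of 2.06 (adjusted p = 0.226) by file names and 0.01 (adjusted p = 0.994) by labels, and Amotl2, an angiomotin gene, 2.30 (adjusted p = 0.308) and -0.70 (adjusted p = 0.755). Mki67 had 0 counts in both TRULI withdrawal libraries. It had 3 over the libraries filed as DMSO withdrawal and 760 over those labelled so, at least 325-fold lower by labels against 3 counts over the group, though its adjusted p was 0.176. Ccnd1 had log2 fold changes of 1.57 (adjusted p = 0.344) and -2.34 (adjusted p = 0.22).
Of 105 cell-cycle genes, 0 passed by file names (10 higher and 4 lower at an unadjusted p under 0.05; DESeq2 called 3 higher) and 0 by labels (1 higher and 59 lower unadjusted; 37 lower and 1 higher when adjusted over the list alone). Of 65 Yap-list genes, 0 passed by file names (4 higher and 1 lower unadjusted) and 0 by labels (4 higher and 23 lower unadjusted). DESeq2 called 1 Yap-list gene higher in each grouping. The genes of both lists that DESeq2 called lower were not counted. By labels, the G2-M list was lower by camera with its preset correlation (adjusted p = 4.85e-12), as was the S-phase list (adjusted p = 2.69e-09); with an estimated correlation the adjusted p was 0.567 for both lists. The groups differ in mt-Rnr2 by labels and not by file names.
Over the agreeing libraries, Ctgf fell from the TRULI 5 d library to TRULI withdrawal, with a log2 fold change of -6.22 (standard error 0.69, adjusted p = 0.0174), and Ajuba with one of -4.63 (standard error 0.48, adjusted p = 0.0145). The TRULI 5 d group there is 1 library, whose variation is taken from the other groups, and the 2 groups lie on either side of the mt-Rnr2 split. Mki67 had 102 against 0 counts there, at least 95.3-fold lower (adjusted p = 0.0418). In that comparison 3 of 93 cell-cycle genes fell and 0 rose, and 3 of 63 Yap-list genes fell and 1 rose. Ajuba and Mki67 did not pass when only the 2 groups were fitted. Without TRULI withdrawal replicate 1, the value of Ctgf by file names was -0.06 and that of Amotl2 -0.08. By labels, Amotl2 was at 0.18 without replicate 2.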

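Of 24 pro-apoptotic genes, 0 rose and 0 fell after withdrawal by file names (1 higher when adjusted over the list alone), and 0 rose and 0 fell by labels. Because no gene at all passed over all genes in either grouping, these counts do not show that the list was unchanged. Apaf1 had log2 fold changes of 2.76 (standard error 0.60, adjusted p = 0.186) by file names and -0.07 (standard error 0.84, adjusted p = 0.972) by labels. Bid had 1.81 (adjusted p = 0.372) and 0.90 (adjusted p = 0.547), and Bax, whose protein permeabilizes mitochondria, 0.15 (adjusted p = 0.962) and 0.49 (adjusted p = 0.683). Bcl2l11 had -0.14 (adjusted p = 0.935) by file names and 1.59 (adjusted p = 0.212) by labels. Against other genes, the list gave adjusted p = 0.2 by file names and adjusted p = 0.894 by labels (camera with its preset correlation).
At an unadjusted p under 0.05, 4 higher and 0 lower of its genes passed in edgeR by file names and 2 higher and 1 lower by labels, and DESeq2 called 1 by file names and 0 by labels. By file names, 1 gene passed without DMSO withdrawal replicate 1 and 1 without TRULI withdrawal replicate 2.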

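Against the libraries filed as DMSO withdrawal, lists of hair-cell genes were higher in TRULI withdrawal by camera with its preset correlation, but none of the 4 passed with an estimated correlation (adjusted p = 0.65 each), and no single gene passed over all genes. Of 57 hair-cell genes, 0 passed by file names in edgeR (23 higher and 0 lower when adjusted over the list alone; 32 higher and 2 lower at an unadjusted p under 0.05), and DESeq2 called 14 higher. Adjusted over each list alone, 4 of 8 transcription factors of hair cells, 7 of 32 genes of the hair bundle and transduction, 10 of 17 genes of the synapse and of calcium buffering and 14 of 37 genes of motile cilia were higher. The lists gave adjusted p = 0.0131, 7.98e-06, 9.84e-08 and 6.69e-08 by camera with its preset correlation and adjusted p = 0.65 each with an estimated correlation. Clrn1, whose clarin-1 is needed for the hair bundle and the synapse, had 73.8 ± 84.5 CPM (SD, n = 2) against 2.79 ± 2.93 CPM (SD, n = 2), a log2 fold change of 4.54 (standard error 1.12, adjusted p = 0.194). With the replicate block in edgeR, Clrn1 passed by file names, at 4.66 (adjusted p = 0.044). Markers of neurons, which the sort for Lfng-EGFP should remove, moved in the same direction: of 4, 0 passed over all genes and 2 were higher over the list alone, with adjusted p = 0.0444 with the preset and adjusted p = 0.65 with an estimated correlation.
By labels, 0 of 57 hair-cell genes passed (0 when adjusted over the list alone; 4 higher and 2 lower at an unadjusted p under 0.05) and DESeq2 called 2 higher. Clrn1 had a log2 fold change of 0.12 (adjusted p = 0.972) by labels, where the groups also differ in mt-Rnr2, and no hair-cell list passed.
Hair-cell values differed between the TRULI libraries: of 47 hair-cell genes with at least 5 CPM, 42 were higher in TRULI withdrawal replicate 1 than in replicate 2, by a median of 5.03 times. Without replicate 2, 17 hair-cell genes passed by file names, and with the replicate block 2.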

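Atoh1 (ENSMUSG00000073043.5; chromosome 6 of GRCm38, 64729125 to 64731245), which encodes the transcription factor that starts hair-cell differentiation, had 17.5 ± 11.5 CPM (SD, n = 2) in TRULI withdrawal, 2.16 ± 0.501 CPM in the libraries filed as DMSO withdrawal and 9.50 ± 7.72 CPM in those labelled so. Its log2 fold change was 2.98 (standard error 0.96, adjusted p = 0.279) by file names and 0.88 (standard error 1.11, adjusted p = 0.667) by labels. None of the named hair-cell genes passed over all genes in either grouping, and most had higher values with TRULI by file names.
The transcription factors Pou4f3, Gfi1 and Lhx3 had log2 fold changes of 4.10 (adjusted p = 0.186), 3.25 (adjusted p = 0.322) and 2.46 (adjusted p = 0.425) by file names, and of 0.71 (adjusted p = 0.772), -2.42 (adjusted p = 0.443) and 2.04 (adjusted p = 0.354) by labels. Of the myosins, Myo7a had 3.27 (adjusted p = 0.322) by file names and -1.33 (adjusted p = 0.657) by labels, and Myo5a 4.55 (adjusted p = 0.194) and 5.39 (adjusted p = 0.176). Myo5a stood at 1089.7 CPM in TRULI withdrawal replicate 1 and 32.2 in replicate 2. Myo15 had 133 counts over the TRULI withdrawal libraries, 2 over those filed as DMSO withdrawal and 67 over those labelled so.
Otof, the calcium sensor of the hair-cell synapse, had log2 fold changes of 5.17 (adjusted p = 0.186) by file names and 1.17 (adjusted p = 0.66) by labels, and Calb2, the calcium buffer calretinin, 5.44 (adjusted p = 0.186) and -0.96 (adjusted p = 0.77). Calb1 had too few counts to be tested. S100a1, another calcium-binding gene, had -0.31 (adjusted p = 0.768) by file names and -2.66 (adjusted p = 0.176) by labels. Tmc1, of the transduction channel, had 1.98 (adjusted p = 0.275) and 0.79 (adjusted p = 0.544). Tomt, which brings Tmc proteins to the bundle, had 138 counts with TRULI, all in replicate 1, against 3 filed as DMSO withdrawal and 41 labelled so.
By file names without TRULI withdrawal replicate 2, the log2 fold changes were larger, with Pou4f3 at 4.86, Gfi1 at 4.06, Myo5a at 5.50, Calb2 at 6.25 and Tmc1 at 2.69. Without replicate 1 they were smaller, with Atoh1 at 2.08, Pou4f3 at 2.41, Gfi1 at 0.92, Myo15 at 2.90 and Myo5a at 0.45. Otof, Calb2 and Tmc1 were then at 2.91, 3.46 and 0.57, and Lhx3 and Myo7a at -0.07 and -0.06. By labels, Atoh1, Pou4f3, Lhx3, Myo15, Otof, Tmc1 and Tomt were negative without replicate 1. From the hair-cell genes among those it found higher after withdrawal, the paper proposes that newly formed supporting cells transdifferentiate.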

**Fig. 5:**
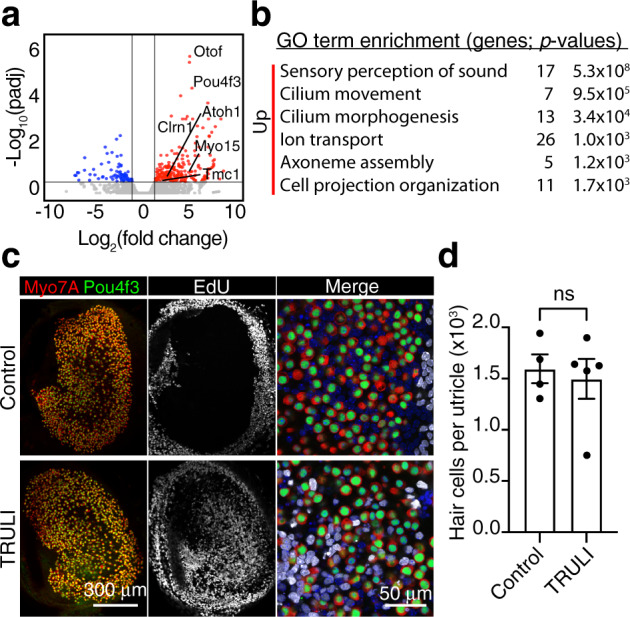
Plasticity of utricular supporting cells after TRULI treatment. **a** A volcano plot visualizes the genes differentially expressed after 5 days of TRULI treatment of murine utricles followed by 5 days drug withdrawal (|log_2_(fold change)| > 1; padj < 0.05). The subset of hair-cell genes most upregulated after TRULI treatment compared to control is labeled. All the RNA-seq data are available through GEO (GSE148528). **b** Gene-ontology analysis performed with DAVID software demonstrates that terms associated with hair-cell differentiation and function are the most enriched in the genes upregulated by TRULI. **c** In representative examples of wholemount utricular explants after 5 days of TRULI treatment followed by 5 days drug withdrawal, immunolabeling for Pou4f3 (green) and Myo7a (red) depicts hair cells. New sensory receptors formed by proliferation of their precursors, supporting cells, are identified by EdU-incorporation (white) and are found only after TRULI treatment. Nuclei are labeled with DAPI. **d** The total number of hair cells per utricle does not change after TRULI treatment (*p* = 0.7097 by a Student’s *t*-test; *n* = 4 for controls and *n* = 5 for TRULI-treated animals, mean ± SEM).

Because the foregoing results suggested the transdifferentiation of newly formed supporting cells, we sought newly formed hair cells by EdU incorporation. Treatment with TRULI did not affect hair-cell or supporting-cell survival, confirming that the compound is not toxic at the effective concentration (Fig. 5c, d). Although almost none of the cells expressed Pou4f3 or Myo7A, many of the EdU-positive supporting-cell nuclei migrated into the hair-cell layer. This pattern is consistent with the first stages of transdifferentiation.

To test whether supporting cells were capable of giving rise to hair cells after they had proliferated, we treated P21 utricles with TRULI and virally transfected the cultures with *Atoh1-RFP* upon drug withdrawal. Demonstrating a capacity for transdifferentiation into putative hair-cell precursors, many EdU- and Pou4f3-positive cells were observed after *Atoh1* transfection (Supplementary Fig. 6D).

### Effects of TRULI on cardiomyocytes and Müller glia

Because the regenerative effects of activating Yap in organs such as the retina and heart have been characterized extensively^3,15,16,18^, we investigated whether TRULI treatment is effective in eliciting cellular proliferation in these contexts.

The proliferative capacity of cardiomyocytes in culture and the capacity of the heart to regenerate decline sharply after birth^3^. To ascertain whether TRULI activates Yap and induces regeneration, we exposed P0 murine cardiomyocytes to TRULI for 3 days. In control cultures, protein blotting revealed high levels of phosphorylated Yap indicative of Hippo activity. TRULI treatment reduced the proportion of phosphorylated Yap and induced cardiomyocyte proliferation, as demonstrated by a significant increase in the percentage of cells positive for the markers Ki67 and phosphorylated histone H3 (Fig. 6a–e). Moreover, treated cells developed cytoskeletal rearrangements and protrusions and decreased in size, phenotypes consistent with de-differentiation and proliferation, respectively (Fig. 6f, g)^43^.

**Fig. 6:**
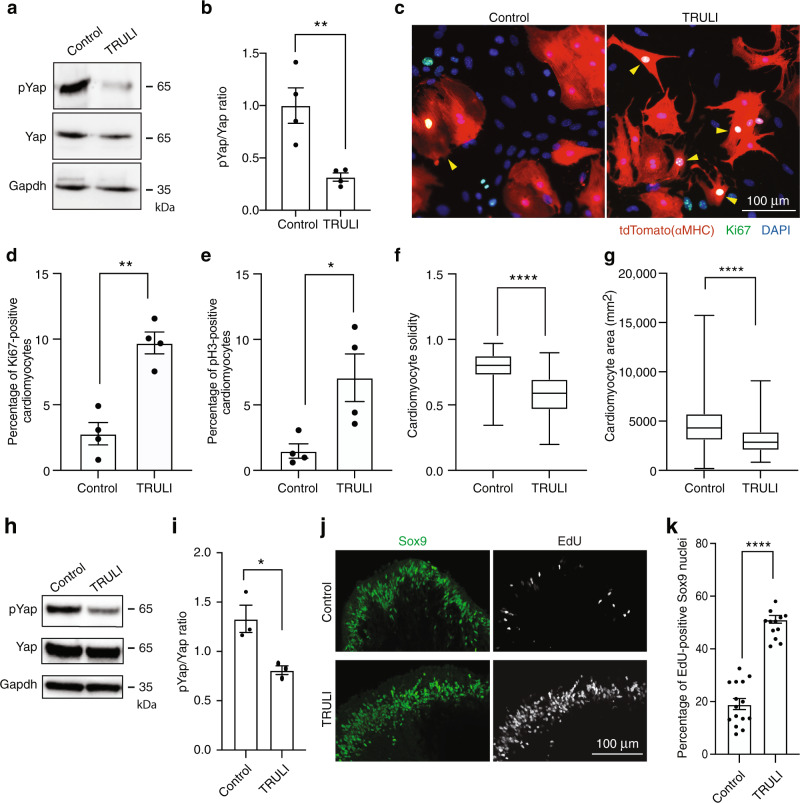
Proliferation of cardiomyocytes and Müller cells. **a** A protein immunoblot indicates that TRULI decreases the phosphorylation of Yap in neonatal cardiomyocytes in vitro. **b** Quantification of the data in panel **a** shows the significance of the effect (*p* = 0.008 by an unpaired, two-tailed *t*-test, *n* = 4 independent biological samples, mean ± SEM). **c** Immunofluorescent labeling discloses that 3 days of TRULI treatment elevates the cell-cycle marker Ki67 (arrowheads) in cardiomyocytes. Scale bars, 100 μm. **d** Quantification again reveals significant effects for Ki67 (*p* = 0.001 by an unpaired, two-tailed *t*-test, *n* = 4, mean ± SEM). **e** A marker of mitotic initiation, pH3, is similarly elevated by treatment (*p* = 0.026 by an unpaired, two-tailed *t*-test, *n* = 4, mean ± SEM). **f** The cardiomyocyte solidity, an index of cellular shape, decreases significantly after treatment, an effect consistent with de-differentiation (*p* = 1.09 × 10^−40^, by an unpaired, two-tailed *t*-test, *n* = 232 control cells and 197 TRULI-treated cells, mean ± SEM). **g** TRULI treatment reduces the areas of cardiomyocytes, another sign of mitosis (*p* = 4.09 × 10^−13^ by an unpaired, two-tailed *t*-test, *n* = 231 control cells and 197 TRULI-treated cells, mean ± SEM). **h** A protein immunoblot indicates that 24 h of treatment with TRULI decreases the phosphorylation of Yap in Sox9-marked Müller cells of human retinal organoids. **i** A bar graph documents the effect observed in panel **h** (*p* = 0.024 by an unpaired, two-tailed *t*-test, *n* = 3, mean ± SEM). **j** After 5 days of TRULI treatment, EdU labeling shows a substantial increase in cellular proliferation. **k** A bar graph quantifies the result of panel **j** in three experiments (*p* = 2.35 × 10^−13^ by an unpaired, two-tailed *t*-test, *n* = 15 control organoids and 16 TRULI-treated organoids, mean ± SEM).

Yap activation may permit retinal regeneration in mammals by stimulating the proliferation of Müller glial cells, progenitors with a capacity to differentiate into photoreceptors and neurons^18,44^. To test whether TRULI induces the proliferation of Müller glia, we used retinal organoids derived from human induced pluripotent stem cells. As expected, Müller cells remained largely quiescent in control cultures. In organoids treated for 5 days with 10 μM TRULI, however, Müller cells exhibited a robust increase in proliferation (Fig. 6h–k).

## Discussion

Most experiments demonstrating the regenerative effects of Yap activation in mammalian tissues have used transgenesis, viral transfection, or indirect approaches such as activation of G protein-coupled receptors by sphingosine-1-phosphate or epinephrine. Although these studies have provided proof-of-principle results, manipulation of Yap signaling with small molecules represents a more feasible translational approach. In fact, the only other published inhibitor of the Hippo pathway, XMU-MP-1, activates Yap signaling and facilitates healing of the liver and intestinal epithelium after damage^19^. Quinolinols have also been recently found to activate Yap-Tead signaling^45^, but we have not had an opportunity to test these compounds. It is noteworthy, however, that in our hands XMU-MP-1 did not promote supporting-cell proliferation in the utricle. This result suggests that other enzymes function redundantly to Mst kinases in the sensory epithelia. These likely include Map4K kinases, which activate Lats kinases in other contexts^46^. 

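Map4k3 (ENSMUSG00000024242.14; chromosome 17 of GRCm38, 80580512 to 80728485) had 77.7 to 105 FPKM (median 92.8) over the 10 libraries of sorted supporting cells, and its median lay above that of 95.5% of protein-coding genes. Map4k4 had 8.37 to 19.9 FPKM (median 13.9), above 76.1%, and Map4k2 4.22 to 27.8 FPKM (median 8.87), above 69.5%. The median over all 21695 protein-coding genes was 1.28 FPKM. These include genes with few or no counts: in DMSO 5 d replicate 3, 0.3855 FPKM (Map4k1) already lay above 43.0% of them. The ranks therefore do not place the kinases among expressed genes. Of the related kinases, Map4k5 had a median of 20.7 FPKM, Mink1 9.13 and Tnik 5.72, and Map4k1 had 0 counts in 7 of the 10 libraries. The Hippo kinase genes Lats1 and Lats2 had medians of 17.0 and 7.01 FPKM, and Yap1 43.1. These ranges over all libraries do not depend on the grouping.
None of 6 tested Map4k kinases changed at 5 days by file names or by labels in edgeR. By file names, Map4k2, Map4k3 and Map4k4 had log2 fold changes of 1.02 (adjusted p = 0.441), 0.02 (adjusted p = 0.988) and 0.11 (adjusted p = 0.968), and by labels 0.51 (adjusted p = 0.612), 0.10 (adjusted p = 0.885) and 0.33 (adjusted p = 0.645). The cells are sorted supporting cells, not whole utricles.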

In fact, our RNA-sequencing data revealed that Map4K2, Map4K3, and Map4K4 are all highly expressed in the adult murine utricle. To our knowledge, no enzymes are broadly redundant to Lats1 and Lats2. Inhibition of Lats kinases might therefore provide an effective means of inactivating Hippo signaling in a variety of tissues.

Re-entry into the cell cycle is only one component of regeneration; the daughter cells must also assume their correct cell fates. Our data suggest that, in addition to inducing proliferation, TRULI treatment leaves newly formed supporting cells in a plastic state. After undergoing division, supporting cells re-enter G0 upon drug withdrawal, and many cells shift their nuclei into the hair-cell layer and activate the expression of characteristic hair-cell genes; the pattern is strikingly similar to the regenerative response in non-mammalian vertebrates^6^. Because these cells can initiate transdifferentiation upon Atoh1 overexpression, combining Hippo inhibition with inhibition of Notch signaling or Atoh1 gene therapy might constitute an effective approach to restoring hair cells.

Although Yap-Tead signaling is necessary for progenitor-cell proliferation in the organ of Corti^20^, in contrast to the robust response in the adult murine utricle, the vast majority of supporting cells in the neonatal cochlea remain quiescent after 5 days of TRULI treatment. A wave of transcriptional up-regulation of *Cdkn1B*, the gene encoding P27Kip1, is known to control both the timing and the pattern of cell-cycle exit in the organ of Corti^47^. This process seems to be absent from the utricle. 

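Cdkn1b (ENSMUSG00000003031.14; chromosome 6 of GRCm38, 134920401 to 134925513), which encodes the cyclin-dependent kinase inhibitor P27Kip1, had 0.221 to 16.4 FPKM (median 8.22) over the 10 libraries, its median above that of 68.4% of protein-coding genes. Those include genes with few or no counts, so the rank is not one among expressed genes. At 5 days it had 17.9 ± 3.02 CPM (SD, n = 3) with TRULI by file names against 20.2 ± 5.10 CPM (SD, n = 3) with DMSO, a log2 fold change of -0.18 (standard error 0.49, adjusted p = 0.969). By labels the log2 fold change was -1.43 (standard error 0.91, adjusted p = 0.466), and over the agreeing libraries -0.03 (standard error 0.60, adjusted p = 1). After withdrawal it was 0.59 (adjusted p = 0.828) by file names and -2.86 (adjusted p = 0.22) by labels. Cdkn1b moved with the mt-Rnr2 split: it stood at 14.4 to 25.3 CPM in the 6 libraries with high mt-Rnr2 and at 0.360 to 2.96 CPM in the other 4.
Without the library labelled TRULI 5 d replicate 3, Cdkn1b passed by labels, with a log2 fold change of -3.72 (adjusted p = 0.00941). By file names and over the agreeing libraries its sign turned without DMSO 5 d replicate 3, to 0.04 and 0.17.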

Our RNA-sequencing data support the hypothesis that high levels of P27Kip1 constitute a parallel repressive mechanism, for the low *Cdkn1B* expression in the adult utricle is unaffected by TRULI treatment. Activation of Wnt signaling promotes proliferation in the neonatal organ of Corti, but the effect primarily involves Kölliker’s organ and the lateral Hensen’s cells^48–51^. This pattern resembles that observed after treatment with TRULI. To facilitate cell-cycle re-entry, the organ of Corti might require more prolonged exposure to proliferative stimuli or treatments that target multiple signaling pathways.

Although pharmacological manipulation of the Hippo pathway might prove useful in dealing with many human diseases, much remains unknown about the potential pitfalls of Lats inhibition. In the context of the Hippo pathway, Lats1 and Lats2 are considered redundant, but each paralog also has unique functions such as estrogen-mediated signaling and p53 regulation, respectively. Furthermore, Lats kinases and Yap have ancient and conserved non-Hippo functions in spindle-assembly checkpoints and cytokinesis^52^. As a putative inhibitor of Lats kinases, TRULI also offers the ability to investigate these non-Hippo functions, and it would be prudent to understand the implications of Lats inhibition on these pathways prior to therapeutic endeavors.

Another potential concern about Lats inhibition is oncogenic transformation. In this regard the effect of systemic inhibition of Mst kinases is encouraging^19^: even after long-term administration, no oncogenic transformation was observed in mice treated with XMU-MP-1. Moreover, the impact of Lats inhibition might be mitigated by local application in isolated fluid compartments such as the endolymph of the inner ear, vitreous humor of the retina, and pericardium of the heart. Finally, the relationship of Yap to cancer is complex. Yap activation is a marker for poor prognosis in some cancers, but the opposite is true in other instances^53^. Mutations of proteins in the Hippo pathway are rarely causative of cancer, but are instead secondary to the molecular changes associated with tumorigenesis^11^. In fact, activation of Yap through deletion of Lats kinases in certain syngenic tumors *decreases* their progression and metastasis in immune-competent mice by augmenting the immune response^54^.

Although our data from in vitro kinase assays show that TRULI is a potent inhibitor of Lats kinases, a definitive demonstration will require crystallographic confirmation of the compound’s binding site. We also cannot exclude the possibility that the measured effects on Yap phosphorylation and cell proliferation are mediated through additional mechanisms. Nevertheless, the substance is a useful tool for exploring the role of Hippo signaling in a variety of biological contexts. As expected on the basis of prior work, Yap activation with TRULI induces the proliferation of murine neonatal cardiomyocytes in primary culture and of human Müller glia in retinal organoids. Moreover, the sensory epithelia of the inner ear now join the list of tissues amenable to Yap-mediated regeneration. In view of the ubiquity of these effects, it is plausible that drugs related to this thiazolimine class will prove useful in therapeutic contexts.

## Methods

### Animal care and strains

Experiments were conducted in accordance with the policies of the Institutional Animal Care and Use Committees of The Rockefeller University, the University of Southern California, and the Weizmann Institute of Science. All procedures were conducted in accordance with the Public Health Service Policy and the Guide for the Care and Use of Laboratory Animals. Mice were maintained in the Comparative Bioscience Center at The Rockefeller University, an AAALAC-accredited facility, under specific-pathogen-free conditions in individually ventilated isolator caging systems with 440 cm^2^ of floor space (Thoren Caging Systems, Inc.; Hazleton, PA). Animals were housed on irradiated bedding (Anderson Bed O Cob) and received ad libitum irradiated diet (5053 PicoLab Rodent Diet 20) and hyperchlorinated water. Cages were changed weekly in laminar-airflow workstations. Temperatures were maintained as recommended by the Guide for the Care and Use of Laboratory Animals (Eighth Edition) as close as possible to the species-specific thermoneutral zone (22 ± 2 °C) and the humidity was held at at 30–70%. Housing rooms were maintained on a 12 h:12 h light–dark cycle with 10–15 changes of room air per hour.

Swiss Webster mice were obtained from Charles River Laboratories. *Sox2-Cre*^*ER*^, α*MHC-Cre*, and *ROSA26-tdTomato* mice were obtained from the Jackson laboratory. *Yap*^*fl/fl*^ ^29^ were provided by Dr. Martin, Baylor College of Medicine.

Cardiac muscle cells were lineage-traced with tdTomato-fluorescent protein by intercrossing αMHC-cre mice^55^, which exhibit highly efficiency recombination in cardiomyocytes, with ROSA26-tdTomato mice^56^ that require Cre-mediated recombination for expression. Both lines were maintained on a C57BL/6 background.

### Chemical libraries

A total of 140,238 different compounds from a library at The Rockefeller University High-Throughput and Spectroscopy Resource Center were chosen by a quantitative estimate of drug-likeness score^57^. The compounds originated in the following commercially available libraries: ChemDiv (San Diego, CA), Enamine (Monmouth Junction, NJ), BioFocus (Charles River, Wilmington, MA), ChemBridge (San Diego, CA), Specs (Zoetermeer, The Netherlands), Life Chemicals (Niagara, Canada), and AMRI (Albany, NY). Compound stocks were stored in 384-well polypropylene plates at a concentration of 5 mM in DMSO at −30 °C.

### High-throughput screen for small-molecule activators of nuclear Yap

Three human epithelial cell lines were tested for the screen: one embryonic kidney line, (HEK293T, ATCC CRL-11268) and two mammary-gland lines (MDA-MB-231, ATCC HTB-26 and MCF 10A, ATCC CRL-10317). Of the three lines, only MCF 10A cells displayed a reproducible correlation between the number of cells seeded and the number of adherent cells after 24 h in culture and thus were selected for the screen.

MCF 10A cells were cultured in a medium comprising DMEM/F12, 5% horse serum (Invitrogen 16050-122), 20 ng/L epidermal growth factor (Millipore GF155), 0.5 mg/L hydrocortisone (Sigma H-0888), 100 ng/L cholera toxin (Sigma C-8052), 10 mg/L insulin (Sigma I-1882), and antibiotic–antimycotic solution. Cell cultures reached 100% confluence at an approximate density of 3 × 10^5^ cells per square millimeter.

For the small-molecule screen, chemical-library plates were thawed at room temperature and 0.1 μL of each compound was placed in a well of a 384-well assay plate (Greiner Bio-One) containing 10 μL of MCF 10A culture medium (PerkinElmer Janus with Nanohead). MCF 10A cells were then plated in 40 μL of MCF 10A culture medium to achieve a final concentration of 10 μM for each compound and 0.25% (vol/vol; 35 mM) DMSO. Negative (100% confluent) and positive (25% confluent) control wells included an identical concentration of the DMSO vehicle.

After 24 h incubation, the cells were fixed, washed thrice in PBS, and immunolabeled for Yap. The nuclei were stained with 3 mM 4,6-diamidino-2-phenylindole dihydrochloride (DAPI). The plates were imaged automatically with a ×10 objective lens on the ImageXpress XLS wide-field Micro reader (Molecular Devices, Sunnyvale, CA) with MetaXpress software version 4.1 (Molecular Devices). Using an empty plate to avoid out-of-focus images, we configured a laser-based autofocus routine for automatic well-bottom detection. We imaged DAPI and Yap conjugated to Alexa Fluor 488 with filter cubes for respectively DAPI (excitation, 350–400 nm; emission 415–480 nm) and FITC (excitation, 460–505 nm; emission, 510–565 nm). The acquisition system was configured to image one site per well. After the fluorescence of DAPI had been used to set the image-based autofocus, the exposure time for each fluorophore was determined with a negative-control well in which the fluorescence signal was set to 75% of the camera’s maximal intensity.

An image segmentation application from MetaXpress software was used to automatically analyze the images. The number of cells was estimated by selecting an average size and intensity level above the local background in the DAPI channel.

A built-in translocation module that measured the intensity movement from one compartment to another was configured to determine the nuclear or cytoplasmic status of the Yap. These measurements were acquired first for the positive and negative control wells to determine an arbitrary threshold for the intensity ratio that characterized nuclear translocation versus cytoplasmic retardation of Yap. The same threshold was then applied to each well treated with a small molecule to identify the substances that increased the number of cells with nuclear Yap without affecting cell survival. Positive controls were not used to normalize data, but to confirm whether the cells were healthy and behaving as expected.

Images were stored in the MDCStore database and analyzed using MetaXpress software (Molecular Devices). Output data were uploaded and analyzed using the CDD Vault from Collaborative Drug Discovery (Burlingame, CA).

The compounds showing over 10% Yap nuclear translocation and over 5000 cells per field were selected and the corresponding images were checked to verify the phenotype. To determine half-maximal inhibitory concentrations, the selected compounds were re-tested in concentration–response experiments by serially diluting by half for a total of 10 dilutions to achieve assay concentrations ranging from 20 to 0.03 μM. IC_50s_ values were calculated by CDD software. Six compounds were confirmed in this secondary screen.

### Small-molecule Lats inhibitor

The compound *N*-(3-benzylthiazol-2(3H)-ylidene)-1H-pyrrolo[2,3-b]pyridine-3-carboxamide (CAS number 1424635-83-5), of relative molecular mass 334.4 Da and herein termed TRULI, was originally obtained from Enamine LLC (Z730688380, Monmouth Junction, NJ). We confirmed the structure of the compound by additional synthesis and by performing nuclear magnetic resonance (NMR; Supplementary Fig. 7) and liquid chromatography–mass spectrometry (LC–MS; Supplementary Fig. 8), and used the 99 % pure material in experiments.

### Dissection and culture of inner-ear sensory epithelia

Internal ears were dissected from mice euthanized with fluothane and placed into ice-cold Hank’s balanced salt solution (HBSS; Gibco14025-092)^40^.

Unless indicated otherwise, explanted cultures of the utricle and cochlea were maintained in an incubator at 37 °C in the presence of 5% CO_2_ and 95% O_2_. The complete growth medium comprised Dulbecco’s modified Eagle medium with nutrient mixture F-12 (DMEM/F12) supplemented with 33 mM d-glucose (Sigma G8644), 19 mM NaHCO_3 (_Sigma S8761), 15 mM HEPES (Sigma H0887), 1 mM glutamine (Sigma G8540), 5 mM nicotinamide (Sigma N0636), 40 μg/L epidermal growth factor (Sigma E9644), 20 μg/L fibroblast growth factor (Sigma F5392), insulin-transferrin-selenite solution (Sigma 11074547001), and antibiotic–antimycotic solution (Gibco 15240062).

For proliferation assays, utricles were cultured with 10 μM 5-ethynyl-2′-deoxyuridine (EdU) that was detected with click chemistry (Click-iT EdU imaging kit, Thermo C10340).

### Culture of epithelial cells

MCF 10A cells were cultured as described above. HEK293A (Thermo R70507) cells were maintained in DMEM (Gibco 11965-092), 10% fetal bovine serum (Sigma F2442), and antibiotic–antimycotic solution. All cells were incubated at 37 °C in the presence of 5% CO_2_ and 95% O_2_.

### Culture of primary cardiomyocytes

Cardiac muscle cells were lineage-traced with tdTomato-fluorescent protein by intercrossing α*MHC Cre* mice^55^, which exhibit highly efficiency recombination in cardiomyocytes, with *ROSA26-tdTomato* mice^56^ that require Cre-mediated recombination for expression. Both lines were maintained on a C57BL/6 background.

Neonatal primary cardiac cultures were isolated from P0 pups with a neonatal dissociation kit (Miltenyi Biotec,130-098-373) and homogenizer (gentleMACS). Cardiac cultures were seeded in gelatin-coated wells coated with 0.1% gelatin (G1393, Sigma) in DMEM/F12 medium supplemented with 1% l-glutamine, 1% sodium pyruvate, 1% nonessential amino acids, 1% penicillin–streptomycin solution, 5% horse serum, and 10% fetal bovine serum. After culture in 5% CO_2_ for 24 h at 37 °C, the medium was replaced for an additional 72 h with bovine serum-free medium containing 0.1% (vol/vol) DMSO and, for experimental samples, 20 μM TRULI.

### Culture of human pluripotent stem cells and retinal organoids

The WTC-11 line of induced pluripotent stem cells (Coriell Institute for Medical Research, Camden, NJ) was maintained using standard methods. Human retinal organoids were produced from these cells^58^. In three independent proliferation assays, five organoids 225–280 days of age per experimental condition were sampled in culture after incubation for 5 days in 10 μM TRULI and 10 μM EdU. The organoids used in the immunoblot analysis were 160–178 days of age and were incubated for 24 h in 10 μM TRULI.

### Immunohistochemistry of murine inner-ear sensory epithelia

Utricles were fixed in 4% formaldehyde (Thermo 28906) for 1 h at room temperature and then blocked for 2 h at room temperature with 3% bovine serum albumin (BSA; Jackson AB 2336846), 3% normal donkey serum (Sigma-Aldrich D9663), and 0.3% Triton X-100 (Sigma 93443), in Tris-buffered saline solution (Thermo 28358).

The primary antisera—goat anti-Sox2 (R&D AF2018, 1:1000), rabbit anti-myosin 7A (Proteus 25-6790, 1:100), mouse anti-Yap (SC-101199, 1:500), rabbit anti-Sall2 (HPA004162, 1:200), and mouse anti-Pou4F3 (SC-81980, 1:100)—were reconstituted in blocking solution and applied overnight at 4 °C.

Samples were washed with phosphate-buffered saline solution supplemented with 0.1% Tween 20 (Sigma-Aldrich), after which Alexa Fluor-labeled secondary antisera (Life Technologies) were applied in the same solution for 1 h at room temperature, all at 1:500.

Nuclei were stained with 3 mM DAPI.

### Immunofluorescence assays for cardiomyocytes

Cells were fixed in 4% formaldehyde for 10 min with shaking at room temperature, permeabilized for 5 min with 0.5% Triton X-100 in PBS, and blocked for 1 h at room temperature with 5% BSA in PBS containing 0.1% Triton X-100. The cells were labeled overnight at 4 °C with the primary antibodies anti-Ki67 (1:200, 275R, Cell Marque) and anti-phosphorylated histone 3 (1:200, 9701, Cell Signaling). After three washes with PBS, samples were labeled for 1 h at room temperature with fluorescent secondary antibodies (Abcam) followed by 10 min of DAPI staining for nuclear visualization. After three washes in PBS, cells were imaged with a Nikon Eclipse Ti2 microscope.

### Immunofluorescence imaging of retinal organoids

Fresh frozen sections were permeabilized and blocked in a humidified chamber for 1 h at room temperature with 3% horse serum in PBS with 0.3% Triton X-100. The slides were exposed for 2 h to primary antibodies diluted in the same solution. Anti-Sox-9 (1:100, Rb Cell Signaling 82630) was used to mark Müller cells. Slides were washed three times with PBS. Secondary antisera (Alexa-Fluor 488 and 647) diluted 1:10,000 in the serum solution were added for 1 h at room temperature followed by two washes with PBS. Labeling for 30 min at room temperature (Apply Click-iT Invitrogen Alexa Fluor 555 C10338) was followed by a wash with PBS. After incubation with DAPI (1:10,000 in PBS) for 5 min and the application of mounting solution, sections were imaged by confocal microscopy with a Zeiss LSM 700 system with a ×20/0.8 NA objective lens with a pinhole size set at the first Airy disc.

### Protein immunoblotting and quantification

MCF 10A, HEK293 cells, retinal organoids, and utricles were lysed on ice in radioimmunoprecipitation assay buffer solution (RIPA; BP-115-5x) with protease inhibitors (Halt Protease Inhibitor Cocktail, Thermo 87786). Utricles were additionally sonicated thrice at low power for 10 s, with breaks of 20 s with the samples kept on ice between sonications. After lysates had been scraped and centrifuged at 21,130×*g* for 10 min at 4 °C, the supernatants were immediately subjected to electrophoresis or stored at −80 °C.

A standard immunoblotting protocol was used with the following specifications. A 4–12% bis–tris gel (Thermo NP0322) was used to resolve the proteins in 5 mg of each sample. The proteins were transferred to a nitrocellulose membrane (BioRad 1704156) and blocked for 1 h at room temperature (Rockland MB-070). After primary antibodies had been reconstituted in the same solution, the membrane was incubated overnight at 4 °C. After three 5 min washes at room temperature in tris-buffered saline solution with 0.05% Tween 20, a secondary antibody conjugated to horseradish peroxidase (Millipore, 1:10,000) was applied in the same solution for 1 h at room temperature before the activity was detected (SuperSignal West Pico PLUS, Thermo 34580). Images were acquired with an iBrightFL1000 system.

We used at a dilution of 1:1000 primary antibodies directed against Yap (sc-101199), phosphorylated Yap S127 (CST 4911), Lats1 and Lats2 (Abcam, ab70565), phospho-Lats1 S909 (CST 9157), Mst1 (CST 3682), Mob1 (CST 13730), phospho-Mob1 T35 (CST 8699), tubulin (Sigma T6793), and GAPDH (Abcam ab8245).

Cultured cardiomyocytes were lysed using RIPA supplemented with protease and phosphatase inhibitors (1:100, Sigma). Lysates were prepared and 30 μg protein of each sample was fractionated by gel electrophoresis in Tris–glycine acrylamide gels, and subsequently transferred to a PVDF membrane. Following 1 h blocking at room temperature, membranes were incubated with the following antibodies against phosphorylated Yap at S112 (1:1000, 13008, cell signaling), Yap (1:2000, NB110-58358, Novus), and Rabbit anti-GAPDH (1:8000, PLA0125, Sigma) for 1 h at room temperature. Following two washes in a Tris-buffered saline solution containing 0.1% Tween 20, membranes were incubated with horseradish peroxidase anti-rabbit or secondary antibodies (Jackson). The signal was detected by a super-signal west pico plus chemiluminescence kit (34580, Thermo-Fisher).

Immunoblots were quantified through measurement of the band intensity with Fiji^59^. The final value of each band’s intensity was normalized by the sum of all the bands’ intensities. Significances from Student’s *t*-tests are denoted as follows: *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Unless otherwise indicated, error bars denote standard errors of means (SEMs).

### Imaging of Yap nuclearization and quantification of proliferation

Confocal imaging was conducted with a confocal microscope enhanced with structured illumination (VT-iSIM, VisiTech International Ltd.).

For quantification of Yap nuclearization, for each condition, two fields of supporting cells were imaged at ×60 from two utricles. Using CellProlifer^60^, we masked Sall2-positive nuclei and measured the intensity of their labeling. The same mask was then applied to the Yap channel and the intensity of labeling was measured. The ratio of the Yap to the Sall2 intensity was calculated for each condition in 680 cells after TRULI treatment and 570 cells for DMSO controls.

For quantifying the proliferation of supporting cells, we imaged utricles at ×60, then assembled the images into a composite tiling (Grid Collection Stitching, Fiji). The maximal values in *z*-stacks were projected to display the entire supporting-cell layer of the sensory epithelium, excluding connective tissue and the surrounding epithelium. Using CellProlifer^60^, we counted the number of EdU-positive nuclei. Alternatively, EdU- and Sox-doubly positive nuclei were counted using Multi-point Tool in ImageJ.

Images acquired from neonatal cardiac cultures were analyzed using ImageJ software by thresholding for cardiomyocytes according to endogenous tdTomato fluorescence. Thresholded figures were carefully and manually separated by fine lines to de-cluster cells in case they touched, basing on original images, following by measurements of area and solidity.

Images acquired from retina organoids were analyzed with CellProfiler^60^. Masks were created for all the Sox9-positive nuclei, and the percentage of EdU- and Sox9-positive nuclei were counted.

### In vitro kinase assay

The in vitro kinase assay (HTRF KinEASE-STK S1, CisBio 62ST1PEB) was optimized to the linear reaction range of the enzymes Lats1 (Carna 01-123) and Lats2 (Carna 01-124). Reactions were conducted with 10 μM STK1 substrate and 10 μM ATP, unless otherwise indicated. For the ATP-shift assay, ATP was also used at concentrations of 50 and 250 μM. Lats1 was employed at a concentration of 200 pg/μL and Lats2 at 50 pg/μL unless otherwise indicated. For the assay in which Michaelis–Menten constants for ATP were determined, each enzyme was at a concentration of 62.5 pg/μL; Lats1 ran for 30 min, and Lats2 ran for 20 min, all at room temperature. The DMSO concentration was maintained at 0.5% (vol/vol) throughout all experiments, and a Janus 384 MDT (PerkinElmer) equipped with a 50 nL Pintool (V&P Scientific, Inc.) was used to add the compounds dissolved in DMSO to the reaction. The enzyme, substrate, ATP, and TRULI were combined in a low-volume 384-well plate and shaken for 50 min at room temperature unless otherwise indicated. The reaction was stopped by adding the detection reagents, which were prepared at an 8:1 biotin:streptavidin ratio, and shaken for 60 min at room temperature. All reactions were conducted in triplicate and a Synergy NEO (Biotek) was used to detect the signal.

### Cellular kinase assay

HEK293A cells were plated overnight in 96-well culture plates at a density of 50,000 cells per well in the medium described above. To start the assay, new serum-free medium with various concentrations of the compound was added to the cells, which were then incubated for 30 min at 37 °C. The DMSO concentration was kept at 0.1% (vol/vol), and all experiments were performed in triplicate.

Total Yap and phosphorylated Yap were detected according to the two-plate protocol for adherent cells (Total Yap Cellular Kit, Cisbio 64YATPEG; phosphorylated Yap [Ser127] Cellular Kit, Cisbio 64YapPEG). The signal was detected by Synergy NEO (Biotek).

### Modeling of enzyme structure

Lats1 and Lats2 are in the AGC kinase family, which also contains kinase sub-families such as Ndr and Rock^35^. In *Homo sapiens*, Lats1 has an overall sequence identity of 51.7% with Lats2, of 42.2% with Ndr2, and of 39.9% with Rock1. Owing to the presence of the classic kinase hinge-binding azaindole motif in TRULI, we focused on the kinase domain and analyzed the ATP-binding site in order to generate a homology model. To define this site we used the 36 kinase-domain residues defined by Huang et al. ^61^. We show an alignment of these ATP-binding site residues for 62 human AGC kinases (Supplementary Table 1) and the identities of these residues between Lats and the other AGC kinases (Supplementary Table 2). It is worth noting that the sequence identity between Lats1 and Lats2 in the ATP-binding site is 97.2%, with only a single conservative difference (lysine to arginine).

To generate a homology model of the kinase domain we selected a complex of Rock1 bound to an azaindole thiazole inhibitor (RCSB PDB 5KKS)^62^. This complex was selected because the sequence identity between Lats1 and Rock1 in the ATP-binding site is 72.2% and the bound inhibitor shares an azaindole group with TRULI. Although the resolution of the structure is a modest 0.33 nm (3.3 Å), the electron density within the ATP-binding site is good and allows the conformation of the ligand and the amino acid side-chains to be determined unambiguously. The protein structure was downloaded from the Protein Databank, selenomethionines were changed to methionines, and missing sidechains were added with Schrodinger’s Preparation Wizard. This program was also used to fix the orientations of the asparagine, glutamine, and histidine residues as well as the protonation states of all ionizable residues. Heteroatomic species such as water molecules, buffer solvents. and ions were removed and the complex was energy minimized with a restraint of the all-atom root-mean-square distance to 0.03 nm (0.3 Å). The homology model was generated from residues 705-1043 of Lats1 with a knowledge-based model in Schrodinger’s Advanced Homology tool. Chain B of ROCK1 was used as the template and the azaindole thiazole inhibitor was retained.

The resulting homology model was then used for molecular docking with Schrodinger’s Glide SP^63^. The Glide grid was generated around the azaindole thiazole inhibitor in the ATP-binding site with T845 as a rotatable group. TRULI was prepared using Schrodinger’s Ligprep and docked using Schrodinger’s Glide SP using default input parameters. The Glide SP docking score was −39 kJ/mol (−9.4 kcal/mol), corresponding to a binding affinity of ~130 nM.

The ligand’s azaindole group is predicted to bind to the hinge region as expected, whereas the ligand’s thiazolimine group contacts D846 in the DFG loop and the ligand’s benzyl group contacts the C-terminal F1039, which forms the active-site tether in many AGC kinases^64^.

Although the numbers assigned to the amino-acid residues of various proteins elsewhere in the text refer to the murine products, those in the paragraphs above reference the human proteins.

### RNA sequencing and data analysis

Supporting cells were isolated by fluorescence-activated cell sorting from the utricles of *Lfng-EGFP* mice as described previously^65^. The total RNA was extracted using Quick-RNA MicroPrep kit (Zymo Research) and stored for up to 2 weeks at −80 °C. RNA samples were then processed for library preparation with QIAseq FX Single Cell RNA Library Kit (Qiagen) and the quality of the library was confirmed using a Bioanalyzer (Quick Biology Inc.). A minimum of two biological replicates was collected for each condition, and at least 20 million 150 base-paired-end reads were sequenced for each replicate. Reads were mapped to GRCm38/mm10 genome assembly using STAR^66^. Differentially expressed genes were identified by DESeq2^67^. Only the protein-coding sequences were considered for FPKM calculation. For data visualization, the ggplot2 package was used (H. Wickham, Springer New York, 2009). Principal-components analysis was performed with pcaExplorer^68^ on the 1000 genes whose differential expression was most significant.

### Adenoviral gene transfer

The AdEasy Adenoviral Vector System (Agilent) was used to create adenoviral vectors containing the full-length coding sequence of murine Atoh1 under the control of a cytomegalovirus promoter. To permit the identification of infected cells, we also included sequences for an internal ribosome entry site and for RFP. Viral particles were amplified and purified by CsCl-gradient centrifugation followed by dialysis (Viral Vector Core Facility, Sanford Burnham Prebys Medical Discovery Institute). Utricles were infected in 200 μL of culture medium with 10 μL of the virus at a titer of 10^10^ pfu/mL. Ad-RFP virus (Vector Biolabs) at the same titer was used as a control.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The datasets generated during the current study have been deposited to NCBI’s Gene Expression Omnibus (GEO) database, accession number GSE148528. For each figure, raw data from cell counting, intensity measurements for the immunohistochemistry, and images whole Western blots that include weight markers are provided in the source data file. PDB structure of ROCK1 is available at RCSB PDB 5KKS). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Small-molecule inhibition of Lats kinases may promote Yap-dependent proliferation in postmitotic mammalian tissues
**Source:** Nat Commun. 2021 May 25;12:3100. doi: 10.1038/s41467-021-23395-3
**Supplement:** Supplementary file 3 — Description of Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Protein coding genes differentially expressed in P21 supporting cells after 5 d of TRULI treatment compared to control. Related to Figure 4.** The data generated by RNA-seq were analyzed by DESeq2. The log2FoldChanges for the differentially expressed genes were adjusted to normalize for the low counts and high dispersion values and only the protein coding genes with the  $|\log_2\text{FoldChanges}| > 1$  were retained. 

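The table gives, for each listed gene, the paper's log2 fold change of TRULI against DMSO at 5 days and a p-value. By the paper's values it lists 1176 genes, 849 of them higher with TRULI. Of these, 1090 were among the genes tested here with edgeR. By file names, the fold changes computed here had the listed sign for all 1090 and a Pearson r of 0.997 with the listed values. By labels, 928 had the listed sign (r = 0.743), and over the agreeing libraries 1046 of 1061 (r = 0.924). Without the library labelled TRULI 5 d replicate 3, r by labels was 0.0939. By file names it was at least 0.965 when any 1 library was left out. The correlations are across genes, which are not independent replicates, and the genes were listed for their change in these libraries. Ctgf, Ajuba and Myc are among the genes listed as higher.
Of the 109 genes called by file names, 103 are listed, as are 2 of 2 by labels (Lcn2 and S100b) and 5 of 5 over the agreeing libraries. The column of p-values, with a largest value of 0.05, was compared with DESeq2 run on the 2 groups by file names: the median ratio of the listed p was 1.00 to the unadjusted p and 0.0509 to the adjusted p.

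**Figure D2:**
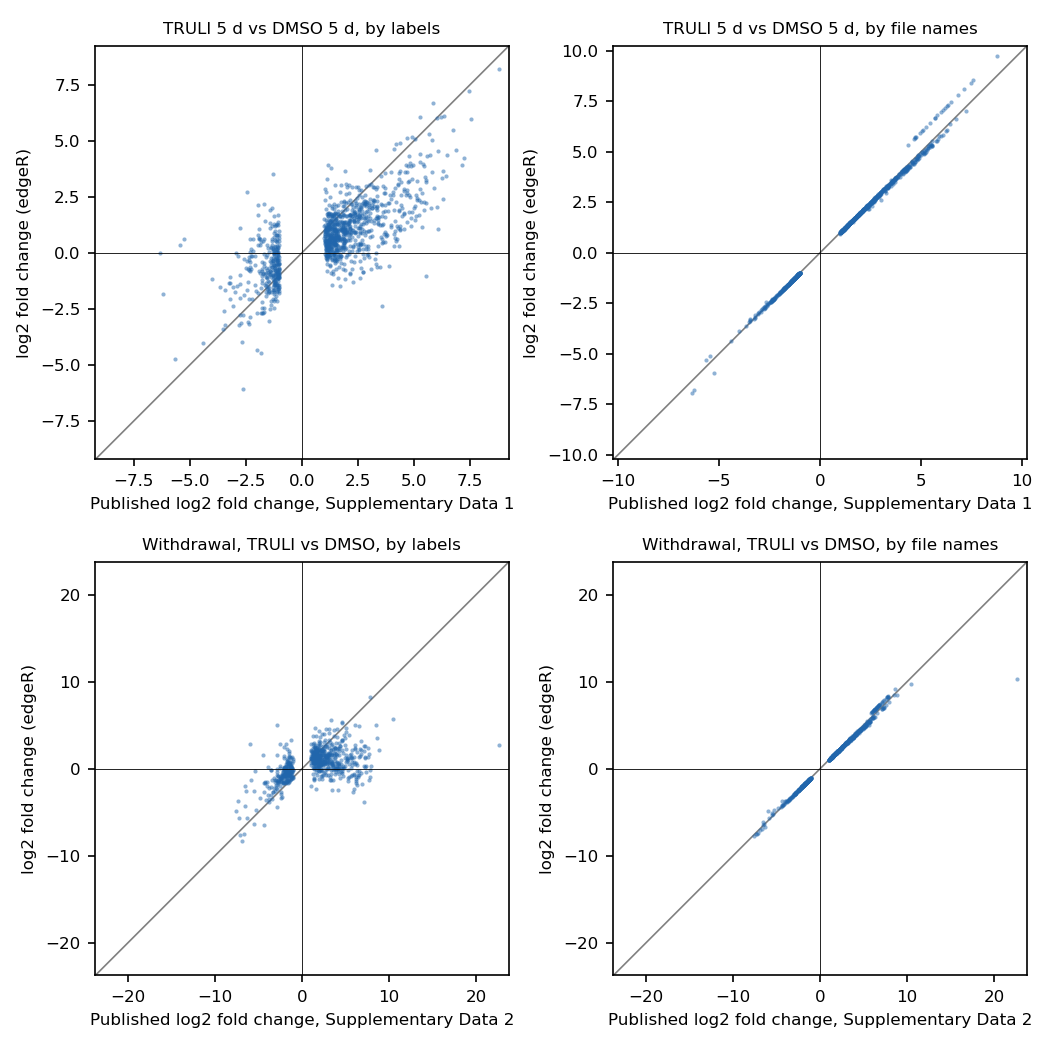
The paper's log2 fold changes in Supplementary Data 1 and 2 against those computed here with edgeR, one point per gene, by labels and by file names. For Supplementary Data 1 the points lie along one line by file names (r = 0.997) and spread more widely by labels (r = 0.743).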

False discovery rate (FDR) was set at 0.05. The sequencing data used to generate this dataset have been deposited to NCBI's Gene Expression Omnibus (GEO) database, accession number GSE148528 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148528>].

File Name: Supplementary Data 2

Description: **Protein coding genes differentially expressed in P21 supporting cells after 5 d of TRULI treatment followed by 5 d drug withdrawal compared to control. Related to Figure 5.** The data generated by RNA-seq were analyzed by DESeq2. 

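By the paper's values, this table lists 725 genes after withdrawal, 487 of them higher with TRULI. Of the 674 that were tested here, 674 had the listed sign by file names (r = 0.988) and 540 by labels (r = 0.523), again across genes that are not independent replicates and were listed for their change. Without TRULI withdrawal replicate 1, r was 0.848 by file names and 0.144 by labels. The hair-cell genes Otof and Calb2 are listed as higher, and both had higher values in TRULI withdrawal by file names. For the column of p-values, whose largest value is 0.0498, the median ratio to the p of DESeq2 by file names was 1.00 unadjusted and 0.0348 adjusted.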

The log2FoldChanges for the differentially expressed genes were adjusted to normalize for the low counts and high dispersion values and only the protein coding genes with the  $|\log_2\text{FoldChanges}| > 1$  were retained. False discovery rate (FDR) was set at 0.05. The sequencing data used to generate this dataset have been deposited to NCBI's Gene Expression Omnibus (GEO) database, accession number GSE148528 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148528>].

# Supplementary material for: Small-molecule inhibition of Lats kinases may promote Yap-dependent proliferation in postmitotic mammalian tissues
**Source:** Nat Commun. 2021 May 25;12:3100. doi: 10.1038/s41467-021-23395-3

Raw Western Blots

**Figure 3A**- MCF10a cell assay

Mst1
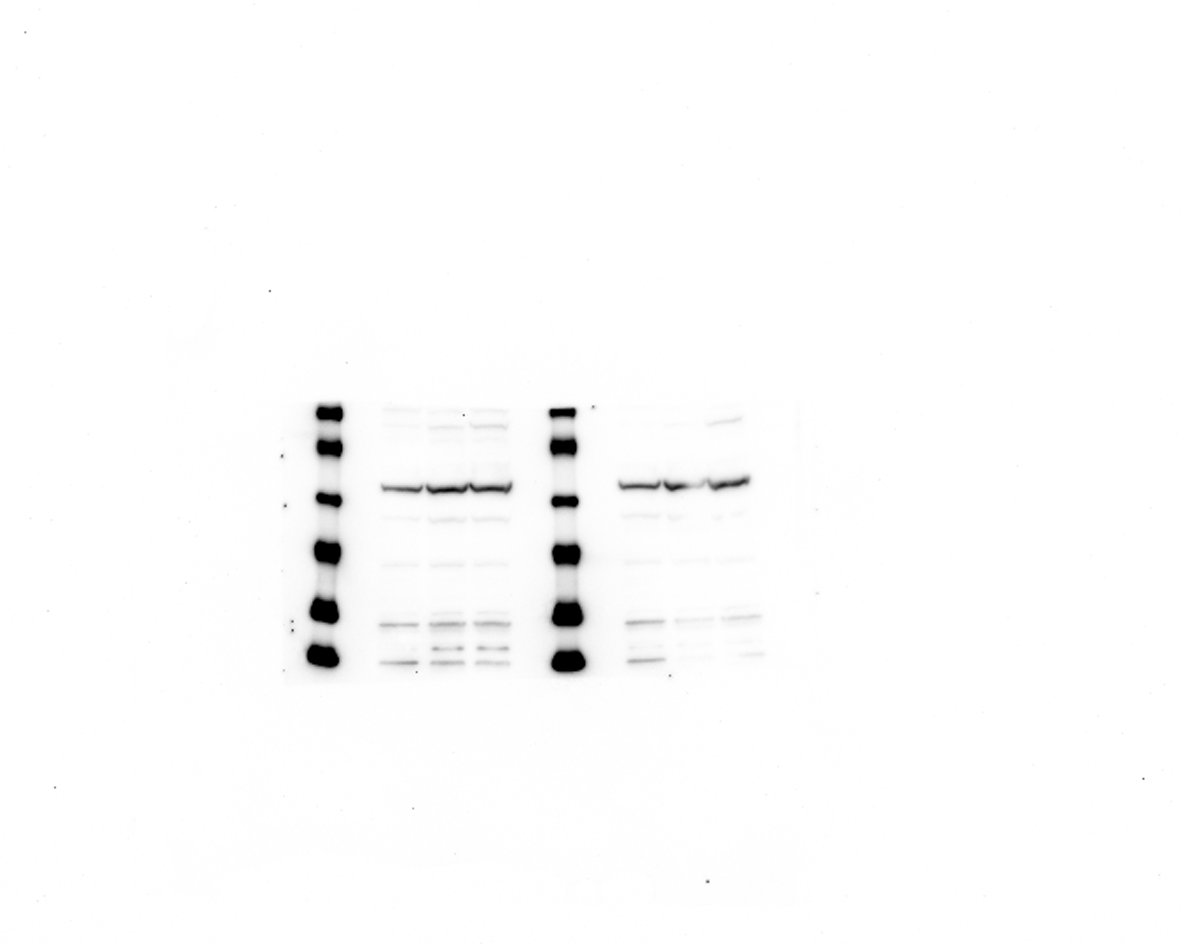

Mob1
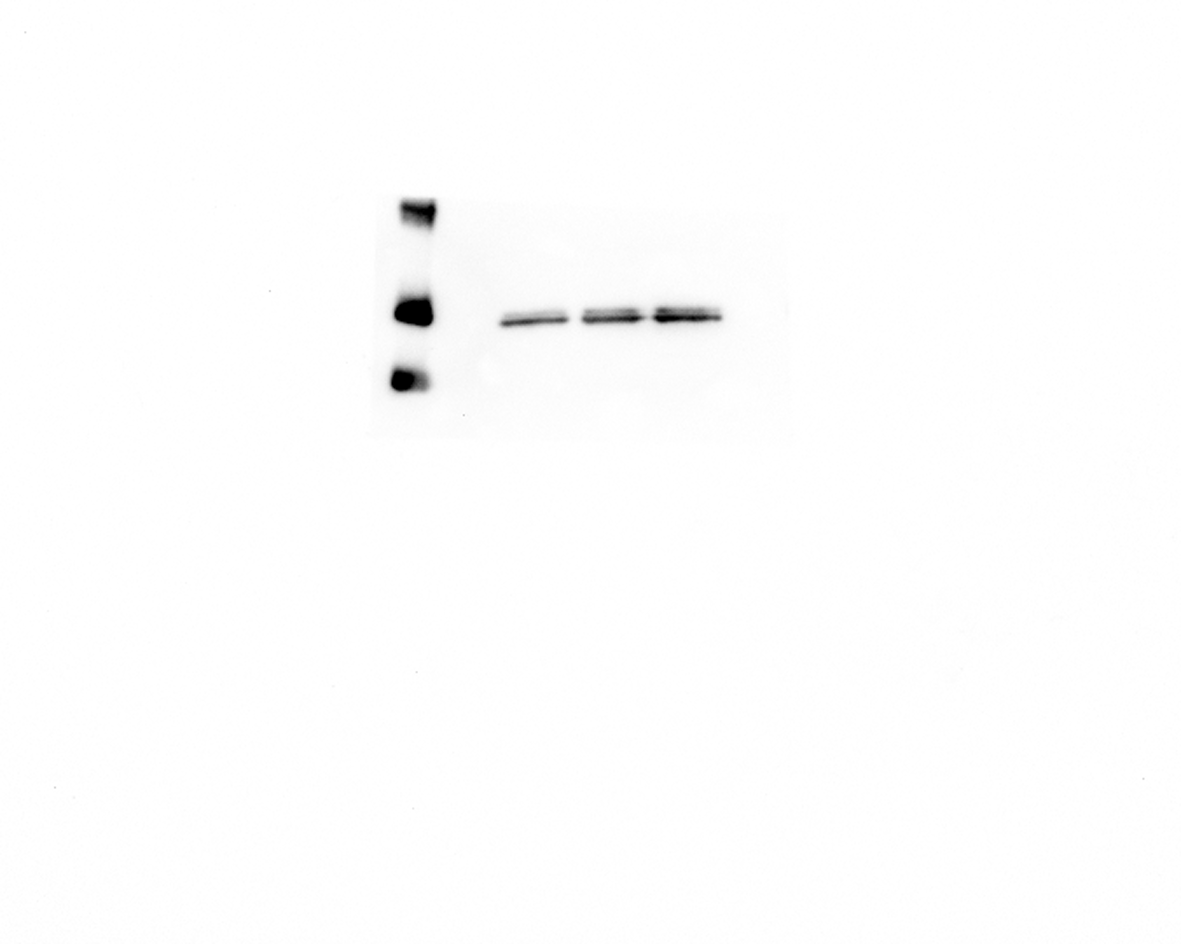

pLats_AL
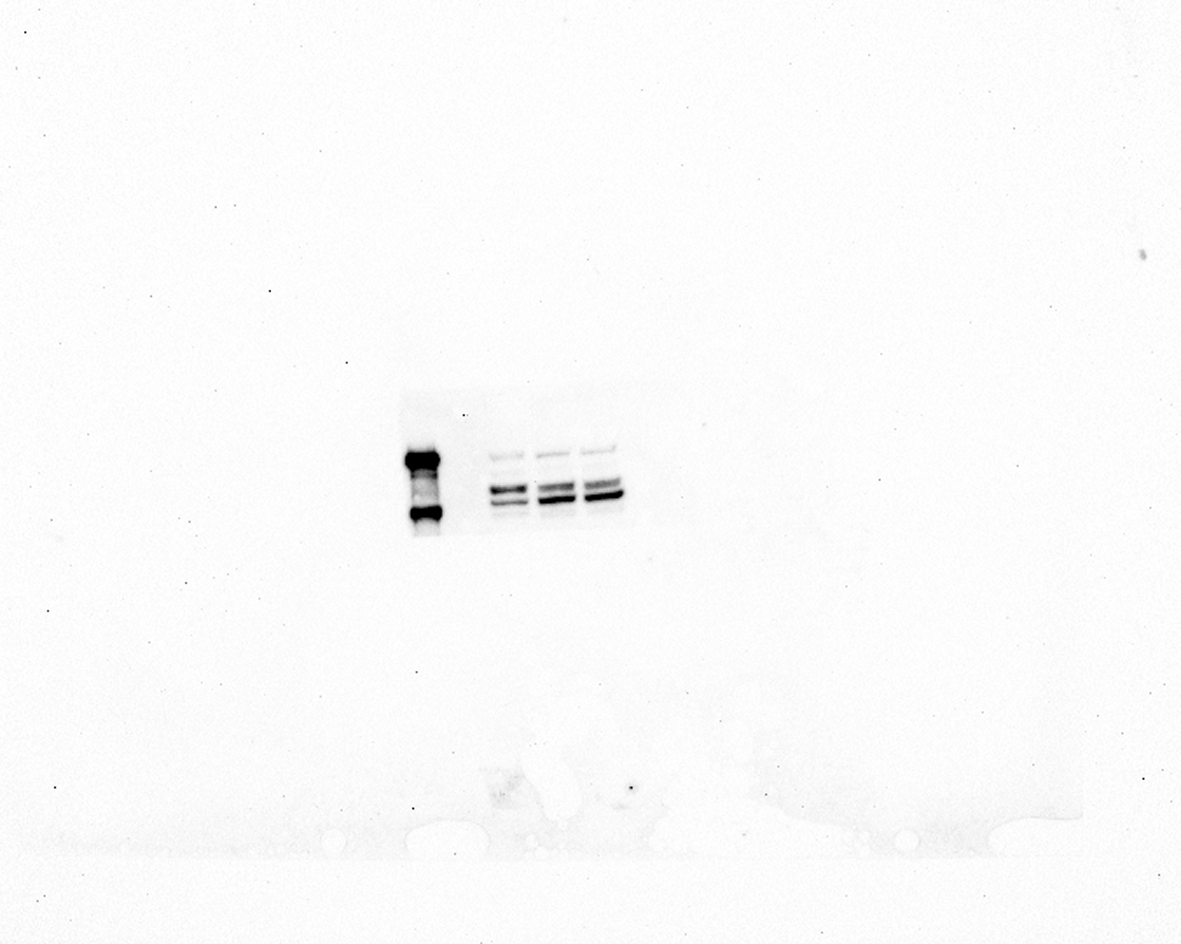

pMob1
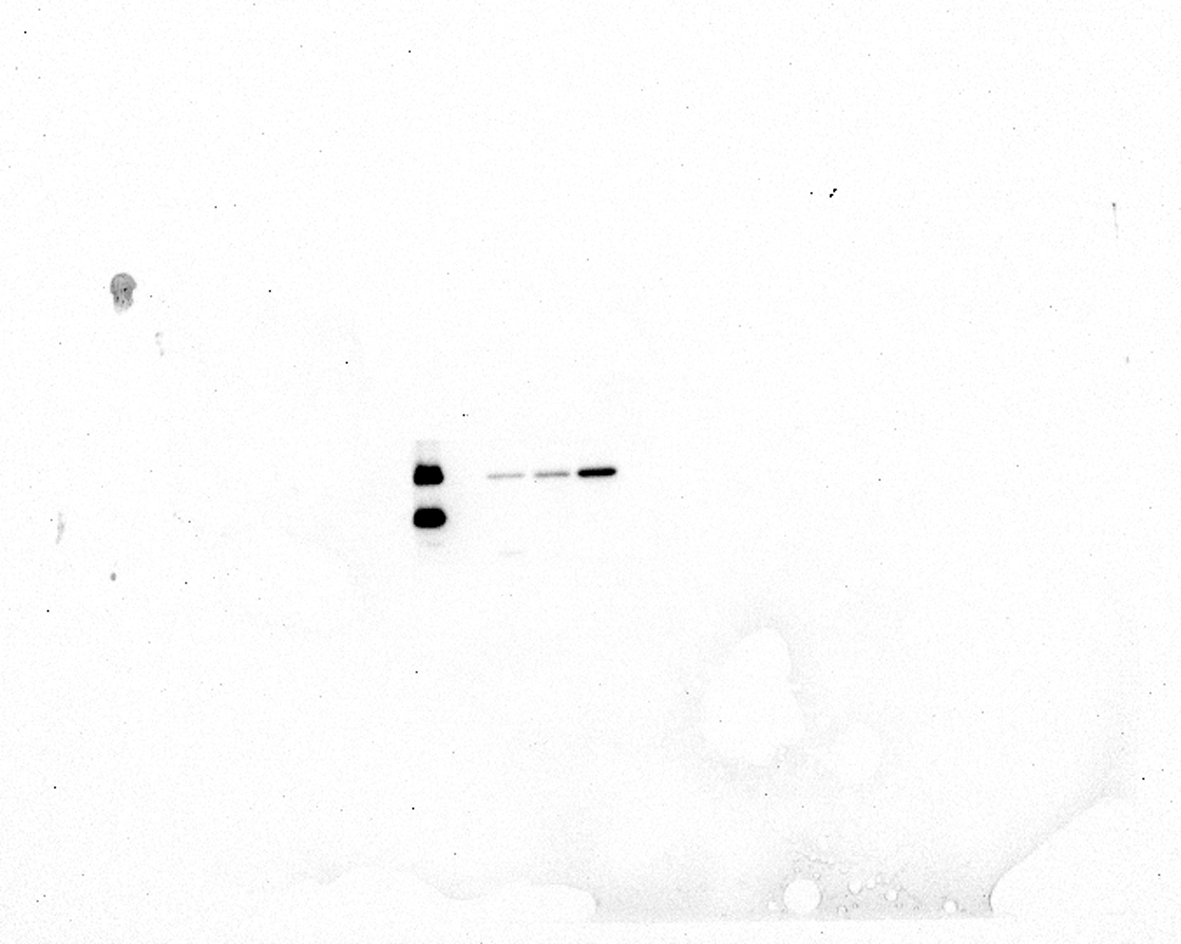

pYap
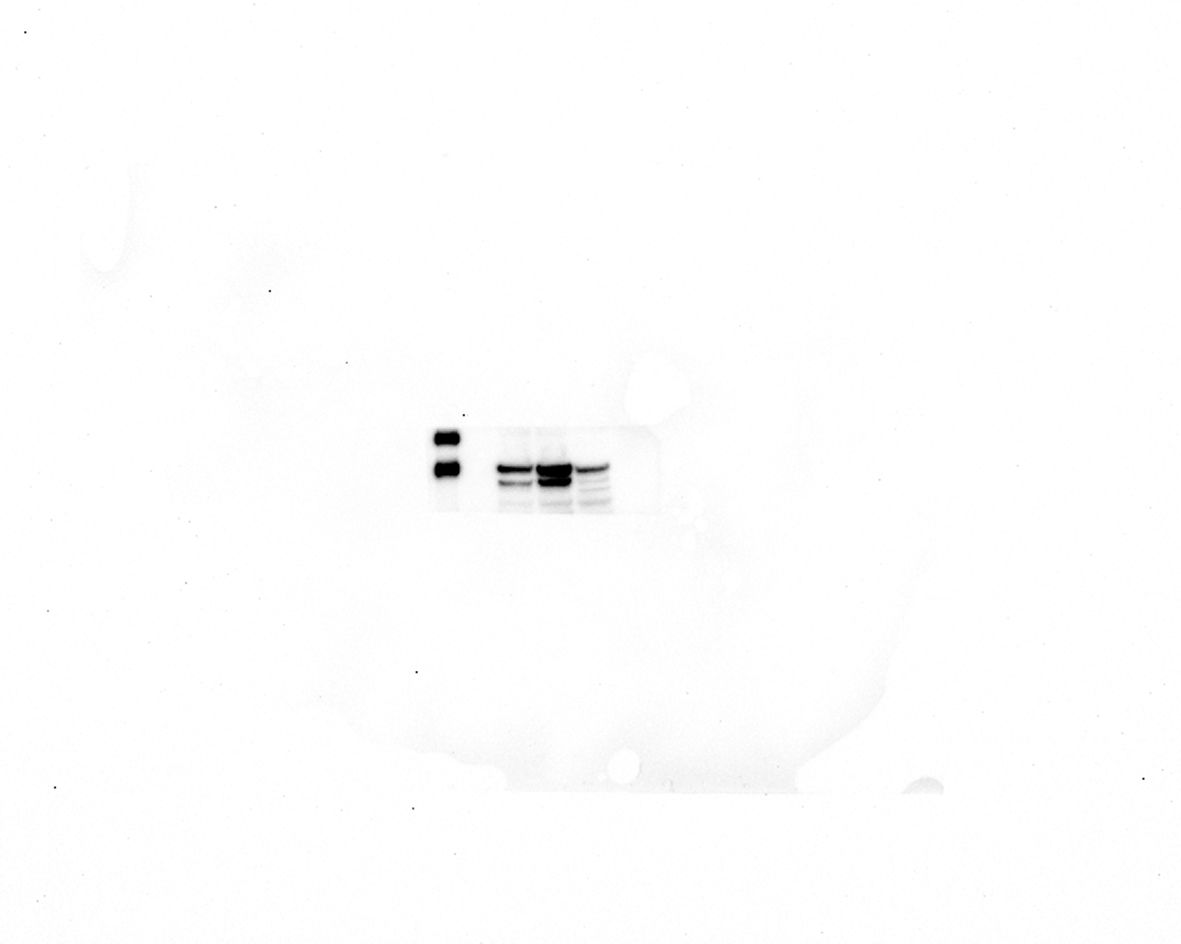

Lats1&2
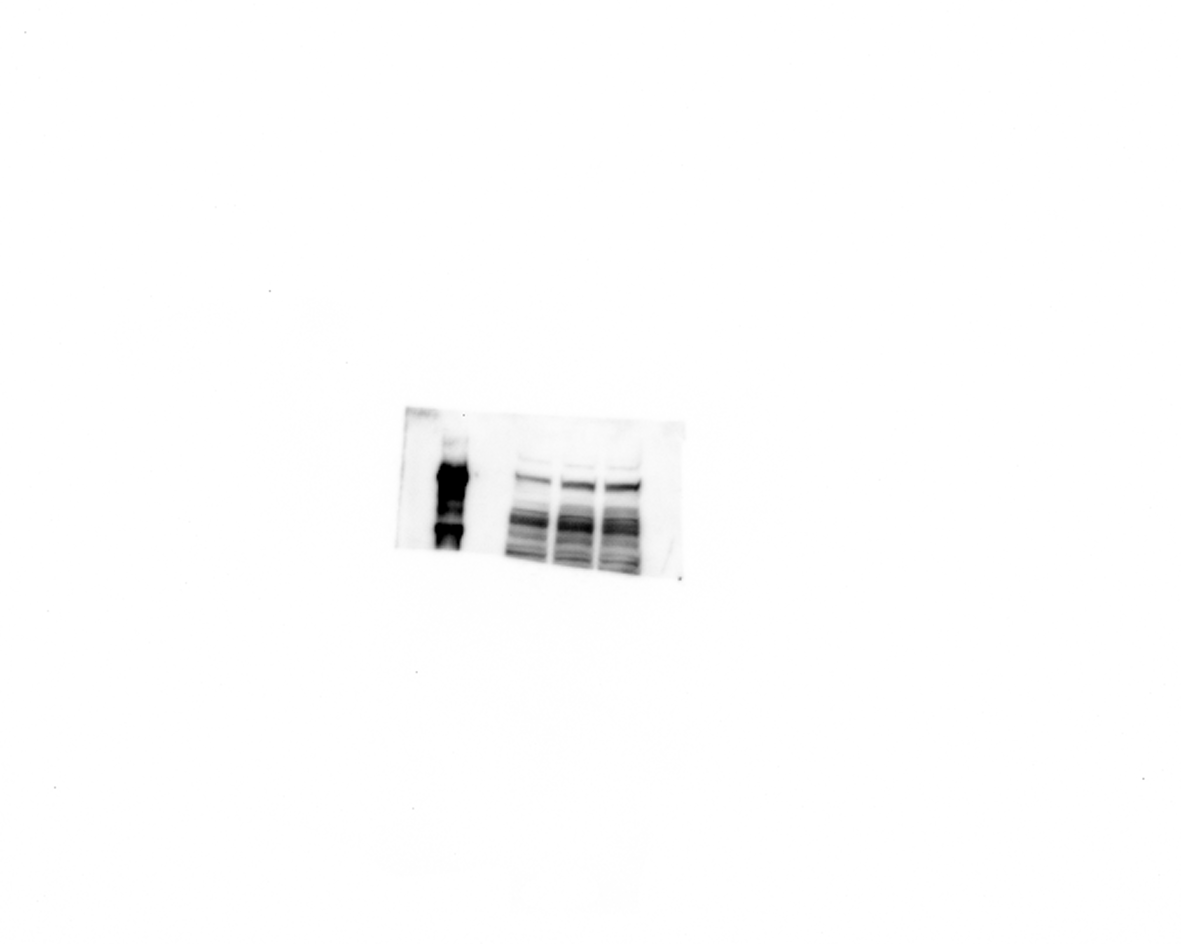

tYap
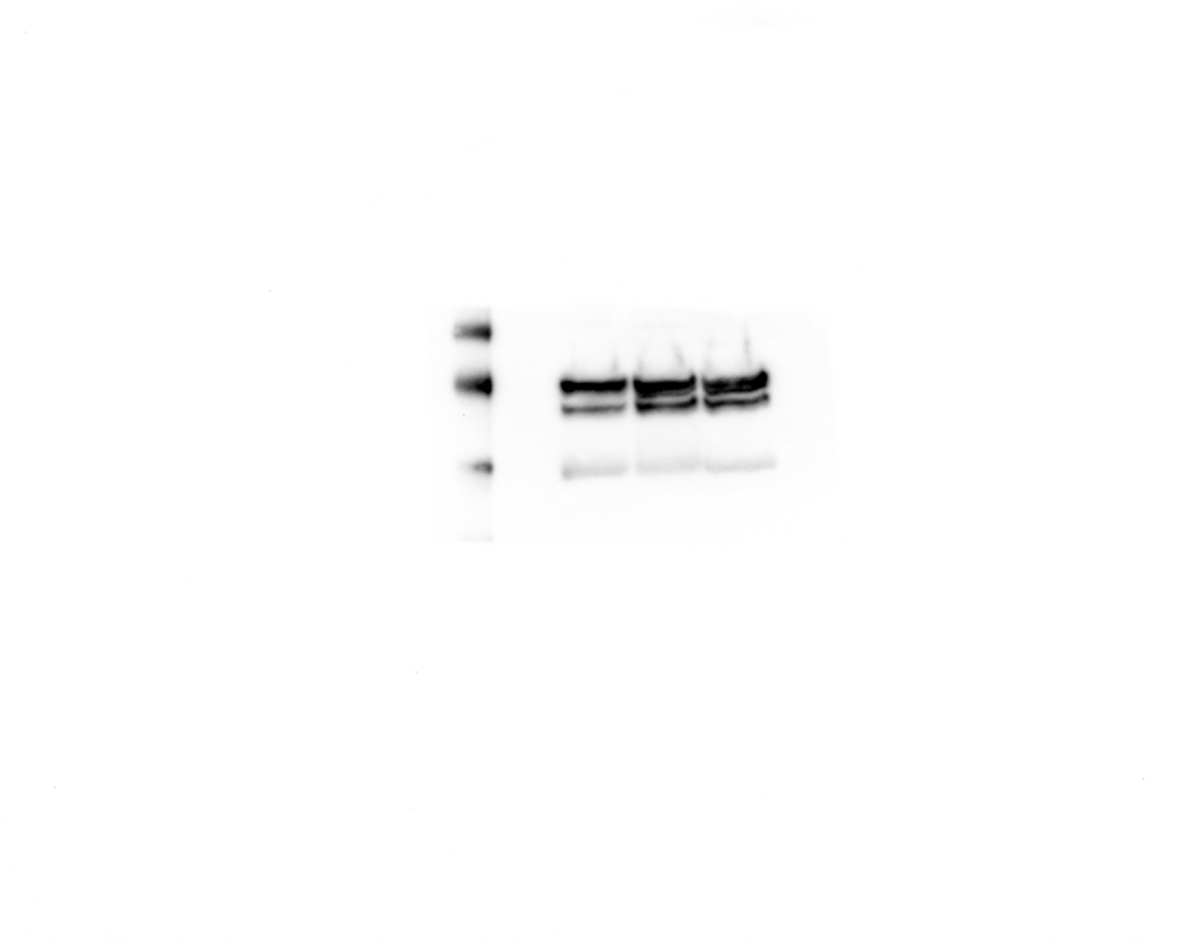

Tubulin
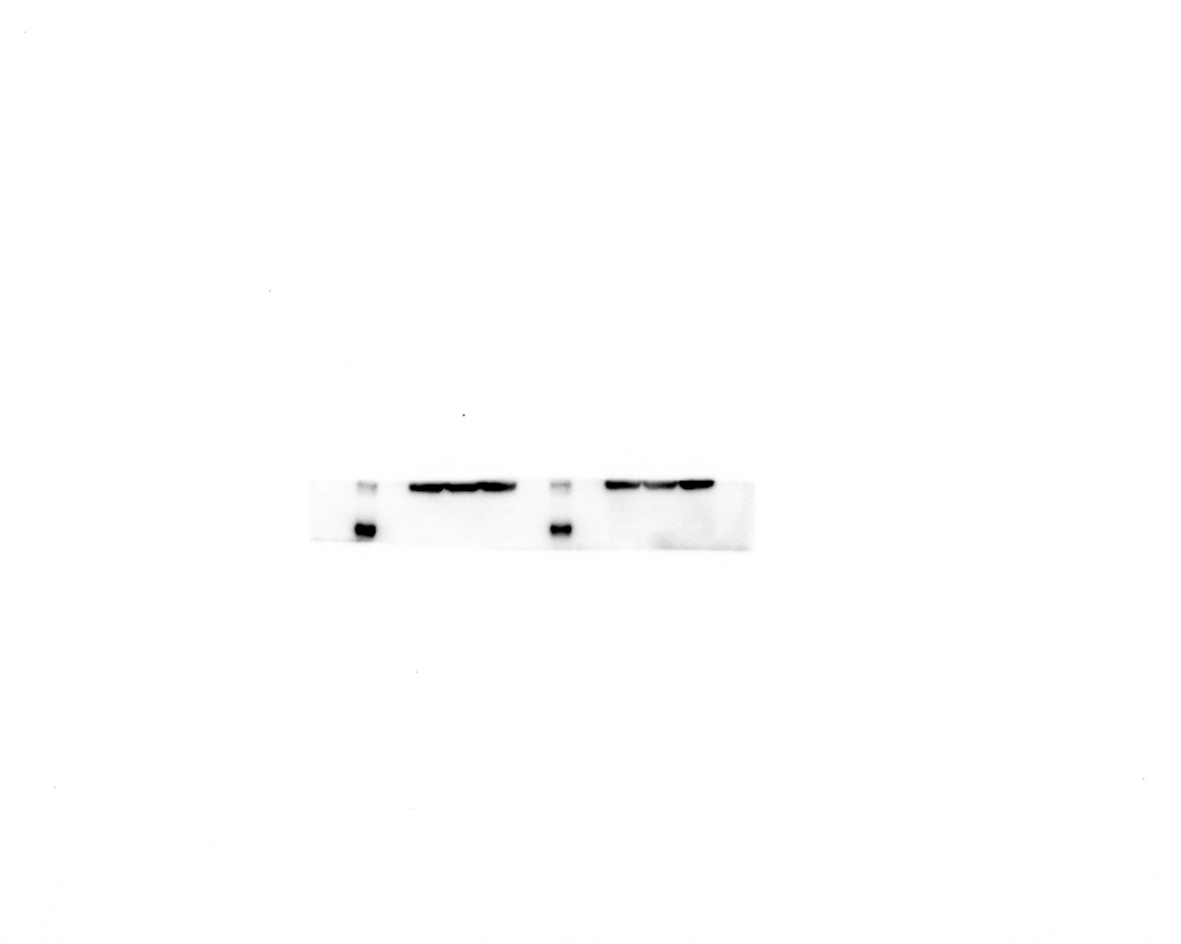

**Figure 3B** -HEK cell assay

pLats_AL

tMST

tMOB
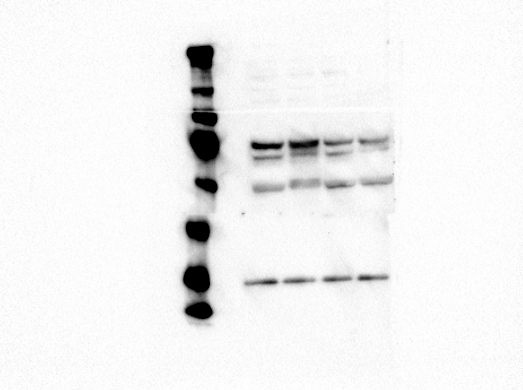

pYap
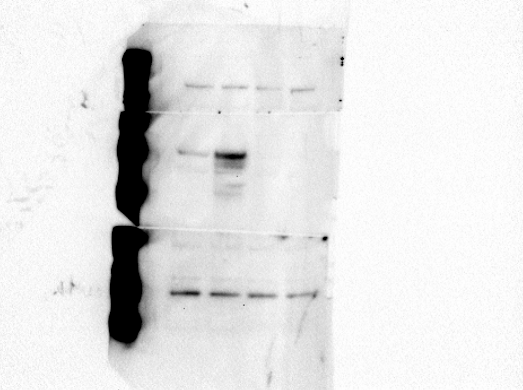

pMob1

tYap

Tubulin
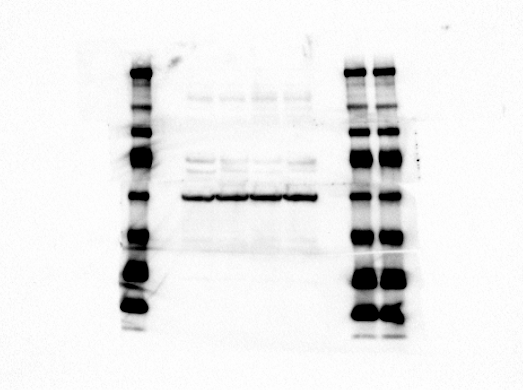

**Figure 6A** -Cardiomyocytes

pYap
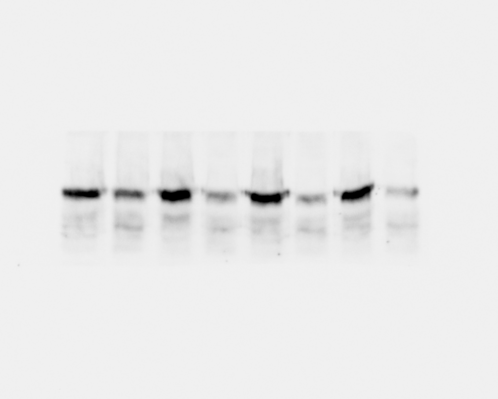

tYap
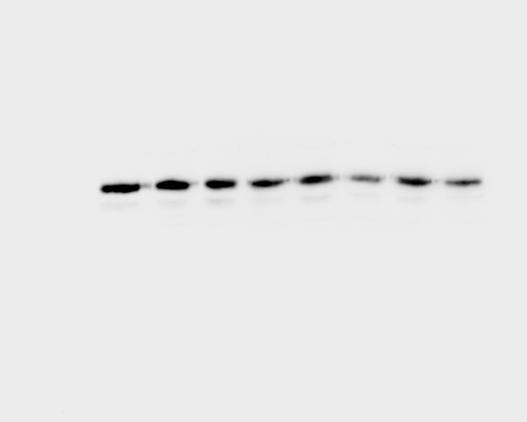

Gapdh
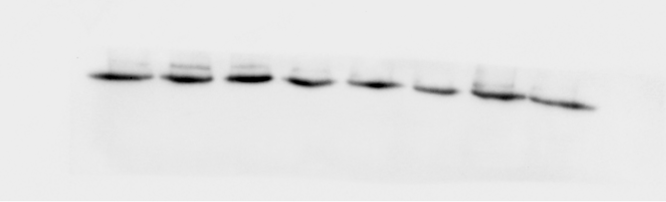

**Figure 6H**-Retinal Organoid

pYAP
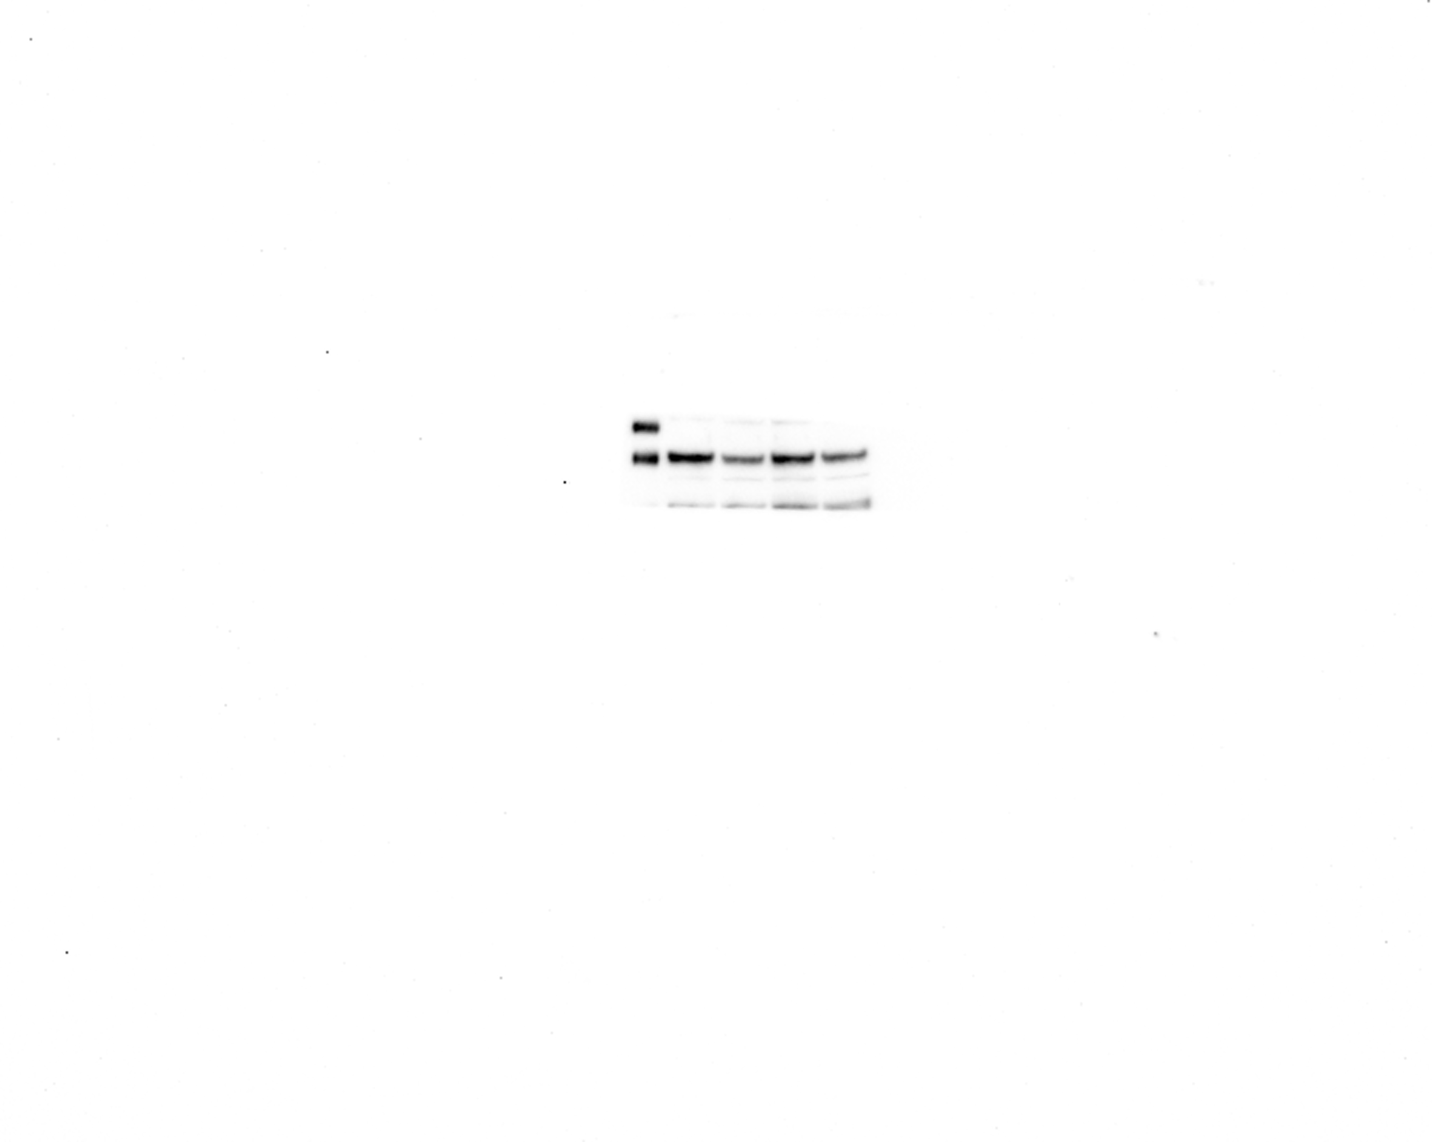

tubulin
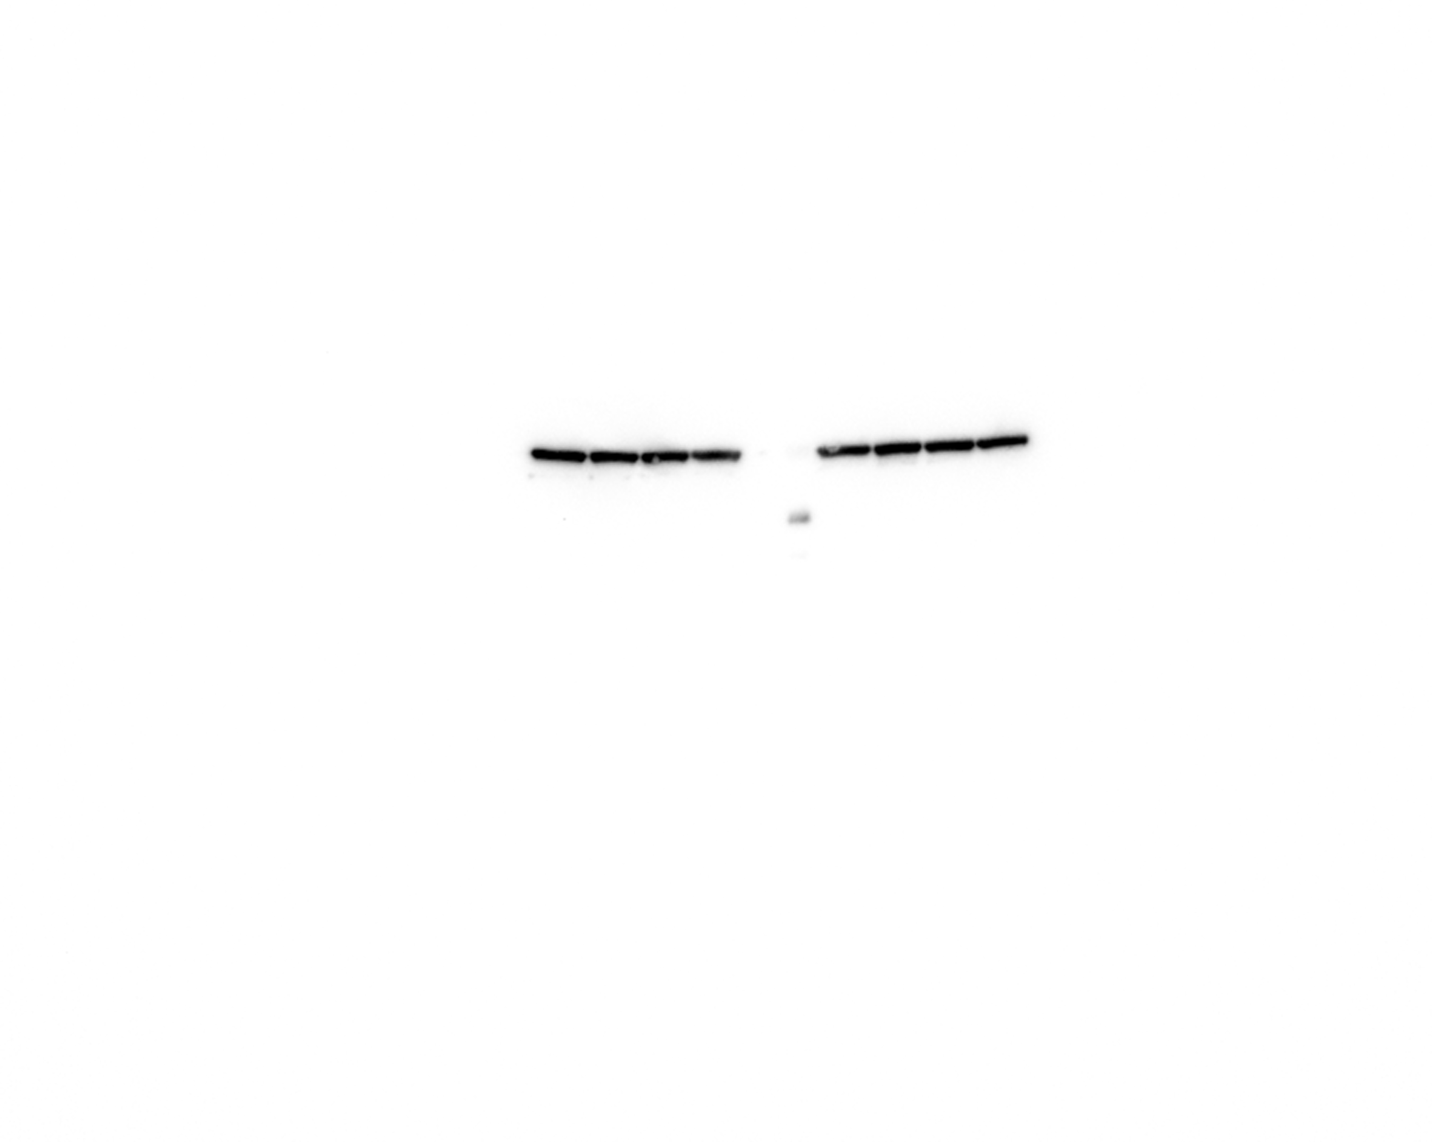

tYAP
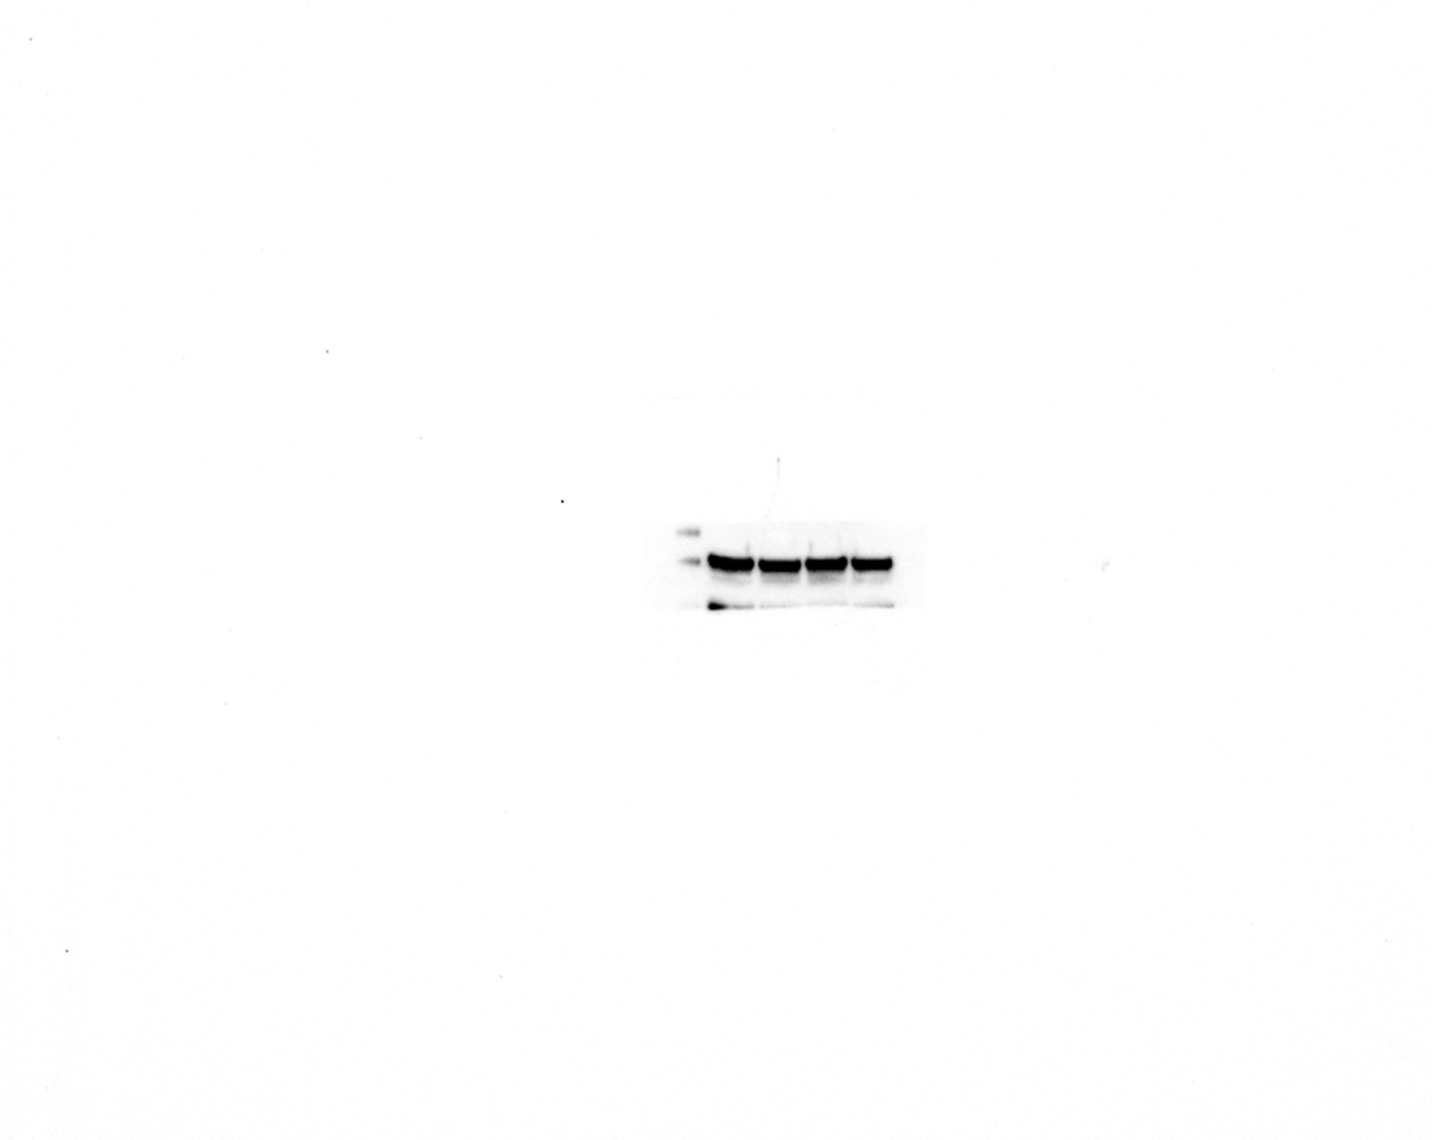

**Supplemental Figure 2A**- XMU utricle assay

pYAP
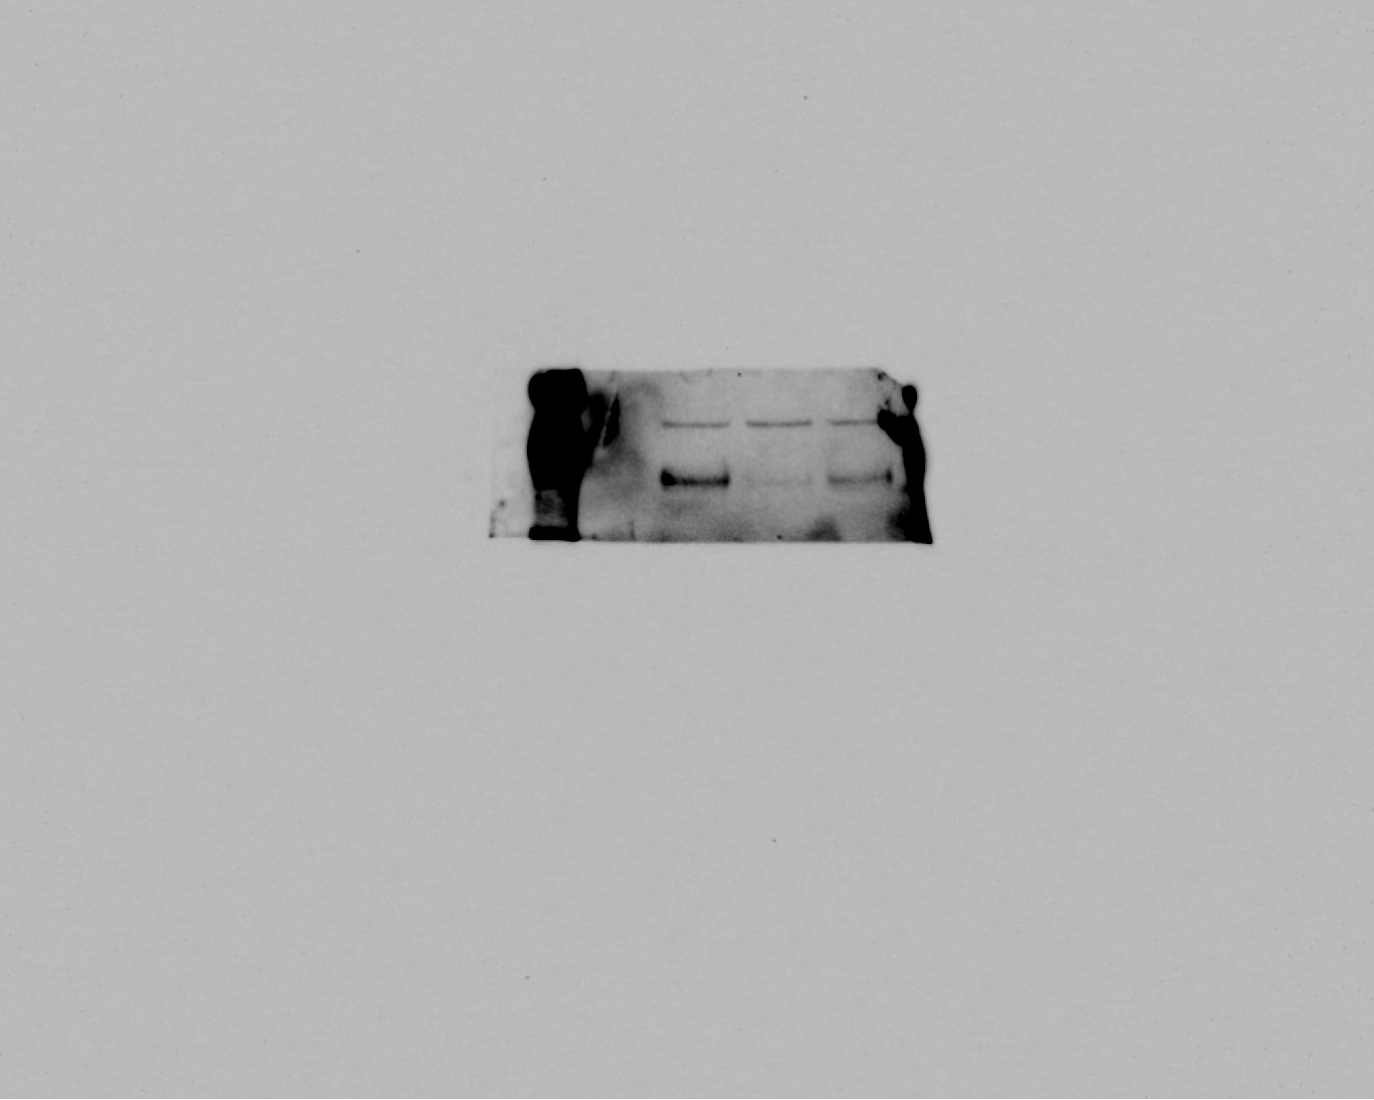

tYAP
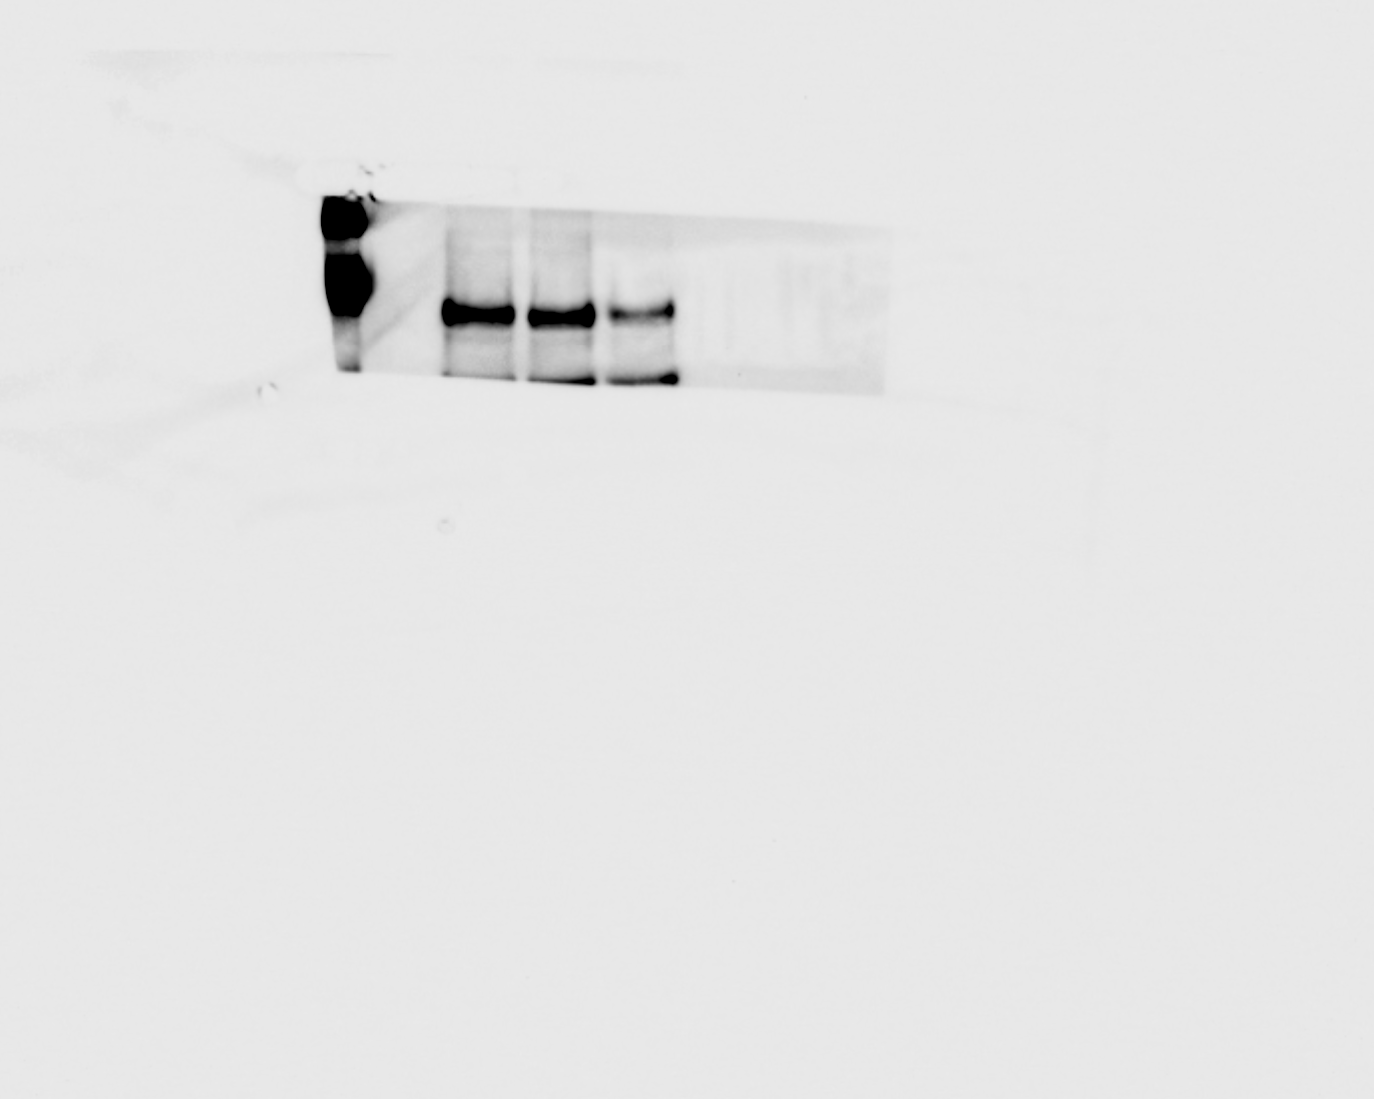

Tubulin
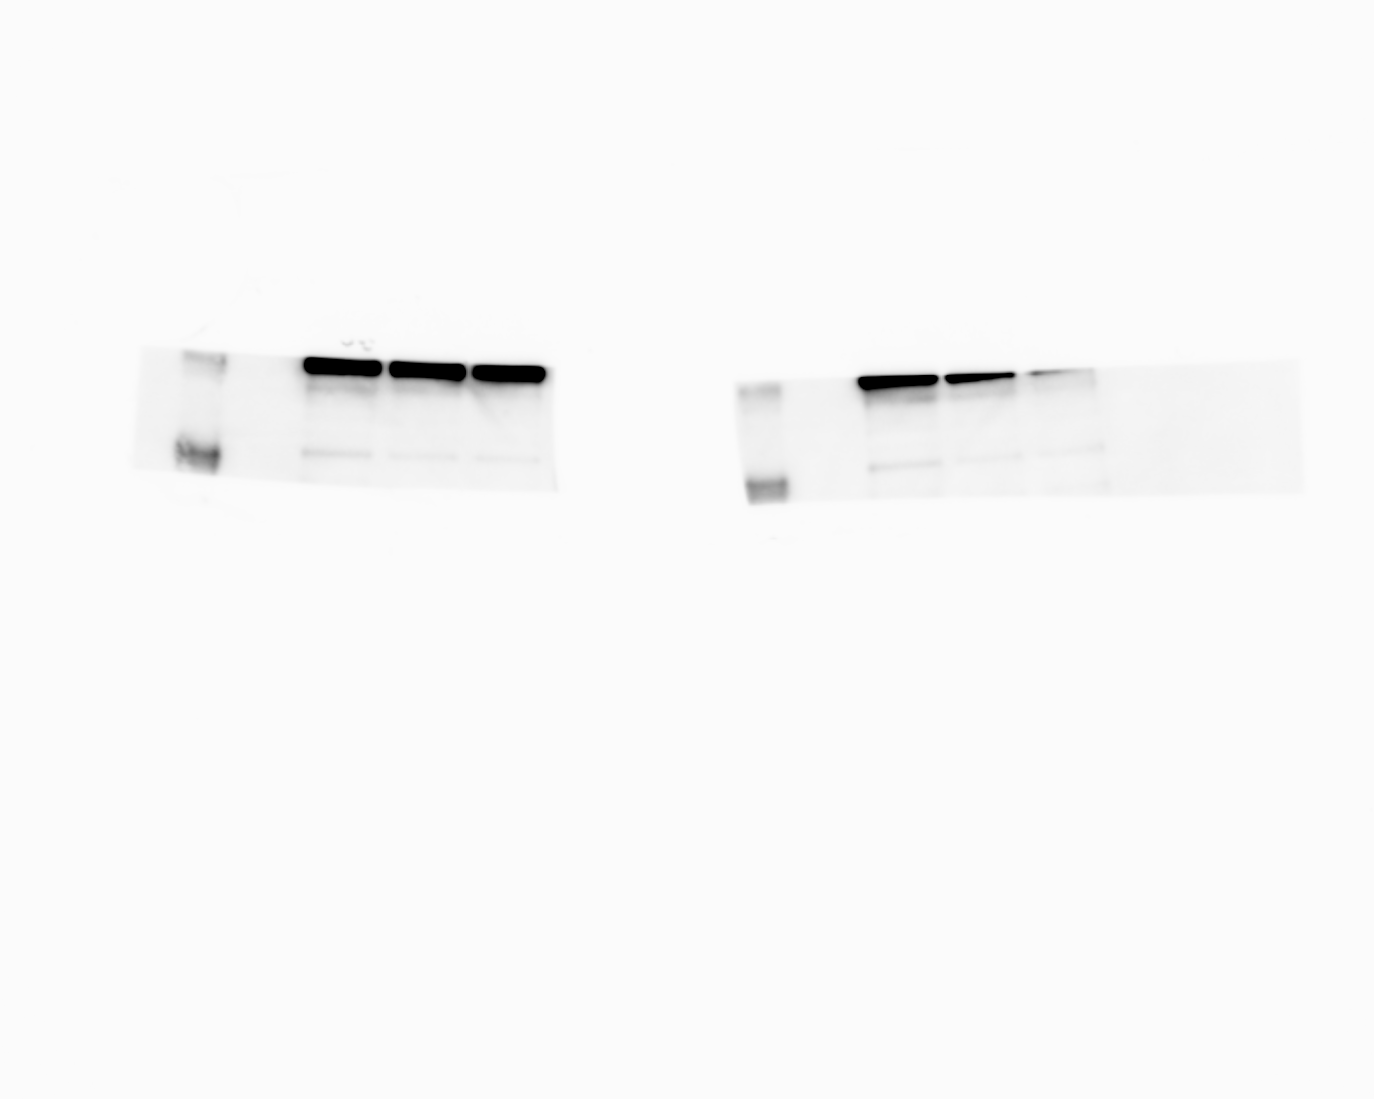

**Supplement:** Supplementary file 7 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

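RNA was sequenced from supporting cells sorted from utricles of Lfng-EGFP mice, in 10 libraries: DMSO 5 d and TRULI 5 d (3 each) and withdrawal of either (2 each) by labels. The expected counts are used as deposited: the authors mapped reads to GRCm38 with STAR, and the columns are those that RSEM writes per gene, 1 library per file, estimated read counts that are not whole numbers and not normalized. The version of RSEM and its annotation are not stated. The effective length, the transcript length in bases less the mean fragment length averaged over isoforms, comes with each count. FPKM and TPM were computed here from both, since the files hold neither. The files list 48709 genes, of which 48349 matched the GENCODE M21 annotation, which gave symbols, biotypes and locations.

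Expected counts were rounded, filtered by filterByExpr and normalized by TMM, and tested with the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with the 4 groups sharing one estimate of the spread. The groupings by labels and by file names tested 12841 genes in 10 libraries, and the agreeing libraries 13315 genes in 6. P-values were adjusted by the method of Benjamini and Hochberg, and genes were called at an adjusted p under 0.05 and a log2 fold change beyond 1 in size; members of gene lists were counted at an adjusted p under 0.05, over all genes and over the list alone. Lists were tested against other genes by camera with a preset correlation of 0.01 and with an estimated one. Log2 CPM for the principal components used a prior count of 2 and 1000 genes. FPKM lists were compared by a two-sided Wilcoxon rank-sum test on log2(FPKM + 1) of the group means, unpaired over genes. Its p therefore does not test the count of genes with the higher mean. SciPy 1.17.1, pandas 2.3.3, NumPy 2.4.6 and Python 3.11.15 were used. Figures used matplotlib 3.10.9.

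The groupings, comparisons, lists and alternatives were set before the data were examined, except where the text says otherwise. Named genes follow a rule. They are every gene the paper names, the 8 largest positive and 8 largest negative changes of each comparison among called genes with a symbol, at least 5 CPM in the higher group and no overlap between the groups, and the 4 members of each list with the smallest adjusted p. Values in Supplementary Data 1 and 2 had been seen in part, and other list members were named after their values were seen. The gene lists cover the cell cycle, Yap and Hippo, hair cells and supporting cells, other cell types of the ear, cell death, p53, inflammation and interferon, signalling, stress, immediate early genes, and cytoskeleton and matrix. The ontology terms and the list of Yap targets that the paper used were not analysed here.

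The replicate numbers were checked for pairing by the correlation of centred log2 CPM between libraries of the same number. By file names these were 0.489, 0.249 and 0.390 at 5 days, against -0.0157 at most between different numbers, and by labels -0.190, 0.0545 and -0.248. Centring on the group means lowers the values between different numbers where those of the same number are high. These values therefore do not establish a pairing. After withdrawal, where 2 centred libraries fix the other values, they were 0.205 by file names and 0.186 by labels. The replicate block is one of the alternatives. The others were RLE size factors, DESeq2 1.42.0, no filter on low counts, a filter of 10 counts in every library of a group, only the 2 groups compared, DESeq2 on these, an unadjusted p, no limit on the fold change, protein-coding genes only, and leaving out each library in turn; for FPKM, a pseudocount of 0.1, a mean of at least 1 and TPM; for the components, other gene sets and scaling. Another, DESeq2 on the 2 groups over protein-coding genes with an unadjusted p, and the test of the difference between the TRULI effects were chosen after seeing the data.

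Depth was 2463872 to 6255149 expected counts per library (median 3885745). One count was therefore 0.157 to 0.401 CPM and the floor of 3 counts 0.471 to 1.20 CPM, which covers counting error only. A fold against a group with 0 counts is a lower bound against 3 counts over the group. The test was tested on simulated data with the depth of each library and a spread taken from the libraries grouped by file names, for all groupings. Apart from the changed genes, all groups were given the same means, so differences between the 5-day and withdrawal libraries were not simulated. The changed genes were drawn only from those with a mean above 5 CPM, so the recovery does not cover rarer genes. The spread by labels was wider (biological coefficient of variation 0.516 against 0.421), so the recovery given by labels is too high. Of genes changed 8-fold, it recovered 90.0% (5 d by file names), 94.4% (5 d by labels), 64.4% (agreeing libraries), 86.0% (withdrawal by file names) and 83.3% (withdrawal by labels). Of genes changed 4-fold it recovered 73.6%, 77.3%, 36.9%, 54.0% and 54.0%, of genes changed 2-fold 15.5%, 9.68%, 1.75%, 7.46% and 1.67%, and false calls were 4 of 129, 11 of 136, 2 of 72, 2 of 97 and 5 of 101. Embryonic supporting cells and the other experiments of the paper were not analysed here, because no file of this series holds them.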

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

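The tests of the hair-cell and mt-Rnr2 patterns and of the difference between the TRULI effects were chosen after the result was seen, as was the test of the exchanged labels on other signature genes, while the test of these labels on the 6 Yap targets was set before. Among the genes that the paper's text does not name (S100 stands there without a member), Lcn2 (log2 fold change 3.67) and S100b (-2.66) changed at 5 days by labels. Over the agreeing libraries, where the TRULI group is 1 library assumed to vary like the other groups, the calls were on Lcn2 (3.54), Cryab (3.36, adjusted p = 0.0385) and Reep1 (3.07, adjusted p = 0.0238). By file names, Cryab and Reep1 had log2 fold changes of 3.70 (adjusted p = 0.00232) and 2.80 (adjusted p = 0.00123). Without DMSO 5 d replicate 2 or 3, Lcn2 no longer passed by labels (adjusted p = 0.0632 and 0.0556, with 6.27e-23 to 0.0632 over its alternatives). S100b did not pass without DMSO 5 d replicate 2 or 3 or TRULI 5 d replicate 1 or 2 (adjusted p = 0.124, 0.0824, 0.0827 and 0.0514), nor with the replicate block or with only the 2 groups compared (range over its alternatives 6.02e-16 to 0.155). In the agreeing libraries, leaving out DMSO 5 d replicate 1, 2 or 3 ended the calls on Lcn2 (adjusted p = 0.0649, 0.176 and 0.248) and on Cryab and Reep1 (adjusted p = 0.0774, 0.255 and 0.248 for each of them).

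Targets of p53 rose as a list at 5 days by file names, with a median log2 fold change of 0.71: 2 of 24 higher and 0 lower (8 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0176 with an estimated correlation). These were Ccng1, a cyclin G gene, with a log2 fold change of 1.46 (adjusted p = 0.0431), and the stress cytokine gene Gdf15, with 61 against 1 counts. Each of the 2 calls, and so every call on the list, was lost when any 1 of the 6 libraries was left out. That on Ccng1 was lost without any one of DMSO 5 d replicates 1 to 3 (adjusted p = 0.159, 0.1 and 0.169) or TRULI 5 d replicates 1 to 3 (0.0617, 0.127 and 0.15), and that on Gdf15 in the same settings (adjusted p = 0.157, 0.232 and 0.138 without DMSO, 0.103, 0.127 and 0.108 without TRULI). By labels the list gave adjusted p = 0.00771 with the preset and adjusted p = 0.127 with an estimated correlation. Genes of the cytoskeleton and matrix that respond to Yap also rose as a list by file names, with a median of 1.19: 7 of 26 higher and 0 lower (12 higher when adjusted over the list alone; adjusted p = 0.0132 with an estimated correlation). Its members Lamb3, a laminin gene, Myl9, a myosin light chain gene, and Fn1, fibronectin, had log2 fold changes of 4.79 (adjusted p = 0.00577), 4.51 (adjusted p = 0.0117) and 3.34 (adjusted p = 0.0214). Lamb3 passed without each library in turn, Myl9 only without TRULI 5 d replicate 1 (adjusted p up to 0.0997 over its alternatives) and Fn1 only without DMSO 5 d replicate 1 (up to 0.128). By labels, the list gave adjusted p = 0.016 with the preset and adjusted p = 0.785 with an estimated correlation. Markers of mesenchyme, none of them on that list, had 0 of 7 higher by file names (5 over the list alone; adjusted p = 0.00701 with the preset and adjusted p = 0.405 with an estimated correlation); the sort for Lfng-EGFP should remove such cells.

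The TRULI effect differed between withdrawal and 5 days for the lists below only by camera with its preset correlation on the difference itself. With an estimated correlation none passed (adjusted p = 0.202 to 0.763 by labels and 0.261 to 0.718 by file names). Median differences, withdrawal minus 5 days on the log2 scale, are given with, in brackets where it differs, the median with groups at 0 counts set to 3 counts over the group. By labels they were S phase -1.67, G2-M phase -4.74 (-4.64), the conserved Yap signature -1.07, the Yap targets that the paper names -4.11 (-3.46), cyclins and their kinases -2.48, mesenchyme -4.46, interferon response 0.55, immediate early genes 0.47 and cytoskeleton and matrix -0.80 (-0.77). By file names they were S phase -0.91, G2-M phase -1.76 (-2.41), the conserved Yap signature -0.78 (-0.75), the Yap targets that the paper names -2.40 (-1.09), cyclins and their kinases -1.27, hair bundle 1.10 (0.86), hair-cell synapse 2.18, motile cilia 1.21 (0.97), mesenchyme -3.52 and cytoskeleton and matrix -0.74 (-0.70). For single genes, edgeR called 0 differences by labels (873 at an unadjusted p under 0.05) and 0 by file names (1217), and DESeq2 was not run on the difference. The Yap targets that the paper names are not independent evidence.

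For 4 libraries the label and the name of the deposited file give different conditions; their means of the 6 Yap targets lay nearer to the side that the file name gives, by at least 2.56 on the log2 scale (for labels that are right, a margin of -2.62 at most), but the study named these genes from these libraries, so that test decides nothing. Over 46 genes of the conserved Yap signature that the paper does not name and that reach 5 CPM in a library, exchanged labels would put each library nearer to the side of its file name, and it was, by at least 0.448. If instead the labels were right and the file names exchanged, the libraries labelled TRULI 5 d replicates 1 and 2 would lie nearer to the agreeing TRULI 5 d library than to DMSO 5 d, but their largest margin towards it was negative (-0.448, where the SD of the DMSO 5 d libraries was 0.0980), which argues against it if TRULI raises Yap targets, as in the single agreeing library. A candidate explanation is therefore exchanged labels, on that assumption. The paper's own listed fold changes follow the file names. At 5 days their Pearson r with DESeq2 on the 2 groups was 0.9998 by file names and 0.762 by labels. After withdrawal it was 0.9999 and 0.594. The paper therefore grouped the libraries as the file names do, which does not show how each was treated. The submitters' records would be needed to settle that. No biological explanation was tested; the paper's other measures of the same treatment, EdU labelling of dividing cells and the location of Yap in nuclei, run in the direction of raised Yap activity with TRULI.

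Hair-cell genes were higher in TRULI withdrawal replicate 1 than in replicate 2, by a median of 2.33 on the log2 scale (Otof 447 against 52.0 CPM, and S100a1 1696 against 1844 CPM). A lower share of supporting cells in replicate 1 would raise the markers of every other cell type alike: 16 markers of 7 other types had a median log2 ratio of 0.660 (quartiles 0.0100 and 1.26), overlapping the lower quartile of 1.01 of the hair-cell genes. Supporting-cell markers had means of log2(CPM + 1) of 6.34 and 6.18 in replicates 1 and 2. They were not lower in replicate 1, though the difference is no wider than the range over the DMSO 5 d libraries (7.01 to 7.21). Hair cells or their RNA may also have been carried through the sort for Lfng-EGFP, which should remove them, since 3 of 3 DMSO 5 d libraries, never exposed to TRULI, had a higher mean of these genes (3.61, 3.20 and 3.13) than replicate 2 (2.62). Those libraries differ from replicate 2 in culture time and in mt-Rnr2. The libraries filed as DMSO withdrawal had means of 2.32 and 2.09, below replicate 2 and below replicate 1 (4.33). If TRULI followed by withdrawal raised them in both libraries, both would lie above both libraries filed as DMSO withdrawal, and 23 of 47 did, where chance gives 16.7% of genes. That chance holds for a single gene. The genes moved together (42 of 47 were higher in replicate 1) and are not independent replicates, so the count decides nothing. With 2 libraries that differ this much, these explanations cannot be told apart.

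mt-Rnr2 parts the libraries into 6 and 4. More mitochondrial RNA in the 6, as the whole of the difference, would keep the ratio of mt-Rnr2 to mitochondrial mRNA alike, but the largest ratio in the 4 was 2.85 and the smallest in the 6 was 11.5, which argues against it as the whole, though mitochondrial mRNA was also higher in the 6 (1.13 to 1.62% of counts against 0.624 to 0.999%). Preparation or counting in 2 batches might leave genes at 0 in one set: 2 genes, Gm10925 and AY036118, had 0 counts in all 4 libraries and at least 5 CPM in all 6. In the 6, Gm10925 stood at 441 to 1990 CPM and AY036118 at 41.5 to 2358 CPM. The 4 libraries at 0 hold 3115752 to 6255149 counts each. The reverse pattern was found for 0 genes. A partial fall with time in culture would leave counts in these libraries, so the 0 counts argue against it for these 2 genes. Whether time in culture can end their expression fully was not tested. The split coincides with culture time by file names, so for mt-Rnr2 itself a batch and the time in culture cannot be told apart. Other genes also differed across the split: Actb stood at 1363 to 1677 FPKM in the 6 and at 438 to 548 FPKM in the 4. After withdrawal by labels, where treatment and the split differ together, 7298 of 12841 tested genes had no overlap between the 2 groups. By file names, where both groups lie among the 4, 3679 had none.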

How the results depend on the processing

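Of the alternatives below, the DESeq2 setting on protein-coding genes with an unadjusted p was chosen after the data were seen, and so were the tests of other splits of the libraries. Over 150 results for single genes, 1863 alternative values were computed: 1530 kept direction and side of the threshold, 115 came to pass, 177 no longer passed and 41 changed sign. Of the counts, shares and correlations, 275 alternative values stayed as they were within the set limits and 176 moved. The cause was not tested for the changes below, except that leaving out a library leaves fewer samples and fitting only 2 groups leaves fewer libraries for the spread. Where an arm is left with 1 library, it is assumed to vary like the other groups. Depth limits the rarest genes: the smallest library holds 2463872 counts.

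At 5 days, the number of genes changed by labels, 2 in edgeR, was 1617 at an unadjusted p, 814 with no filter on low counts, 1 with the replicate block, 473 with DESeq2, 1 with only the 2 groups compared, 293 with DESeq2 on only the 2 groups and 1606 with the added setting. It was 0 without DMSO 5 d replicate 2 or 3, 1 without TRULI 5 d replicate 1 or 2, and 1907 without the library labelled TRULI 5 d replicate 3. By file names, 109 became 960, 499, 276 (replicate block), 355, 354, 601 and 1170 in the same order, and 165 with 10 counts in every library of a group. Leaving out a library by file names gave 17 (DMSO 5 d replicate 2) to 56 (TRULI 5 d replicate 1) genes, and the percent of changed genes that were higher was 41.7% without TRULI 5 d replicate 3 and 78.6% without replicate 1. Over the agreeing libraries, 5 became 781 at an unadjusted p, 263 with no filter, 8 over protein-coding genes only, 148 with DESeq2, 134 with only the 2 groups, 261 with DESeq2 on these, and 0 without any of the DMSO 5 d replicates 1 to 3.

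After withdrawal, the 0 genes changed by labels in edgeR became 2450 at an unadjusted p, 1100 with no filter on low counts, 669 with DESeq2, 253 with only the 2 groups compared, 1433 with DESeq2 on these, 2752 with the added setting, and 2 without TRULI withdrawal replicate 2 (0 without each of the others). By file names, 0 in edgeR became 1314 at an unadjusted p, 576 with no filter, 8 with the replicate block, 272 with DESeq2, 54 with DESeq2 on only the 2 groups and 727 with the added setting. It was 1 without DMSO withdrawal replicate 2, 29 without TRULI withdrawal replicate 1, 130 without DMSO withdrawal replicate 1 and 180 without TRULI withdrawal replicate 2. Between TRULI withdrawal and the TRULI 5 d library, 307 became 2917 at an unadjusted p, 1537 with no filter, 1409 with DESeq2, 480 with 10 counts in every library of a group, 14 with only the 2 groups, and 1422 or 2211 without TRULI withdrawal replicate 2 or 1. Against DMSO 5 d, 2120 became 3804 at an unadjusted p, 568, 293 and 693 without DMSO 5 d replicate 1, 2 and 3, and 3557 without TRULI withdrawal replicate 1.

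With no filter on low counts, DESeq2 and DESeq2 on only the 2 groups compared, the counts at 5 days by labels were 6, 2 and 1 cell-cycle genes higher, 9, 3 and 2 Yap-target genes higher, 1, 1 and 1 pro-apoptotic genes changed, and 5, 5 and 3 inflammatory genes changed. Without the library labelled TRULI 5 d replicate 3 they were 9, 6, 3 and 5, and the inflammatory count was 0 without DMSO 5 d replicate 2 or 3; the lowest of the other lists was 0. By file names, cell-cycle genes higher were 48 with no filter, 28 with the replicate block, 41 with DESeq2, 25 with 10 counts in every library of a group, 42 with only the 2 groups and 57 with DESeq2 on these; without one library they were 1 to 15. Yap-target genes higher were 24 with no filter, 15 with the replicate block, 16 with DESeq2, 18 with only the 2 groups and 27 with DESeq2 on these, and 2 to 6 without one library. Pro-apoptotic genes changed were 1 with no filter, 1 with the replicate block, 1 with DESeq2, 1 with only the 2 groups and 3 with DESeq2 on these. Inflammatory genes changed were 4 with no filter, 4 with only the 2 groups, 7 with DESeq2 on these, 1 without DMSO 5 d replicate 2 or 3 or TRULI 5 d replicate 1, 2 or 3, and 2 without DMSO 5 d replicate 1. Over the agreeing libraries, with no filter, DESeq2, only the 2 groups and DESeq2 on these, cell-cycle genes higher were 6, 2, 3 and 5, and Yap-target genes higher 8, 5, 6 and 7, with 0 without any of the DMSO 5 d replicates 1 to 3.

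In all alternatives, cell-cycle, Yap-target and hair-cell genes were counted only where higher, so a fall does not show in these counts. For the lists after withdrawal by labels, Yap-target genes higher were 2 with no filter, 1 with DESeq2, 1 with only the 2 groups compared and 4 with DESeq2 on these. Hair-cell genes higher were 3 with no filter, 2 with DESeq2, 4 with DESeq2 on only the 2 groups, 1 without TRULI withdrawal replicate 2 and 0 without each other library. Pro-apoptotic genes changed were 2 with no filter and 2 with DESeq2 on only the 2 groups. By file names, cell-cycle genes higher were 6 with no filter, 3 with DESeq2, 1 without DMSO withdrawal replicate 1, 2 without TRULI withdrawal replicate 2 and 0 without the others. Yap-target genes higher were 3 with no filter, 1 with DESeq2, 1 without TRULI withdrawal replicate 2 and 0 without the others. Hair-cell genes higher were 30 with no filter, 2 with the replicate block, 14 with DESeq2, 7 with DESeq2 on only the 2 groups, 17 without TRULI withdrawal replicate 2 and 0 without the others. Pro-apoptotic genes changed were 1 with no filter, 1 with DESeq2, 1 without DMSO withdrawal replicate 1, 1 without TRULI withdrawal replicate 2 and 0 without the others.

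Without one library, the correlation with the published log2 fold changes was 0.0939 (without TRULI 5 d replicate 3) to 0.814 at 5 days by labels, 0.965 (without DMSO 5 d replicate 2) to 0.986 by file names and 0.893 (without DMSO 5 d replicate 1) to 0.923 over the agreeing libraries. After withdrawal it was 0.144 (without TRULI withdrawal replicate 1) to 0.622 by labels and 0.848 (without TRULI withdrawal replicate 1) to 0.946 by file names. The share of variance on the first component was 64.5% by labels over the 1000 most variable genes, 56.8% over all genes tested and 63.7 to 91.7% without one library; by file names these were 51.4%, 39.8% and 78.2 to 84.6%. By labels, over genes with a mean FPKM of at least 1, the Wilcoxon p of the G2-M list (n = 54 genes) went from 0.0564 to 0.046 (n = 50 genes), and the direction turned for the cancer panel of Yap targets (p = 0.716), the conserved Yap signature (p = 0.470) and the pro-apoptotic list (p = 0.877); genes are not independent replicates.

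Log2 fold changes that changed sign without one library are given from the lowest to the highest such value. At 5 days by labels they were Ctgf -1.62 to 4.90, Ajuba -0.40 to 2.82, Birc5 -2.74 to 0.49, Amotl2 -1.44 to 1.35, Mki67 -1.34 to 4.27, Ccnd1 -0.66 to 1.54, Apaf1 -0.85 to 0.97, Map4k3 -0.0127 to 0.21 and Tmc1 -0.0339 to 0.92. The sign turned without the library labelled TRULI 5 d replicate 3 for Ctgf, Ajuba, Amotl2, Mki67, Ccnd1, Apaf1 and Tmc1, without replicate 2 for Map4k3, and without TRULI 5 d replicate 1 or 2 or DMSO 5 d replicate 1 for Birc5. By file names they were Map4k3 -0.0481 to 0.13, Map4k4 -0.0205 to 0.22 and Cdkn1b -0.35 to 0.0413, with the sign turned without DMSO 5 d replicate 1 (Map4k3, Map4k4), TRULI 5 d replicate 3 (Map4k3) or DMSO 5 d replicate 3 (Cdkn1b), and over the agreeing libraries Cdkn1b -0.21 to 0.17, turned without DMSO 5 d replicate 3. With the replicate block, Amotl2 was -0.38 and Apaf1 -0.043 at 5 days by labels. Of the named genes, the block ended the call on S100b at 5 days by labels, and by file names it added calls on Amotl2, Rrm2, Ptges and Apaf1 at 5 days and on Clrn1 after withdrawal (adjusted p = 0.044); it changed no other call on them.

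After withdrawal by labels, these ranges were Myc -0.44 to 0.39, Amotl2 -3.09 to 0.18, Atoh1 -0.00676 to 2.10, Pou4f3 -0.99 to 1.78, Lhx3 -0.49 to 2.97, Myo15 -1.98 to 2.23, Otof -1.08 to 2.32, Calb2 -2.95 to 0.29, Tmc1 -0.63 to 1.53, Tomt -7.32 to 2.71 and Clrn1 -2.26 to 1.35. The sign turned without TRULI withdrawal replicate 1, except for Amotl2 (TRULI withdrawal replicate 2) and Calb2 (DMSO withdrawal replicate 1), and also without DMSO withdrawal replicate 2 for Myo15 and Clrn1. With the replicate block, Myc was -0.0391, Tomt -0.42 and Clrn1 -0.34 by labels, and Myc was -0.00234 with 10 counts in every library of a group. By file names the ranges were Ctgf -0.0623 to 2.22, Amotl2 -0.0845 to 3.61, Lhx3 -0.0664 to 4.84, Myo7a -0.0581 to 8.36, Tomt -3.52 to 6.06 and Cdkn1b -0.0268 to 2.58, turned without TRULI withdrawal replicate 1, or for Cdkn1b without DMSO withdrawal replicate 2. Tomt has 0 counts in TRULI withdrawal replicate 2, so its lowest fitted values depend on the prior count and bound nothing.

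The 6 libraries at 5 days make 10 splits into 3 and 3, too few for a share under 0.05 in either grouping. By labels, 1 of the 10 splits, the real one, called 2 genes or more, with 2 in the real one, and the highest other called 1. By file names, 1 of the 10, again the real one, called 109 or more, with 109 in the real one, and the highest other called 0, also among the 3 other splits that part all 3 pairs of replicate numbers as the real one does.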

Differences from the paper's values

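The alternative with DESeq2 on only the 2 groups, protein-coding genes and an unadjusted p was chosen after seeing the values; the others were set before the data were examined. The paper's supplementary tables list 1176 genes at 5 days and 725 after withdrawal at a stated false discovery rate of 0.05 and a 2-fold change, the thresholds used here, though over protein-coding genes with DESeq2 and adjusted fold changes. At 5 days, against the paper's 1176, edgeR called 2 genes by labels, 109 by file names and 5 over the agreeing libraries. By labels, an unadjusted p (1617) and no filter on low counts (814) come within 1.5 times of it and the other 14 alternatives do not. By file names, an unadjusted p does (960) and the other 15 do not, and over the agreeing libraries none of 12 does. After withdrawal, against the paper's 725, edgeR called 0 by labels (2450 at an unadjusted p under 0.05) and 0 by file names (1314). By labels, DESeq2 comes within 1.5 times (669) and the other 13 do not; by file names, no filter does (576) and the other 13, DESeq2 with 272 among them, do not.

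The setting chosen after seeing the values called 1170 genes at 5 days by file names and drops 8 of the paper's 1176; of its genes 72.2% were higher. After withdrawal by file names, the same setting, chosen after seeing the values, called 727 and drops 2 of the paper's 725. By labels, this setting chosen after seeing the values called 1606 at 5 days, within 1.5 times, and drops 887 of the paper's genes; after withdrawal it called 2752 and drops 488. With the adjusted p of that DESeq2 fit, 577 and 50 genes pass by file names. The p column of the paper's tables has a median ratio to the unadjusted p of that fit by file names of 1.00 and 1.00, while the tables' description states a false discovery rate.

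The rank-sum (Wilcoxon) tests over the FPKM of genes gave p = 0.904 by labels and 9.13e-05 by file names for S phase (n = 43 genes), against the paper's 0.00349; 0.0564 by labels and 1.72e-08 by file names for G2-M phase (n = 54 genes), against the paper's 3.89e-07; 0.458 by labels and 0.0382 by file names for the Yap signature (n = 59 genes), against the paper's 0.01807; and 0.683 by labels and 0.422 by file names for pro-apoptotic genes (n = 31 genes), against the paper's 0.06373. The paper used other lists, with other numbers of genes and for the last pair a wider Yap list and a cell-death term, and genes are not independent replicates. The alternatives (pseudocount of 0.1, genes with a mean FPKM of at least 1, and TPM) come to within 1.5 times of the paper's p in 0 of 3 for each list in each grouping.

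The paper reports at least 20 M reads sequenced per library, and the smallest library holds 2.46 M expected counts, a different measure; no alternative applies.

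Of the genes that the paper names and its tables list, 6 of 15 have another log2 fold change at 5 days by labels, 0 of 15 by file names and 4 of 14 over the agreeing libraries; after withdrawal they are 12 of 14 by labels and 0 of 14 by file names. The paper grouped the libraries as the file names do, so the values by labels below compare other sets of libraries than the paper's. Each value below is followed by the paper's and by the alternatives under which the difference closes, the remaining ones leaving it open. At 5 days by labels they are Ajuba 2.30 (the paper's 3.22; closed under 8 of 14: protein-coding genes, the filter of 10 counts, edgeR on 2 groups, without DMSO 5 d replicate 1, 2 or 3 and without TRULI 5 d replicate 1 or 2), Birc5 -0.18 (the paper's 2.98; 0 of 12), Myc 2.15 (the paper's 3.14; closed under 4 of 14: without DMSO 5 d replicate 2 or 3 and without TRULI 5 d replicate 1 or 2), Amotl2 0.82 (the paper's 1.82; closed under 7 of 14: protein-coding genes, the filter of 10 counts, without DMSO 5 d replicate 1, 2 or 3 and without TRULI 5 d replicate 1 or 2), Tmc1 0.58 (the paper's 1.22; closed under 6 of 14: DESeq2, DESeq2 on 2 groups, without DMSO 5 d replicate 1 or 3 and without TRULI 5 d replicate 1 or 2) and Map4k2 0.51 (the paper's 1.02; closed under 7 of 14: no filter, the replicate block, DESeq2, DESeq2 on 2 groups, without DMSO 5 d replicate 2 or 3 and without TRULI 5 d replicate 3). For the agreeing libraries they are Ajuba 3.72 (the paper's 3.22; closed under 4 of 10: no filter, DESeq2 and without DMSO 5 d replicate 1 or 2), Pou4f3 2.16 (the paper's 1.46; closed under 4 of 10: protein-coding genes, DESeq2, the filter of 10 counts and without DMSO 5 d replicate 3), Gfi1 2.58 (the paper's 1.74; closed under 3 of 10: DESeq2 and without DMSO 5 d replicate 1 or 3) and Map4k2 0.33 (the paper's 1.02; closed under 5 of 10: no filter, DESeq2, DESeq2 on 2 groups and without DMSO 5 d replicate 2 or 3).

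After withdrawal by labels, the values are Myc 0.0143 (the paper's 2.08; 0 of 12), Amotl2 -0.70 (the paper's 2.39; 0 of 12), Atoh1 0.88 (the paper's 3.03; closed under 1 of 12: without DMSO withdrawal replicate 1), Pou4f3 0.71 (the paper's 4.14; 0 of 12), Gfi1 -2.42 (the paper's 3.42; 0 of 12), Myo15 0.52 (the paper's 5.35; 0 of 12), Myo7a -1.33 (the paper's 3.52; 0 of 12), Otof 1.17 (the paper's 5.12; 0 of 12), Calb2 -0.96 (the paper's 5.45; 0 of 12), Tmc1 0.79 (the paper's 2.00; closed under 1 of 12: without TRULI withdrawal replicate 2), Tomt 1.27 (the paper's 5.67; 0 of 11) and Clrn1 0.12 (the paper's 4.69; 0 of 12).

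The paper states that most of the genes it calls at 5 days are higher with TRULI, by a larger share than the 61.5% found here by file names. That 61.5% is of the 109 genes called by edgeR at an adjusted p, an unlike threshold. At an unadjusted p, which the p column of the paper's table matches, the DESeq2 setting chosen after seeing the values gave 72.2% of 1170 genes. The paper also places S100, without naming a member, among the hair-cell genes raised after withdrawal, and S100a1 had a log2 fold change of -0.31 (adjusted p = 0.768) by file names and -2.66 (adjusted p = 0.176) by labels, whereas Otof and Calb2, which stand for 2 other families it places there, had 5.17 and 5.44 by file names. By labels, Gfi1, Myo7a and Calb2 had negative log2 fold changes after withdrawal (-2.42, -1.33 and -0.96), where the paper has them higher. None of these passed the test. The paper's listed fold changes follow the file names, by which these genes had 3.25, 3.27 and 5.44.

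Genes that the paper lists as changed, that are named here and that pass in an alternative but not in the values reported above, are at 5 days by labels with no filter Ctgf, Ajuba, Myc and Mki67. By file names they are with DESeq2 on 2 groups Birc5, Amotl2, Rrm2, Mcm6, Ptges, Apaf1, Bid and Postn, with no filter Amotl2, Rrm2, Mcm6, Ptges, Apaf1 and Postn, with the replicate block Amotl2, Rrm2, Ptges and Apaf1, with edgeR on 2 groups Amotl2, Rrm2, Mcm6, Ptges, Apaf1 and Postn, with protein-coding genes Rrm2 and Mcm6, with the filter of 10 counts Rrm2 and Mcm6 and with DESeq2 Mcm6, Ptges and Apaf1. In the agreeing libraries they are with no filter Myc, Amotl2, Mki67, Ccnd1, Pou4f3 and Gfi1, with DESeq2 Myc and Mki67, with edgeR on 2 groups Myc, Amotl2, Mki67, Pou4f3 and Gfi1 and with DESeq2 on 2 groups Myc, Amotl2, Mki67, Pou4f3 and Gfi1. After withdrawal by labels they are with no filter Myo5a, with DESeq2 Myo5a, with DESeq2 on 2 groups Myo5a and without TRULI withdrawal replicate 2 Myo5a, and by file names with no filter Ccnd1, Myc, Amotl2, Atoh1, Pou4f3, Gfi1, Lhx3, Myo15, Myo7a, Myo5a, Otof, Calb2, Tmc1, Tomt and Clrn1, with DESeq2 Myc, Pou4f3, Myo15, Myo5a, Otof, Calb2, Tomt and Clrn1, without TRULI withdrawal replicate 2 Amotl2, Pou4f3, Myo15, Myo7a, Myo5a, Otof, Calb2, Tmc1, Tomt and Clrn1, with DESeq2 on 2 groups Pou4f3, Otof, Calb2 and Clrn1 and with the replicate block Clrn1.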

Other observations

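TRULI withdrawal was also compared with DMSO 5 d over the agreeing libraries (2 against 3), where treatment and culture time differ together and the groups lie on either side of the mt-Rnr2 split. Genes that mark supporting cells fell more often than they rose, with 1 higher and 10 lower of 25 tested (1 and 11 when adjusted over the list alone; adjusted p = 0.000381 with the preset and adjusted p = 0.557 with an estimated correlation). Lfng, the gene whose promoter drives the reporter, had a log2 fold change of -2.68 (standard error 0.31, adjusted p = 0.00437), the secreted matrix gene Sparcl1 one of -2.63 (adjusted p = 0.00684) and Otoa, of the overlying membrane, one of -2.09 (adjusted p = 0.00787), and the marker that rose was Id1, a target of bone morphogenetic protein signalling, with 2.15 (adjusted p = 0.0225). Markers of Schwann cells, which the sort for Lfng-EGFP should remove, had 2 higher and 0 lower of 5 tested (3 and 0 when adjusted over the list alone; adjusted p = 0.0104 with the preset and adjusted p = 0.677 with an estimated correlation). Immediate early genes rose more often, with 7 higher and 1 lower of 16 tested (9 and 1 when adjusted over the list alone; adjusted p = 0.0014 with the preset and adjusted p = 0.677 with an estimated correlation). The AP-1 gene Jund had a log2 fold change of 4.57 (standard error 0.44, adjusted p = 0.00306), the transcription factor gene Klf2 4.33 (adjusted p = 0.00952) and Junb 3.08 (adjusted p = 0.0147), while the nuclear receptor gene Nr4a1 was the one that fell, with -2.29 (adjusted p = 0.00437). Without DMSO 5 d replicate 2, Id1 (adjusted p = 0.0863) and Junb no longer passed (adjusted p = 0.0652, with 5.61e-19 to 0.0652 over its alternatives).

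In the same comparison, p53 targets had 9 higher and 0 lower of 24 tested (11 and 1 when adjusted over the list alone; adjusted p = 0.0104 with the preset and adjusted p = 0.557 with an estimated correlation). Ccng1 had a log2 fold change of 1.97 (adjusted p = 0.00911) and the pore-forming death gene Bax 1.90 (adjusted p = 0.0316), which did not pass without DMSO 5 d replicate 1, 2 or 3 (adjusted p = 0.107, 0.133 and 0.0619). Inflammatory genes had 6 higher and 1 lower of 27 tested (6 and 2 when adjusted over the list alone; adjusted p = 0.0372 with the preset and adjusted p = 0.677 with an estimated correlation), with Lcn2 at 5.19 (adjusted p = 0.000411), the NF-kappa-B inhibitor gene Nfkbia at 2.64 (adjusted p = 0.00467) and the chemokine gene Cx3cl1 at 2.93 (adjusted p = 0.00556). Of 24 pro-apoptotic genes, 6 were higher and 0 lower, and of 16 Notch genes 1 and 4. Cdkn1b had a log2 fold change of -3.12 (standard error 0.56, adjusted p = 0.0116). In all, 2120 genes changed, 1200 higher and 920 lower; without DMSO 5 d replicate 1, 2 or 3 they were 568, 293 or 693, and 3557 without TRULI withdrawal replicate 1.

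From the TRULI 5 d library to TRULI withdrawal (1 library, assumed to vary like the other groups, against 2), 307 genes changed, 160 higher and 147 lower, and 14 with only the 2 groups compared; without TRULI withdrawal replicate 1 or 2 they were 2211 or 1422. Cdkn1b had a log2 fold change of -3.09 (standard error 0.64, adjusted p = 0.0471), but did not pass with only the 2 groups compared (adjusted p = 0.344), and DESeq2 gave it no adjusted p on these. The 2 groups lie on either side of the mt-Rnr2 split. Immediate early genes had 4 higher and 0 lower of 16 tested (12 and 1 when adjusted over the list alone; adjusted p = 6.9e-10 with the preset and adjusted p = 0.546 with an estimated correlation), Jund with 4.19 (adjusted p = 0.0372) and Fosb with 3.30 (adjusted p = 0.0322). Supporting-cell markers had 0 higher and 4 lower of 25 tested (4 and 9 when adjusted over the list alone; adjusted p = 0.0661 with the preset and adjusted p = 0.546 with an estimated correlation), Schwann-cell markers 2 higher and 0 lower of 5 tested (4 and 0 when adjusted over the list alone; adjusted p = 0.000162 with the preset and adjusted p = 0.546 with an estimated correlation) and genes of cytoskeleton and matrix 2 higher and 4 lower of 25 tested (3 and 6 when adjusted over the list alone; adjusted p = 0.0661 with the preset and adjusted p = 0.546 with an estimated correlation). Bcl2l11 was the 1 pro-apoptotic gene that rose, with a log2 fold change of 2.31 (adjusted p = 0.0419). The Schwann-cell markers that rose were Egr2, also on the immediate early list, and Erbb3, a neuregulin receptor gene, with 2.75 (adjusted p = 0.0389) and 2.34 (adjusted p = 0.0418). With only the 2 groups compared, Fosb, Bcl2l11, Egr2 and Erbb3 did not pass (adjusted p = 0.0752, 0.262, 0.133 and 0.133). Bcl2l11, Egr2 and Erbb3 were named after their values were seen.

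At 5 days by file names, Anxa3, an annexin gene, rose with a log2 fold change of 3.11 (standard error 0.40, adjusted p = 0.00315). Wnt targets had 2 higher and 0 lower of 11 tested (3 and 1 when adjusted over the list alone; adjusted p = 0.0218 with the preset and adjusted p = 0.389 with an estimated correlation), those higher being Myc and Ccnd1, which other lists also hold. Amino-acid stress genes had 1 higher and 0 lower of 20 tested (6 and 0 when adjusted over the list alone; adjusted p = 0.000394 with the preset and adjusted p = 0.158 with an estimated correlation). The one that rose was Chac1, of glutathione breakdown, with 101 against 3 counts; it did not pass without any 1 of DMSO 5 d replicates 1 to 3 (adjusted p = 0.127, 0.181 and 0.171) or TRULI 5 d replicates 1 to 3 (0.142, 0.0974 and 0.0565). Eda2r, a p53 target related to death receptors, had 102 against 3 counts (adjusted p = 0.0527), and the matrix gene Postn a log2 fold change of 5.30 (adjusted p = 0.176). No gene of the lists below passed over all genes in edgeR. As lists, 6 passed camera with its preset correlation: immediate early genes (0 of 16; 0 higher and 4 lower alone), mesenchyme (0 of 7; 5 higher and 0 lower alone), hair-cell transcription factors (0 of 8; 0 higher and 0 lower alone), hair bundle (0 of 32; 1 higher and 0 lower alone), hair-cell synapse (0 of 17; 0 higher and 0 lower alone) and motile cilia (0 of 37; 0 higher and 0 lower alone), with adjusted p = 0.00528, 0.00701, 0.0493, 0.00528, 0.0206, 0.000137 in this order. With an estimated correlation their adjusted p was 0.405 to 0.49. Lists that did not pass were supporting cells (0 of 25; 0 higher and 2 lower alone), interferon response (0 of 16; 1 higher and 0 lower alone), glycolysis and hypoxia (0 of 28; 0 higher and 1 lower alone), Notch (0 of 16; 0 higher and 1 lower alone), the Hippo core (0 of 27; 0 higher and 0 lower alone) and cell-cycle inhibitors (0 of 11; 2 higher and 1 lower alone). Among markers of other cell types, none passed: macrophages (0 of 1; 1 higher and 0 lower alone), neurons (0 of 4; 0 higher and 0 lower alone), Schwann cells (0 of 5; 0 higher and 1 lower alone), dark cells (0 of 3; 0 higher and 0 lower alone) and melanocytes (0 of 4; 0 higher and 0 lower alone), where macrophages had too few genes for the list test. At an unadjusted p under 0.05 these lists held 1 to 8 genes each. Endothelium and erythrocyte lists had 0 genes tested.

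At 5 days by labels, the supporting-cell list gave adjusted p = 0.00163 with the preset and adjusted p = 0.127 with an estimated correlation, with 0 of 25 genes passing over all genes in edgeR (6 at an unadjusted p under 0.05).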
